# Metabolomic and transcriptomic insights into how cotton fiber transitions to secondary wall synthesis, represses lignification, and prolongs elongation

**DOI:** 10.1186/s12864-015-1708-9

**Published:** 2015-06-27

**Authors:** John R. Tuttle, Gyoungju Nah, Mary V. Duke, Danny C. Alexander, Xueying Guan, Qingxin Song, Z. Jeffrey Chen, Brian E. Scheffler, Candace H. Haigler

**Keywords:** Ascorbate, Cell elongation, Cell wall synthesis, Cotton fiber development, *Gossypium*, Lignification, Reactive oxygen species, Metabolomics, RNA Seq transcriptomics

## Abstract

**Background:**

The morphogenesis of single-celled cotton fiber includes extreme elongation and staged cell wall differentiation. Designing strategies for improving cotton fiber for textiles and other uses relies on uncovering the related regulatory mechanisms. In this research we compared the transcriptomes and metabolomes of two *Gossypium* genotypes, *Gossypium barbadense* cv Phytogen 800 and *G. hirsutum* cv Deltapine 90. When grown in parallel, the two types of fiber developed similarly except for prolonged fiber elongation in the *G. barbadense* cultivar. The data were collected from isolated fibers between 10 to 28 days post anthesis (DPA) representing: primary wall synthesis to support elongation; transitional cell wall remodeling; and secondary wall cellulose synthesis, which was accompanied by continuing elongation only in *G. barbadense* fiber.

**Results:**

Of 206 identified fiber metabolites, 205 were held in common between the two genotypes. Approximately 38,000 transcripts were expressed in the fiber of each genotype, and these were mapped to the reference set and interpreted by homology to known genes. The developmental changes in the transcriptomes and the metabolomes were compared within and across genotypes with several novel implications. Transitional cell wall remodeling is a distinct stable developmental stage lasting at least four days (18 to 21 DPA). Expression of selected cell wall related transcripts was similar between genotypes, but cellulose synthase gene expression patterns were more complex than expected. Lignification was transcriptionally repressed in both genotypes. Oxidative stress was lower in the fiber of *G. barbadense* cv Phytogen 800 as compared to *G. hirsutum* cv Deltapine 90. Correspondingly, the *G. barbadense* cultivar had enhanced capacity for management of reactive oxygen species during its prolonged elongation period, as indicated by a 138-fold increase in ascorbate concentration at 28 DPA.

**Conclusions:**

The parallel data on deep-sequencing transcriptomics and non-targeted metabolomics for two genotypes of single-celled cotton fiber showed that a discrete developmental stage of transitional cell wall remodeling occurs before secondary wall cellulose synthesis begins. The data showed how lignification can be transcriptionally repressed during secondary cell wall synthesis, and they implicated enhanced capacity to manage reactive oxygen species through the ascorbate-glutathione cycle as a positive contributor to fiber length.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1708-9) contains supplementary material, which is available to authorized users.

## Background

Cotton fibers are single cells that elongate from the epidermis of the cotton ovule beginning near the day of anthesis. Cotton fiber morphogenesis includes initiation, elongation via primary cell wall synthesis, transitional cell wall remodeling, secondary cell wall (SCW) synthesis, and maturation. The fibers used for yarn and textile manufacturing contain 90 to 95 % cellulose in a secondary wall surrounded by a thin cuticulated primary wall. Cell wall differentiation is a major driver of cotton fiber morphogenesis and the final quality of cotton fiber [1]. The staged development of this single cell offers unprecedented opportunities to use comprehensive transcriptomics and metabolomics to gain insight into the molecular and biochemical regulation of cell elongation, cell wall synthesis, and fiber quality.

To explore the mechanisms regulating cotton fiber morphogenesis and quality, we analyzed two genotypes of modern commercial cotton with higher and lower fiber quality. Specifically, we analyzed a modern cultivar from each of the two allotetraploid (AD genome) species, *Gossypium hirsutum* (*Gh;* AD_1_) and *Gossypium barbadense* (*Gb;* AD_2_). The commercial allotetraploids derived from a single polyploidization event about 1 to 2 million years ago involving two diploid ancestors similar to extant *G. raimondii* (D genome) and *G. arboreum/G. herbaceum* (A genome). Both A and D genome diploid ancestral cottons had seed hairs (cotton fiber), with those in extant wild A genome species most closely resembling AD commercial fiber [2]. Independent natural selection and domestication trajectories from one ancestral allotetraploid led to modern *Gh* and *Gb* cotton, which has superior fiber properties [3, 4]. *Gh* (or ‘Upland’ cotton) is predominantly grown for its high yield in more varied environments, whereas *Gb* (or ‘Pima’ cotton) is grown to provide longer, stronger, and finer fiber for the manufacture of higher quality textiles [5].

Several studies have compared paired accessions of *Gb* and *Gh* fibers to look for the controls of cotton fiber quality. These studies have uncovered differences related to the biosynthesis of flavonoids, lignin-related phenolics, cell wall molecules, and proteins, as well as protein degradation [6–9]. Considered together, these comparisons included variable times between 5 to 34 DPA for fiber from different cultivars and growing conditions, both of which can shift the timing of fiber development and comparative fiber quality. In addition, these prior transcriptomic comparisons were based on 454 sequencing and microarray technology, creating a need for thorough comparative analysis using ultra-deep Illumina sequencing. Limited metabolite comparisons had been done before, showing higher concentrations of flavonoids including naringenin and dihydrokaempherol in 5 and 10 DPA *Gh* fiber as compared to *Gb* fiber [9].

Here we report transcriptomics based on Illumina deep sequencing and non-targeted metabolomics on the same fiber samples of two genotypes at 10, 15, 18, 21, and 28 DPA. The cultivars analyzed here were *Gh* cv Deltapine 90 and *Gb* cv Phytogen 800. They exhibit the expected fiber quality differences when grown in parallel under controlled growth conditions and have well characterized fiber developmental profiles [10]. Specifically, the fibers of both genotypes had similar: (a) rates of elongation between 10 to 22 DPA; (b) timing of transitional cell wall remodeling (17 to 21 DPA); and (c) timing of the onset (22 DPA) and termination (45 DPA) of SCW thickening. At 28 DPA, SCW cellulose synthesis was ongoing in both fiber genotypes, but late elongation was continuing only in *Gb* fiber. Using this background knowledge, we were able to compare the data from *Gh* and *Gb* fiber at each DPA in a highly similar physiological context while also looking for potential regulators of the sustained elongation of *Gb* fiber. Below, we briefly review the context for the major results.

### Molecular regulation of cell wall synthesis

Cell walls compose our most abundant renewable biomaterials, so the regulation of their synthesis is of general interest. The staged development of single-celled cotton fiber can reveal regulatory mechanisms with less ambiguity than for other cell types that are differentiating within complex tissues. Elongating cotton fiber has typical primary walls [11]. Near the beginning of secondary wall synthesis, a thin ‘winding’ cell wall layer is deposited that contributes substantially to cotton fiber strength [12–14]. Most fiber thickening depends on the synthesis of a SCW composed of 90–95 % cellulose, and this occurs through use of a genetic and biochemical program similar to sclerenchyma cells [15]. As shown by numerous studies, genes encoding cell wall polymer synthases, structural proteins, and regulators are abundant within the cotton fiber transcriptome [6, 8, 16]. Here we focused our comparative analyses on genes encoding: (a) cellulose synthases (CESAs), which support the synthesis of strong cellulose fibrils within both primary and secondary walls [17]; (b) cellulose-synthase-like enzymes, which generate the backbones of diverse cell wall matrix polymers [18]; (c) transcription factors that regulate the onset of SCW synthesis in sclerenchyma cells [19, 20]; and (d) enzymes within the flavonoid and lignin biosynthetic pathways [21, 22].

### Defining the transition between primary and secondary cell wall synthesis

Transitional cell wall layers between the primary and secondary wall are increasingly recognized as important for determining the mechanical properties of cotton fiber and wood [13, 14, 23]. A ‘transition stage’ occurs at the onset of cotton fiber secondary wall synthesis, as reviewed previously [1]. Metabolic and cellular changes at this time include a transient reduction in fiber respiration rate and lowering of glucose and fructose concentrations [24]. The ‘winding’ cell wall layer is deposited with a polymer composition similar to the primary wall. This thin transitional layer is synthesized while the content of crystalline cellulose in the fiber cell wall increases to about 25 % and both microtubules and cellulose fibrils shift to shallow helical orientations [11, 12]. The cotton fiber middle lamella (CFML), which previously joined the fibers together during earlier elongation, is degraded in parallel with changes in the size and composition of cell wall matrix polysaccharides [10, 11, 25–28].

### Management of reactive oxygen species

Reactive oxygen species (ROS) including singlet oxygen, superoxide, hydrogen peroxide (H_2_O_2_), and hydroxyl radicals are generated as normal byproducts of aerobic respiration and also act as signals in development, defense, and stress responses [29]. ROS have several roles in cotton fiber development. Fiber initiation was increased by exogenous H_2_O_2_ in a fuzzless mutant [30]. Early cotton fiber elongation requires high levels of superoxide [31]. Similarly, adding H_2_O_2_ to 5 DPA cotton ovule cultures stimulated fiber elongation, coincident with the potential for maintaining ROS homeostasis through the increased expression and activity of cytosolic ascorbate peroxidase (APX) [32]. Over-expressing chloroplast-targeted pea *APX* was associated with increased fiber length in one *Gh* cotton line compared to its segregating null line in field experiments, but there was no difference compared to the wild-type line and no rationale provided for an effect on fiber [33]. The transition to SCW synthesis depends on a spike in H_2_O_2_ [34, 35], with potential downstream effects including the dimerization of cellulose synthases [36]. Several transcriptomic studies have implicated ROS management in the improvement of fiber quality during domestication [37–39], and relevant enzymes have been identified through proteomics [40]. For example, certain isoforms of dehydroascorbate reductase (DHAR) and APX were more abundant in domesticated *Gh* with longer fiber compared to its wild progenitor [41].

Despite their developmental roles, prolonged exposure to ROS in high concentrations can damage cells, causing oxidation of lipids and proteins and inducing programmed cell death in extreme cases [29, 42]. Sulfur-containing cysteine or methionine residues are commonly reversibly oxidized, and irreversible carbonyl derivatives of other amino acids can be produced. Either process can change protein conformation and function, along with activation of proteolysis or autophagy to remove damaged proteins [42–44]. Therefore, cells use chemical and enzymatic processes to control ROS concentrations. Common ROS-scavenging chemical reductants include: ascorbate (Vitamin C), glutathione, tocopherol, carotenoids, and phenolic compounds such as flavonoids [29, 45, 46]. The ascorbate-glutathione cycle is a major contributor to enzymatic ROS scavenging in plants [29], and transgenic experiments support similar effects in cotton fiber. Although the mechanism was not completely understood due to targeting of transgenes to the plastid, the fineness (mass per unit length) and bundle strength of *Gh* cotton fiber were increased through over-expression of *APX* or glutathione reductase (*GSR*, also abbreviated *GR*) [33]. Differences in ROS management in *Gh* and *Gb* cotton fibers will be discussed later.

### Overview of the experimental approach and major results

We analyzed two cultivars of *Gb* and *Gh* fiber grown in parallel at 10 and 15 DPA (during rapid primary wall synthesis supporting elongation), 18 and 21 DPA (during transitional cell wall remodeling), and 28 DPA (during SCW cellulose synthesis, plus the last stage of elongation in *Gb* fiber). The metabolome was analyzed in fiber extracts using ion-optimized mass spectrometry and gas chromatography to reveal 206 total compounds, with 205 of them present in the fiber of both genotypes, and no unidentified compounds. For transcriptomic analysis, more than 2 billion high quality, 100-bp, paired-end reads were generated on an Illumina HiSeq2000 and mapped to a reference set derived from D-genome diploid cotton, *G. raimondii* (*Gr*; [47]) and expressed sequence tags from A-genome *G. arboreum* (*Ga*; [48]).

The transcriptomes and metabolomes were compared within the two genotypes across DPA and between genotypes at the same DPA to reach several novel conclusions. Previously, we highlighted how the well-characterized fiber development profiles in the two cultivars analyzed here allow us to meaningfully interpret the data. Major conclusions include: defining a discrete stage of transitional cell wall remodeling; showing how cotton fiber has modified an ancient transcription factor network regulating SCW synthesis to repress lignification; and providing a biochemical pathway perspective on ROS management in cotton fiber that reveals differences leading to less oxidative stress in a longer form of cotton fiber. This difference in ROS management, along with sustained transcription of elongation-associated genes, correlated with the prolonged elongation period of *Gb* cv Phytogen 800 fiber as compared to *Gh* cv Deltapine 90 fiber. Collectively, the data provide clues about future testable strategies for increasing fiber length in short-fibered *Gossypium* genotypes. We reanalyzed the microarray data from another pair of *Gh* and *Gb* cultivars [7], finding consistency with our data. Nonetheless, in this paper we use the abbreviations *Gh* and *Gb* for the concise indication of the genotypes studied without implying any generalization of the results to other accessions in the two species. We anticipate that the data will stimulate further tests of these findings in cotton diversity panels and through various biotechnology and breeding strategies.

## Results and discussion

### Overall transcriptomic and metabolic outcomes

Illumina sequencing of the transcriptomes of 10, 15, 18, 21, and 28 DPA *Gh* and *Gb* fiber yielded 2,015,378,704 high quality, multiplexed, 100-bp, paired end reads with quality scores ≥ 33 (deposited at NCBI Sequence Read Archive (SRA); study project number SRP049330). 

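The libraries came from fiber of the *Gb* and *Gh* cultivars at 10, 15, 18, 21 and 28 DPA, with 3 libraries for each genotype and DPA, each from a separate pool of fiber. The 3 pools of a group carry numbers that do not pair them with the pools of another group. The deposited tables give each of the 30 libraries' values in RPKM for 41556 transcripts, of which 39460 belong to the *Gr* reference set and 2096 (5.0 %) are contigs of *Ga*. The authors aligned the reads to this joint reference, counted them per transcript and divided by transcript length and mapped reads. Each of the transcripts reaches a mean of 2 RPKM in at least 1 of the 10 groups. Homeologous copies of a gene from the A and D genomes fall on 1 reference transcript, and alternative transcripts of 1 locus (9043 of 19816 loci had more than 1) can share reads. The tables give no read counts, so the depth behind a value is unknown. Expression changes were tested with limma on log2(RPKM + 1), with all libraries in 1 fit of 10 group means, and a transcript was called higher or lower at an adjusted p of at most 0.001 and a change of at least 1 on this log2 scale. The libraries of 1 DPA shared a sequencing lane, with both genotypes on each lane, so a lane difference cannot be told apart from a difference between DPA, while comparisons of genotypes on 1 DPA lie within lanes. Values are given as the mean RPKM ± SD of 3 libraries, and log2 changes with the standard error (SE) from limma. The SE and p of a transcript rest on 1 spread shared by all 10 groups. Where the groups compared vary more than the others, as *Gb* does at 18 DPA, both come out too small. Differences between the genotypes are *Gb* minus *Gh*.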

Nearly all (98 %) of the 77,267 transcripts in the *Gr* genome-scale reference set were detected. Not all of these transcripts are likely to be biologically relevant to cotton fiber development, so we analyzed only 41,566 total unique transcripts from the fiber of both genotypes with reads per kilobase per million reads mapped (RPKM) values ≥ 2. These represented 42 % of the total detected transcripts (Additional files 1 and 2). 

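*FLA9* (Gorai.008G155400.1), which encodes a fasciclin-like arabinogalactan protein, had 4292 ± 633 RPKM in *Gb* and 4835 ± 384 in *Gh* at 18 DPA (SD, n = 3). Other transcripts had values near 0 RPKM in 1 genotype and far higher ones in the other. *AXS2* (Gorai.013G258800.1), a UDP-apiose/UDP-xylose synthase that makes nucleotide sugars for pectin, had 73 ± 1.47 RPKM in *Gb* at 10 DPA and 0.891 ± 0.0924 in *Gh*, a log2 difference of 5.29 (SE 0.07, adjusted p = 1.6e-26). The cytochrome P450 gene *CYP76C4* (Gorai.004G204900.1) had 81.5 ± 2.92 RPKM in *Gh* at 28 DPA and 0.0388 ± 0.0196 in *Gb*, a log2 difference of −6.31 (SE 0.06, adjusted p = 8.4e-29). A mean of at least 2 RPKM on at least 1 DPA was reached by 37927 transcripts in *Gb* (91.3 % of all 41556) and by 38330 in *Gh* (92.2 %). Of these, 34701 reached it in both genotypes (83.5 %), 3226 in *Gb* and not in *Gh*, and 3629 in *Gh* and not in *Gb*.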

The number of transcripts expressed in *Gb* or *Gh* fiber (37,936 or 38,337) was nearly the same.

Fiber metabolites from the same samples were profiled by gas and liquid chromatography followed by mass spectrometry and identified by reference to approximately 3000 standards. All signals could be matched to standards and 205 of 206 total metabolites were identified in the fiber of both genotypes. One dipeptide (gamma-glutamylglutamate) was identified only in *Gb* fiber. Of the 206 total metabolites, 152 were curated in the KEGG database (www.genome.jp/kegg/) (Additional file 3).

Excluding seven broad pathways, between 1–20 metabolites fell into 73 more specific KEGG pathways (Additional file 4). Fifteen pathways (inclusive of 69 metabolites) were overrepresented in cotton fiber based on the number of metabolites in the pathway (Table 1), reflecting a strong demand for energy, amino acids, and carbohydrates. The sugar-related pathway, ‘galactose metabolism’ was populated by 11 metabolites: glucose, glucose-6-phosphate, UDP-glucose, fructose, sucrose, UDP-galactose, galactinol, glycerol, myo-inositol, raffinose, and stachyose. These represent precursors of carbohydrate and cell wall synthesis as well as end products (raffinose and stachyose oligosaccharides). The ‘glutathione metabolism’ pathway related to amino acid metabolism and ROS management was populated by 10 metabolites: glutamate, glycine, reduced and oxidized glutathione, ascorbate, cysteine, putrescine, spermidine, 5-oxoproline, and dehydroascorbate. These key aspects of cotton fiber metabolism will be discussed further below.

**Table 1:** Overrepresented KEGG pathways in cotton fiber implicated by metabolites or enzyme-encoding transcripts. Entries reflect the combined data from *Gh* and *Gb* fiber

Metabolome	Transcriptome
*Alanine, aspartate and glutamate metabolism*	*Alanine, aspartate and glutamate metabolism*
*Aminoacyl-tRNA biosynthesis*	*Aminoacyl-tRNA biosynthesis*
Ascorbate and aldarate metabolism	Carbon fixation in photosynthetic organisms
beta-Alanine metabolism	*Citrate cycle (TCA cycle)*
Butanoate metabolism	Cysteine and methionine metabolism
*Citrate cycle (TCA cycle)*	Flavonoid biosynthesis
Cyanoamino acid metabolism	Glycerolipid metabolism
Galactose metabolism	Glycolysis/Gluconeogenesis
Glutathione metabolism	One carbon pool by folate
Glycine, serine and threonine metabolism	Other glycan degradation
Glyoxylate and dicarboxylate metabolism	*Oxidative phosphorylation*
*Oxidative phosphorylation*	Phenylalanine, tyrosine, tryptophan biosynthesis
Pantothenate and CoA biosynthesis	Phosphatidylinositol signaling system
Taurine and hypotaurine metabolism	Purine metabolism
*Valine, leucine and isoleucine biosynthesis*	Starch and sucrose metabolism
	*Valine, leucine and isoleucine biosynthesis*

*Italics* indicate overrepresented pathways implicated by both metabolites and transcripts. Overrepresentation of pathways (*p* < 0.02, q < 0.09) was determined by Fisher’s exact test followed by Benjamini-Hochberg correction of the *p*-values (see Additional files 4 and 7)

The 41,566 transcripts with RPKM ≥ 2 were analyzed with Blast2GO to identify homologs of 913 unique known enzymes (1E^−10^, Additional file 5), of which 692 mapped to KEGG pathways (Additional file 6). As inferred from transcripts, sixteen pathways were potentially overrepresented (Table 1, Additional file 7), and five of these related to energy and amino acids were also overrepresented in the metabolome: alanine aspartate and glutamate metabolism; aminoacyl-tRNA biosynthesis; citrate (TCA) cycle; oxidative phosphorylation; and valine, leucine, and isoleucine biosynthesis. Other pathways overrepresented by transcripts emphasize the importance of carbohydrates in cotton fiber, as well as pointing to more specific processes such as flavonoid biosynthesis (also potentially related to ROS scavenging), glycerolipid metabolism, and phosphatidylinositol signaling.

### Overview of changes in the transcriptome in 10 to 28 DPA cotton fiber

We analyzed the changes in transcripts across the time-course of fiber development within one genotype and at the same DPA across genotypes (Fig. 1). 

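The acyltransferase gene *DCR* and a vacuolar invertase gene were higher at 10 than at 28 DPA in both genotypes. *DCR* (Gorai.004G117700.1), an acyltransferase of cutin formation, had a mean of 638 RPKM in *Gb* and 528 ± 36 in *Gh* (SD, n = 3). The vacuolar invertase Gorai.008G216800.6, which splits sucrose in the vacuole of growing cells, had 208 ± 8.6 and 253 ± 11.4 RPKM. By 28 DPA *DCR* fell by 6.92 and 7.25 on the log2 scale and the invertase fell by 6.36 and 6.32 in *Gb* and *Gh* (SE 0.16 and 0.12, largest adjusted p = 6.6e-22). In *Gb*, 33829, 31262, 29593, 30909 and 23829 transcripts had a mean of at least 2 RPKM at 10, 15, 18, 21 and 28 DPA, and in *Gh* 33304, 31151, 30925, 31778 and 24293. The transcripts at 10 DPA made up 89.2 % of those expressed on any DPA in *Gb* and 86.9 % in *Gh*, and they came from 15684 and 15408 loci, with each contig counted as 1 locus. The median level of expressed transcripts lay between 5.49 and 5.83 RPKM in all 10 groups. Between 10 and 28 DPA, 12850 transcripts in *Gb* and 12148 in *Gh* dropped below 2 RPKM, and 2850 and 3137 reached it. After median-ratio scaling 30679 transcripts at 10 DPA and 28316 at 28 DPA had a mean of at least 2 RPKM in *Gb* and 30643 and 28599 in *Gh*, so that most of the net loss depends on the scaling.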

Notably, about 88 % of the transcripts were expressed at 10 DPA in *Gh* or *Gb* fiber (33,310 or 33,837 transcripts, respectively), with similar expression levels maintained through 21 DPA. Some of these are alternative transcripts from the same locus, and the 10 DPA unique transcripts are homologous to 14,006 or 14,344 (37–38 %) of the 37,505 protein-coding loci in *Gr* D-genome diploid cotton. 

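*CTL2* and the fasciclin-like genes *FLA11* and *FLA7* rose in both genotypes between 21 and 28 DPA. The chitinase-like gene *CTL2* (Gorai.011G198500.1), whose product acts in cellulose deposition, went from 0.183 ± 0.109 to 5331 ± 117 RPKM in *Gb* and from 1.27 ± 1.14 to 6457 ± 253 in *Gh* (SD, n = 3), which is 12.14 (SE 0.49, adjusted p = 3.8e-17) and 11.58 (SE 0.49, adjusted p = 9.6e-17) on the log2 scale. *FLA11* (Gorai.001G131200.1), a fasciclin-like protein of fiber cell walls, rose by 10.85 to 2181 ± 160 RPKM in *Gb* and by 11.67 to 7820 ± 413 in *Gh*, and *FLA7* (Gorai.004G061700.1) reached 12665 ± 370 and 14160 ± 287 RPKM. The thaumatin-like gene Gorai.009G205200.1 reached 2792 ± 170 and 2395 ± 104 RPKM. Other genes fell at the same time. The expansin gene *EXPA4* (Gorai.001G111100.2) fell from 192 ± 3.45 to 0.343 ± 0.234 RPKM in *Gb* and from 202 ± 21.7 to 0.281 ± 0.0697 in *Gh*, −7.18 (SE 0.15, adjusted p = 1.3e-22) and −7.31 (SE 0.15, adjusted p = 6.4e-23) on the log2 scale. *GPAT3* (Gorai.010G045500.1), a glycerol-3-phosphate acyltransferase, fell by 8.39 and 6.44, and *LTP6* (Gorai.006G235100.1), a lipid transfer protein, fell from 2025 ± 50.5 to 45.4 ± 21.2 RPKM in *Gb* and from 2325 ± 132 to 28.1 ± 3.34 in *Gh*. In the same 28 DPA libraries the 12 transcripts of embryo and seed storage proteins had a median of 15.56 RPKM in *Gb* and 14.9 in *Gh*. The paper describes this step as the shift to mostly secondary wall cellulose synthesis.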

The largest change in gene expression for the fiber of both genotypes occurred between 21 to 28 DPA, representing the shift to predominantly SCW cellulose synthesis. 

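Between 21 and 28 DPA, 2856 transcripts were higher and 9032 lower in *Gb*, and 2516 were higher and 8852 lower in *Gh*. Of these, 1864 rose in both genotypes and 6286 fell in both, against 173 and 1924 that independent draws of the same numbers would share, and 24 moved in opposite directions. Among those that rose in both were *FLA12* (Gorai.013G256000.1), with 868 ± 25.1 RPKM in *Gb* and 1292 ± 22.6 in *Gh* at 28 DPA (SD, n = 3), the glycosyltransferase gene *GUT1* (Gorai.005G197500.1) of xylan synthesis, with 910 ± 68.5 and 1005 ± 39.4, and the COBRA-like gene *COBL4* (Gorai.004G063600.1), with 326 ± 18 and 1011 ± 18.3. Among those that fell in both were the phytocystatin gene *CYS2* (Gorai.005G022500.1), from 332 ± 28.6 and 313 ± 25 RPKM to 4.31 ± 1.82 and 4.59 ± 1, and the ketoacyl-CoA synthase gene *KCS19* (Gorai.011G249200.1) of very-long-chain fatty acids, from 130 ± 20.5 and 39.3 ± 15.1 to 0.345 ± 0.0983 and 0.171 ± 0.043. The median change of all transcripts at this step was −0.476 in *Gb* and −0.465 in *Gh* on the log2 scale, so the changes above are to be read against it. After median-ratio scaling of the libraries, which takes this median out, 5124 transcripts were higher and 4633 lower in *Gb*, and 4832 higher and 4842 lower in *Gh*. Of all transcripts, 87.3 % in *Gb* and 86.2 % in *Gh* had no overlap between the 3 libraries of 21 DPA and the 3 of 28 DPA, where chance gives 10 %.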

By reference to 21 DPA, more transcripts were downregulated at 28 DPA (11,395 or 11,588 for *Gh* or *Gb*) than were upregulated (2971 or 3335 for *Gh* or *Gb*). This resulted in 23,834 or 24,297 transcripts expressed in 28 DPA *Gb* or *Gh* fiber (Additional files 1 and 2). 

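*COBL4* (Gorai.004G063600.1), which acts in cellulose orientation, is among the genes that were nearly absent at 10 DPA, with 0.0519 ± 0.04 RPKM in *Gb* and 0.0307 ± 0.00908 in *Gh* (SD, n = 3), and its log2 change to 28 DPA was 8.28 (SE 0.58, adjusted p = 9.7e-13) and 9.94 (SE 0.58, adjusted p = 2.6e-14). The xylan gene *IRX9* (Gorai.006G168500.1) rose from 2 ± 0.174 to 168 ± 12.5 RPKM in *Gb* and from 8.84 ± 0.53 to 215 ± 4.79 in *Gh*. In the other direction, a homolog of *WLIM1* (Gorai.008G297600.1), an actin-binding LIM protein, fell from 81.9 ± 6.38 to 0.819 ± 0.169 RPKM in *Gb* and from 61 ± 6.31 to 1.21 ± 0.209 in *Gh*, −5.51 (SE 0.09, adjusted p = 1.0e-24) and −4.81 (SE 0.09, adjusted p = 7.0e-24) on the log2 scale. At 28 against 10 DPA, 3606 transcripts were higher and 12447 lower in *Gb*, and 3564 higher and 11976 lower in *Gh*. The median log2 change of all transcripts was −0.581 in *Gb* and −0.542 in *Gh*. After median-ratio scaling, 6572 were higher and 6100 lower in *Gb*, and 6654 higher and 6323 lower in *Gh*.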

Comparing 10 and 28 DPA, representing the dominance of primary vs secondary wall synthesis, similarly showed 15,074–15,881 downregulated transcripts at 28 DPA as compared to 4,125–4,149 upregulated transcripts. 

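Most genes of xylan synthesis rose from 21 to 28 DPA. Of 17 loci, 10 rose and 1 fell in *Gb* (median log2 change 1.53), and 11 rose and 1 fell in *Gh* (median 1.26). For the list, camera gave an adjusted p = 4.3e-08 in *Gb* and 1e-08 in *Gh* over 48 lists (adjusted p = 0.15 and 0.13 with an estimated correlation). Of 6 loci of sucrose synthases, which supply UDP-glucose to cellulose synthesis, 4 rose and 0 fell in each genotype (adjusted p = 0.00018 and 0.00014, and 0.067 and 0.055 with an estimated correlation). Gorai.013G222400.2 reached 465 ± 63.6 RPKM in *Gb* and 86.9 ± 21.5 in *Gh* (SD, n = 3). Of 11 loci of chitinase-like and COBRA-like proteins, 6 rose and 3 fell in *Gb* and 5 rose and 3 fell in *Gh* (adjusted p = 0.0035 and 0.027, and 0.15 and 0.28 with an estimated correlation), with *CTL2* Gorai.006G078900.1 at 3919 ± 187 and 4972 ± 243 RPKM. Of 22 fasciclin-like loci, 8 rose and 7 fell in *Gb* and 9 rose and 9 fell in *Gh* (adjusted p = 0.016 and 0.025, and 0.15 and 0.16 with an estimated correlation). Ribosomal protein genes went the other way: of 471 loci, 3 rose and 194 fell in *Gb* and 3 rose and 158 fell in *Gh*, with medians of −0.89 and −0.83 (adjusted p = 2.5e-07 and 3.8e-07, and 0.78 and 0.84 with an estimated correlation). Of 17 expansin loci, 12 fell and 1 rose in *Gb* (adjusted p = 0.087 for the list) and 13 fell and 1 rose in *Gh* (adjusted p = 0.025, and 0.59 with an estimated correlation). After median-ratio scaling the list tests for xylan, sucrose synthases and ribosomal proteins still passed in both genotypes, those for chitinase-like and fasciclin-like proteins did not (adjusted p from 0.22 to 0.52), and that for expansins passed in *Gb* too (adjusted p = 0.00079). In *Gb* 8 of 10 splits of the libraries, the real one included, passed at least as many lists as the real 8. In *Gh* only the real split, 1 of 10, passed as many as its 12. Splits were not counted for single lists. Of the 12 embryo and seed storage transcripts, 10 rose in each genotype at this step, to medians of 15.56 RPKM in *Gb* and 14.9 in *Gh*.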

The GO terms that were overrepresented by the transcripts of both genotypes at 28 DPA compared to 21 DPA include: SCW biogenesis, cellulose microfibril organization, and numerous carbohydrate terms (sucrose, fructose, xylose, mannose, galactose, starch, trehalose). In addition, the overrepresented GO terms reflected the regulation of a major developmental shift: activation of MAPKK activity, negative regulation of ethylene-mediated signaling pathway, and transmembrane receptor protein serine/threonine kinase signaling pathway (Table 2). The homologous *Gr* gene IDs in each GO category can be found in Additional file 8.

**Fig. 1:**
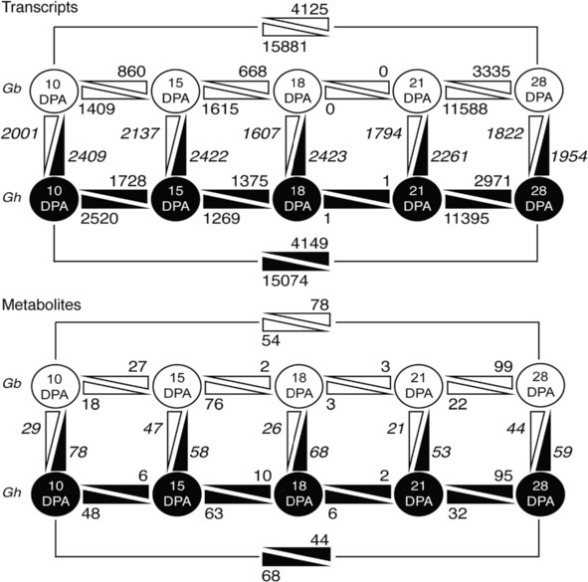
Quantitative changes in the transcriptome and metabolome within and between *Gb* and *Gh* fibers. Upper panel: the numbers of transcripts with at least 2 fold up- or downregulation (q ≤ 0.001). Lower panel: the numbers of metabolites with different concentrations (p ≤ 0.05). Each panel shows data for *Gb* fiber (top, white) and *Gh* fiber (bottom, black). On the horizontal axis, numbers are placed nearest the DPA when that number of transcripts or metabolites was higher. On the vertical axis, italicized numbers are placed nearest the genotype in which the transcripts or metabolites were higher on each DPA. The comparisons at 10 vs 28 DPA are also shown to highlight the contrast between primary and secondary wall synthesis, a comparison that is most distinct for *Gh* fiber that is no longer elongating at 28 DPA

**Table 2:** Overrepresented Gene Ontology biological process terms in 28 DPA vs 21 DPA fiber. Transcripts that had higher expression (fold change ≥2) at 28 vs 21 DPA in both *Gb* and *Gh* fiber were analyzed for over-representation of GO biological process terms (*p* < 0.007, q < 0.05). False discovery rate q-values (FDR) were determined as in Table 1 (see *p*-values in Additional file 8)

GO ID	GO Name	*Gb*-FDR	*Gh*-FDR
GO:0000186	activation of MAPKK activity	1.43E-04	8.60E-05
GO:0010215	cellulose microfibril organization	4.17E-02	3.43E-02
GO:0015996	chlorophyll catabolic process	2.05E-04	5.54E-05
GO:0030206	chondroitin sulfate biosynthetic process	1.06E-05	6.00E-05
GO:0035434	copper ion transmembrane transport	4.01E-05	6.06E-03
GO:0010143	cutin biosynthetic process	8.11E-04	2.30E-05
GO:0006535	cysteine biosynthetic process from serine	2.68E-04	7.06E-05
GO:0006014	D-ribose metabolic process	1.43E-04	1.25E-04
GO:0042732	D-xylose metabolic process	2.25E-03	2.61E-02
GO:0006000	fructose metabolic process	2.82E-03	7.44E-07
GO:0006012	galactose metabolic process	2.49E-05	3.06E-03
GO:0009298	GDP-mannose biosynthetic process	2.23E-02	4.82E-02
GO:0010417	glucuronoxylan biosynthetic process	5.97E-03	2.07E-02
GO:0006424	glutamyl-tRNA aminoacylation	1.67E-03	1.60E-03
GO:0019310	inositol catabolic process	4.01E-05	7.59E-03
GO:0006559	L-phenylalanine catabolic process	2.25E-03	2.02E-03
GO:0007142	male meiosis II	2.07E-02	2.01E-02
GO:0019307	mannose biosynthetic process	5.97E-03	5.70E-03
GO:0009556	microsporogenesis	2.07E-02	4.66E-04
GO:0010105	negative regulation of ethylene mediated signaling pathway	2.06E-02	1.86E-02
GO:0009878	nodule morphogenesis	1.67E-03	1.60E-03
GO:0018106	peptidyl-histidine phosphorylation	8.84E-07	9.75E-05
GO:0009915	phloem sucrose loading	2.07E-02	2.01E-02
GO:0010205	photoinhibition	2.07E-02	2.01E-02
GO:0010043	response to zinc ion	6.40E-05	6.51E-06
GO:0009834	secondary cell wall biogenesis	7.21E-08	5.51E-07
GO:0005982	starch metabolic process	6.95E-07	1.07E-05
GO:0010345	suberin biosynthetic process	2.07E-02	5.70E-03
GO:0005985	sucrose metabolic process	4.88E-10	6.86E-08
GO:0007178	transmembrane receptor protein serine/threonine kinase signaling pathway	8.44E-05	2.37E-05
GO:0005992	trehalose biosynthetic process	4.57E-04	2.16E-04
GO:0006572	tyrosine catabolic process	1.43E-04	1.25E-04

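Transcripts that moved between successive DPA differed widely in the size of their changes. *GPAT3* (Gorai.010G045500.1) rose from 19.9 ± 4.22 to 517 ± 30.9 RPKM in *Gb* and from 7.88 ± 0.822 to 308 ± 27 in *Gh* between 10 and 15 DPA (SD, n = 3), by 4.65 (SE 0.16, adjusted p = 9.5e-17) and 5.12 (SE 0.16, adjusted p = 6.3e-18) on the log2 scale. The tubulin gene *TUB6* (Gorai.004G211800.1), a component of the microtubules that guide wall deposition, rose from 187 ± 32.8 to 1470 ± 581 RPKM in *Gb* and from 801 ± 93.1 to 1920 ± 197 in *Gh* between 15 and 18 DPA (2.89 and 1.26). The ribosomal protein gene *RPS28* (Gorai.002G154400.1) stayed between 662 ± 107 and 895 ± 23.4 RPKM in *Gb*, with no called change between successive DPA. Of the transcripts expressed in a genotype, 34564 of 37927 in *Gb* (91.1 %) and 34839 of 38330 in *Gh* (90.9 %) changed over the 5 DPA at an adjusted p of at most 0.001 in limma's F test. A called change of at least 1 on the log2 scale between successive DPA was found for 12979 in *Gb* (34.2 %) and 13075 in *Gh* (34.1 %). From 10 to 15 DPA 704 transcripts were higher and 1009 lower in *Gb*, and 1394 were higher and 1662 lower in *Gh*. From 15 to 18 DPA 1348 were higher and 1222 lower in *Gb*, and 1378 and 954 in *Gh*. The balance in *Gb* depends on the method, since the authors' deposited tables hold 668 higher and 1615 lower at 2-fold in *Gb*, and 1375 and 1269 in *Gh*. The call of *TUB6* in *Gh* did not hold without the first *Gh* pool of 15 DPA (1.19) or without the second or the third of 18 DPA (1.21 and 1.22).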

Of ~38,000 non-redundant transcripts expressed across all DPA in each fiber genotype, approximately 94 % showed significantly different expression levels on at least one day between 10 to 28 DPA (q ≤0.001), and of these approximately 14 % showed fold change ≥ 2 (Additional files 9 and 10). Six major differential expression patterns were identified by use of Fuzzy C-means clustering [49] (Fig. 2). The color scale indicates the confidence level for cluster membership, with red to magenta indicating ≥ 70 % confidence in cluster assignment. 

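In fuzzy c-means clustering with 6 centres, most loci of secondary wall *CESA* and of xylan synthesis were in 1 pattern in both genotypes, while ribosomal proteins and ketoacyl-CoA synthases were spread over several. Of 6 secondary wall *CESA* loci, 5 were in the pattern that was highest at 28 DPA in *Gb* and 5 in *Gh*, and of 17 loci of xylan synthesis 10 in *Gb* and 13 in *Gh* were in it. Ribosomal proteins were spread over the patterns that were highest at 10 DPA with a second, lower level at 21 DPA (205 of 455 loci in *Gb* and 200 of 459 in *Gh*) and high from 10 to 21 DPA (132 and 137). Of the ketoacyl-CoA synthases, which extend fatty acids for the cuticle and for elongation, 5 of 19 loci in *Gb* and 8 of 20 in *Gh* were in the pattern that was highest at 10 DPA. The patterns held 6308 transcripts in *Gb* and 6915 in *Gh* (highest at 10 DPA), 10150 and 9556 (highest at 10 DPA with a rise at 21 DPA), 8177 and 7673 (high from 10 to 21 DPA), 4566 and 5220 (high from 15 to 21 DPA), 2867 and 3136 (highest at 18 and 28 DPA) and 5859 and 5830 (highest at 28 DPA). The sizes in *Gb* and *Gh* differed by 0.5 % to 12.5 %. Of the 34701 transcripts clustered in both genotypes, 19179 (55.3 %) were in the same pattern in each, where 18.6 % would do so by chance. The number of centres was taken from the paper.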

The similarity of clusters for *Gh* and *Gb* fiber corresponds to many similarities in their fiber developmental programs [10]. The number of genes in each cluster ranged from 2,463 (*Gb* cluster e) to 9,370 (*Gb* cluster b), with only 3–9.6 % difference in the number of *Gh* or *Gb* genes in the paired clusters. The gene expression clusters correspond to known aspects of fiber development as interpreted below by reference to selected GO biological processes or genes overrepresented in both fiber genotypes (Additional file 11).

**Fig. 2:**
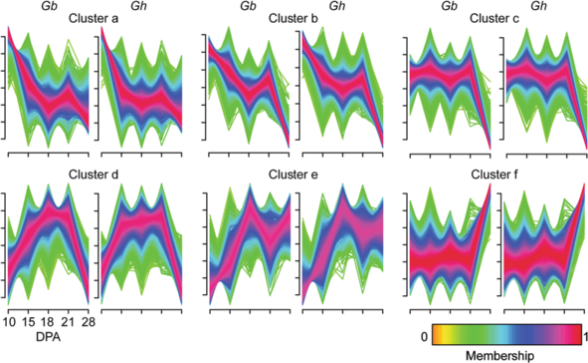
*Gb* and *Gh* fiber showed six similar clusters of gene expression patterns. All transcripts differentially expressed during fiber development (q ≤ 0.001) were clustered. Each x-axis tick corresponds to expression level at 10, 15, 18, 21, or 28 DPA, with RPKM expression values (on the y-axis) standardized to mean = 0 and standard deviation = 1. Transcript patterns in each cluster are color coded by membership value, with higher membership value indicating a higher likelihood that a given transcript belongs in a cluster

Cluster ‘a-transcripts’ includes genes upregulated at 10 DPA near the beginning of high-rate fiber elongation. Reflecting rapid cell growth and related biosynthetic demands, the overrepresented GO terms include: positive regulation of cell size, reductive tricarboxylic acid cycle, pentose phosphate shunt, fatty acid biosynthesis, and numerous terms related to amino acids. Cluster ‘b-transcripts’ includes genes upregulated at 10 DPA with another lower level of upregulation at 21 DPA. Genes in this cluster may be needed to initiate high-rate primary and secondary wall synthesis, and the overrepresented GO terms include: cellulose microfibril organization; carbon utilization; xylem development; ribosome biogenesis, chaperone mediated protein folding, and regulation of translational initiation. Cluster ‘c-transcripts’ includes genes upregulated at 10 to 21 during fiber elongation before the onset of SCW synthesis. The overrepresented GO terms in both genotypes are less informative for this cluster, but shared individual genes reflect the control of fiber elongation by turgor pressure (cotton genes related to Arabidopsis *PIP2* and Gorai.002G002500.1) and expansin proteins (cotton genes related to *AtEXP8* and Gorai.011G128500.2). 

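The aquaporin gene Gorai.002G002500.1, which lets water pass the plasma membrane, lay between 1706 ± 52.4 and 2209 ± 119 RPKM in *Gb* from 10 to 21 DPA and between 2730 ± 144 and 4464 ± 228 in *Gh* (SD, n = 3), and fell to 192 ± 31.5 and 175 ± 4.31 at 28 DPA. The change from 21 to 28 DPA was −3.49 (SE 0.08, adjusted p = 3.1e-22) in *Gb* and −4.43 (SE 0.08, adjusted p = 3.3e-24) in *Gh* on the log2 scale. The expansin gene Gorai.011G128500.2 moved alike, from 1089 ± 35.5 to 105 ± 16.5 RPKM in *Gb* (−3.38) and from 2044 ± 213 to 101 ± 16.6 in *Gh* (−4.34). Both transcripts were in the pattern that was high from 10 to 21 DPA in each genotype. At 15 DPA the aquaporin was higher in *Gh*, with a log2 difference between *Gb* and *Gh* of −1.02 (SE 0.08, adjusted p = 4.1e-11). The differences of the expansin between genotypes, from −0.92 to −0.84 at 10 and 18 DPA, did not reach 2-fold. Over the whole list of 34 aquaporin loci, 12 fell and 3 rose in *Gb* and 12 fell and 6 rose in *Gh* between 21 and 28 DPA, and the list test did not pass (adjusted p = 0.59 and 0.81). The aquaporin's difference at 15 DPA lay at or below the threshold without the first *Gb* pool (−0.98) and without the second or the third *Gh* pool (−0.99 for the third).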

Cluster ‘d-transcripts’ includes genes upregulated at 15 to 21 DPA during the initiation and maintenance of transitional cell wall remodeling. The overrepresented GO terms include: detection of ethylene-mediated signaling; cell wall macromolecule catabolic process; (1-3)-beta-D-glucan biosynthetic process; and ROS-related terms. Cluster ‘e-transcripts’ includes genes upregulated at 18 to 28 DPA with slightly lower expression at 21 DPA, during synthesis of the winding layer and the cellulose-rich SCW. The overrepresented GO terms include: early endosome to late endosome transport and protein stabilization, both of which may relate to the transport and function of cell wall biosynthetic enzymes. Cluster ‘f-transcripts’ includes genes upregulated at 28 DPA, and the overrepresented GO terms include: SCW biogenesis, cellulose microfibril organization, and terms related to sucrose, glucan biosynthesis, and vesicle trafficking.

### Differences in the transcriptome between *Gh* and *Gb* fibers

A total of 20,830 transcripts were differentially expressed (fold change ≥ 2) between *Gh* and *Gb* fiber, with approximately 2,000 transcripts showing changed expression at any one DPA as compared to the other genotype (Fig. 1, Additional files 12 and 13). Among these, there were 4,551 or 5,252 non-redundant differentially expressed transcripts in *Gb* or *Gh* fiber, and most of these were uniquely found in one fiber genotype. 

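Several transcripts stood far apart between the genotypes on most DPA. *GER3* (Gorai.009G035500.1), a germin-like protein of the cell wall, had 563 ± 11.7 RPKM in *Gb* and 13.3 ± 1.47 in *Gh* at 21 DPA (SD, n = 3), a log2 difference of 5.31 (SE 0.11, adjusted p = 9.2e-23), and the co-chaperone gene *BAG6* (Gorai.004G153900.1) had 90.9 ± 4.6 and 1.51 ± 0.186 RPKM at 28 DPA (5.19 [SE 0.16, adjusted p = 8.7e-19]). On the side of *Gh*, *SCP2* (Gorai.002G132400.1), a sterol carrier protein, had 63.9 ± 4.17 RPKM against 0.0358 ± 0.0223 in *Gb* at 18 DPA (−5.97 [SE 0.13, adjusted p = 8.2e-22]), and the molybdate transporter gene *MOT1* (Gorai.010G054200.1) had 355 ± 5.92 against 31.6 ± 16.1 RPKM at 28 DPA (−3.55 [SE 0.26, adjusted p = 1.3e-11]). At 10, 15, 18, 21 and 28 DPA, 1296, 1557, 1247, 1300 and 1350 transcripts were higher in *Gb*, and 1537, 1812, 1788, 1847 and 1432 were higher in *Gh*. These are 15166 calls over the 5 DPA and 6768 different transcripts, of which 3160 were higher in *Gb* on at least 1 DPA, 3683 were higher in *Gh*, and 75 were higher in *Gb* on 1 DPA and in *Gh* on another. On all 5 DPA, 240 were higher in *Gb* and 360 in *Gh*, and 3035 were called on 1 DPA. Of all transcripts, 59.4 % to 74.3 % per DPA had no overlap between the 3 libraries of each genotype, where chance gives 10 %. Reads of both genotypes were aligned to the same *Gr* and A-genome reference, so sequence differences between the genotypes enter these values.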

The transcripts with higher expression in *Gb* fiber mapped to 25 overrepresented GO terms (q ≤ 0.01), including 6 terms associated with protein biosynthesis. In contrast, the transcripts with higher expression in *Gh* fiber mapped to 30 overrepresented GO terms, with 7 terms associated with biotic and abiotic stress responses (Table 3). 

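Ribosomal protein genes passed as higher in *Gb* as a list on each DPA with camera's preset correlation, and on no DPA with an estimated one. Of 471 loci, 15, 28, 14, 17 and 22 were called higher in *Gb* at 10, 15, 18, 21 and 28 DPA and 11, 12, 15, 14 and 13 lower, with a median log2 difference of the loci between 0.24 and 0.36. The largest adjusted p of the list over the 5 DPA was 1.5e-05 and the smallest 3.5e-08, and with an estimated correlation the adjusted p was 0.92, 0.99, 0.74, 0.75 and 0.97. Over all lists, 4, 5, 5, 6 and 10 of 10 splits of the libraries passed at least as many lists as the real split at these DPA. These counts include the real split. *RPS28* had 850 ± 21.8 RPKM in *Gb* and 563 ± 17.6 in *Gh* at 21 DPA (SD, n = 3; log2 difference 0.59), which did not reach 2-fold. In contrast, a pair of loci for *RPS5B* had values near 0 RPKM in *Gb*: Gorai.005G034200.1 had 39.4 ± 0.459 RPKM in *Gh* and 0.301 ± 0.0448 in *Gb* at 10 DPA, a log2 difference of −4.96 (SE 0.05, adjusted p = 4.3e-28), and Gorai.009G396400.1 had 29.3 ± 2.21 and 0.0308 ± 0.0131. Sequence differences from the reference enter such values, so they do not show that a transcript is absent.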

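Genes of heat shock proteins and chaperones were higher in *Gb* more often than in *Gh* at 18 and 21 DPA, when 20 and 19 of 234 loci were called higher in *Gb* and 2 and 5 lower. The list passed on these DPA (adjusted p = 0.02 and 0.0097, and 0.74 and 0.75 with an estimated correlation) and not at 10, 15 and 28 DPA (adjusted p = 0.08, 0.33 and 0.94). Single members went both ways. *HSP90.1* (Gorai.004G138600.1), a chaperone induced by heat, was higher in *Gh* on every DPA, with 36.4 ± 12.2 RPKM against 2.74 ± 0.507 in *Gb* at 15 DPA (SD, n = 3; log2 difference −3.28 [SE 0.24, adjusted p = 1.8e-11]). *HSC70-1* Gorai.007G375600.3 was higher in *Gb* at 18 DPA, with 681 ± 29.7 against 336 ± 16.5 RPKM (1.02 [SE 0.07, adjusted p = 1.6e-12]), and at 28 DPA (1.54 [SE 0.07, adjusted p = 3.7e-16]). Of 31 peroxidase loci, 2, 5, 1, 3 and 2 were higher and 3, 5, 6, 5 and 2 lower in *Gb* at 10, 15, 18, 21 and 28 DPA, and of 23 WRKY factors, which regulate defense responses, 2, 2, 4, 2 and 2 were higher and 2, 1, 2, 5 and 0 lower. Neither of these lists passed on any DPA (smallest adjusted p = 0.23 and 0.22). Histone loci were lower in *Gb* as a list at 21 DPA, with 5 of 69 called lower and 1 higher (adjusted p = 0.0095, and 0.77 with an estimated correlation), and not at 10, 15, 18 and 28 DPA (adjusted p = 0.32, 0.51, 0.16 and 0.94), with 3 higher and 1 lower at 10 DPA. Without the third *Gb* pool of 18 DPA the list of heat shock proteins did not pass at 18 DPA (adjusted p = 0.055), and without it or the second *Gh* pool the difference of *HSC70-1* was 0.99.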

The homologous *Gr* gene IDs in each GO category can be found in Additional file 14. The biological context of selected differences between genotypes will be discussed further below.

**Table 3:** Overrepresented Gene Ontology biological process terms in *Gb* or *Gh* fiber. Transcripts that had higher expression (fold change ≥2) on at least one DPA in the cross genotype comparison were analyzed for over-representation of GO biological process terms (*p* < 0.006, q < 0.05). FDR q-values were determined as in Table 1 (see *p*-values in Additional file 14)

Up in *Gb* fiber			Up in *Gh* fiber		
GO ID	GO Name	FDR	GO ID	GO Name	FDR
GO:0042254	ribosome biogenesis	1.15E-09	GO:0015996	chlorophyll catabolic process	3.92E-06
GO:0042026	protein refolding	3.28E-05	GO:0010150	leaf senescence	3.92E-06
GO:0010143	cutin biosynthetic process	2.11E-04	GO:0019745	pentacyclic triterpenoid biosynthetic process	3.92E-06
GO:0006730	one-carbon metabolic process	2.01E-03	GO:0006090	pyruvate metabolic process	1.02E-05
GO:0006821	chloride transport	2.81E-03	GO:0009414	response to water deprivation	2.89E-05
GO:0006448	regulation of translational elongation	9.92E-03	GO:0006013	mannose metabolic process	1.23E-04
GO:0006536	glutamate metabolic process	1.00E-02	GO:0006094	gluconeogenesis	1.78E-04
GO:0009637	response to blue light	1.60E-02	GO:0006096	glycolysis	2.07E-04
GO:0015808	L-alanine transport	1.63E-02	GO:0006000	fructose metabolic process	3.34E-04
GO:0050732	negative regulation of peptidyl-tyrosine phosphorylation	1.63E-02	GO:0009651	response to salt stress	4.62E-04
GO:0051085	chaperone mediated protein folding requiring cofactor	1.63E-02	GO:0010193	response to ozone	1.11E-03
GO:0048640	negative regulation of developmental growth	1.63E-02	GO:0016556	mRNA modification	1.27E-03
GO:0072521	purine-containing compound metabolic process	2.76E-02	GO:0009965	leaf morphogenesis	1.34E-03
GO:0006639	acylglycerol metabolic process	2.76E-02	GO:0010363	regulation of plant-type hypersensitive response	1.97E-03
GO:0051302	regulation of cell division	2.76E-02	GO:0052542	defense response by callose deposition	2.47E-03
GO:0006909	phagocytosis	2.76E-02	GO:0030048	actin filament-based movement	2.47E-03
GO:0046653	tetrahydrofolate metabolic process	2.76E-02	GO:0009834	secondary cell wall biogenesis	2.47E-03
GO:0006123	mitochondrial electron transport, cytochrome c to oxygen	2.76E-02	GO:0019643	reductive tricarboxylic acid cycle	3.29E-03
GO:0006497	protein lipidation	4.45E-02	GO:0010167	response to nitrate	4.00E-03
GO:0009220	pyrimidine ribonucleotide biosynthetic process	4.50E-02	GO:0000165	MAPK cascade	5.62E-03
GO:0015865	purine nucleotide transport	4.50E-02	GO:0045492	xylan biosynthetic process	6.01E-03
GO:0015721	bile acid and bile salt transport	4.50E-02	GO:0010413	glucuronoxylan metabolic process	6.01E-03
GO:0015701	bicarbonate transport	4.50E-02	GO:0050832	defense response to fungus	6.46E-03
GO:0009116	nucleoside metabolic process	4.59E-02	GO:0051567	histone H3-K9 methylation	6.99E-03
GO:0008033	tRNA processing	4.74E-02	GO:0071805	potassium ion transmembrane transport	6.99E-03
			GO:0043068	positive regulation of programmed cell death	6.99E-03
			GO:0010200	response to chitin	8.09E-03
			GO:0000910	cytokinesis	9.02E-03
			GO:0019344	cysteine biosynthetic process	9.46E-03
			GO:0007030	Golgi organization	1.03E-02

### Overview of changes in the metabolome of 10 to 28 DPA cotton fiber

The metabolites are definitive indicators of cellular activity, whereas transcripts may not be translated. Therefore, we compared metabolite concentrations across the time-course of fiber development within one genotype and at the same DPA across genotypes (Fig. 1). Of 206 total metabolites, 194 or 201 were present in 10 DPA *Gb* or *Gh* fiber, with similar numbers detected at all other DPA. The 20 occurrences of the highest concentration metabolites in *Gb* or *Gh* fiber are shown in Additional file 15, and these will be discussed below in their biological context.

In *Gh* or *Gb* fiber, 44 or 45 metabolites did not show a significant change between 10 to 28 DPA. Of these, 18 were unchanged in both genotypes, including several sugars and sugar derivatives (such as xylitol, sucrose, mannose-6-phosphate, and UDP-glucose) that relate to the importance of turgor pressure and polysaccharide synthesis for cotton fiber morphogenesis.

A total of 161 or 162 metabolites (approximately 78 % of total metabolites) had significantly different concentrations across DPA in *Gb* or *Gh* fiber (p ≤ 0.05); (Additional file 3). The greatest metabolic change occurred between 21 to 28 DPA in both genotypes, in contrast to the decrease in transcriptional complexity in the same interval. Compared to 21 DPA, 99 or 95 different metabolites were more concentrated in *Gb* or *Gh* fiber at 28 DPA (or 73 or 62 metabolites, excluding dipeptides) (Fig. 1). Metabolites with higher concentration at 28 DPA accounted for most of the >10-fold changes across DPA (Additional file 15). In *Gb* fiber, 21 different metabolites showed 10 to 126-fold concentration increases as fiber development progressed, and 20 of 21 cases reflected higher concentrations at 28 DPA as compared to 10 or 21 DPA. Similarly, *Gh* fiber had 15 different metabolites with 10 to 72-fold concentration increases across DPA, and 13 of 15 cases reflected the same developmental contrasts. Nine metabolites with ≥10-fold concentration differences across DPA were held in common between *Gh* and *Gb* fiber: adenosine-, cytosine-, guanosine-, or uridine-2’,3’-cyclic monophosphate; linoleamide; methyl-beta-glucopyranoside; fucosterol; phytosphingosine; and raffinose, and these are discussed in the context of metabolite clusters below.

Fuzzy C-means clustering revealed four major patterns of change in metabolite concentrations, with only three clusters being similar between genotypes (Fig. 3). Below we interpret the metabolite clusters by reference to metabolites with >10-fold concentration changes across DPA in both *Gh* and *Gb* fiber. Cluster ‘a-metabolites’ have higher concentration at 10 to 15 DPA with similar lower concentrations observed in both genotypes at 18 to 28 DPA. This cluster contains fucosterol (3β-Hydroxy-5,24(28)-stigmastadiene, Additional file 16). Phytosterols help to structure plasma membrane lipid domains that contain sphingolipids, which are derived from precursor phytosphingosine (4-D-Hydroxysphinganine) [50]. Phytosphingosine was in the ‘a’ or ‘c’ metabolite clusters in *Gb* or *Gh* fiber, but, like fucosterol, it occurred in high concentration at 10 DPA in both genotypes. Possibly, fucosterol and phytosphingosine are related to the organization of the plasma membrane to support high-rate elongation. The overall dissimilar Cluster ‘b-metabolites’ (*Gb*) and Cluster ‘c-metabolites’ (*Gh*) each contained linoleamide, with high concentration at 15 DPA in both genotypes. Linoleamide is derived from linoleic (18:2) fatty acid and modulates calcium levels in animal cells [51]. These two clusters (with 30 or 35 metabolites in *Gb* or *Gh* fiber) share the feature of lower metabolite concentrations at 28 DPA. About half of the molecules are held in common, including many fatty acids that could relate to building plasma membranes to support elongation. However one-third of the metabolites in *Gb* Cluster ‘b-metabolites’ have peak concentrations at 15 DPA, with potential functional consequences still to be determined. Cluster ‘d-metabolites’ are low at 18 to 21 DPA during transitional cell wall remodeling, but none showed >10-fold change across DPA in both genotypes. The biological context of this cluster will be discussed below as part of defining the transition stage. Cluster ‘e-metabolites’ have highest concentrations at 28 DPA in both genotypes and include: methyl-beta-glucopyranoside, raffinose, and the four nucleotide-2’,3’-cyclic monophosphates. The synthesis of methyl-beta-glucopyranoside may serve to detoxify methanol arising from pectin methylesterase activity during SCW synthesis [25, 52–54]. Raffinose is a sucrose-derived oligosaccharide that can act as an antioxidant to protect against oxidative stress, as well as exerting other protective effects [55]; see further discussion on ROS management below. The nucleotide-2’,3’-cyclic monophosphates are intermediate products of RNase activity that may signify increased nuclease activity in the initial stages of fiber cell death [56].

**Fig. 3:**
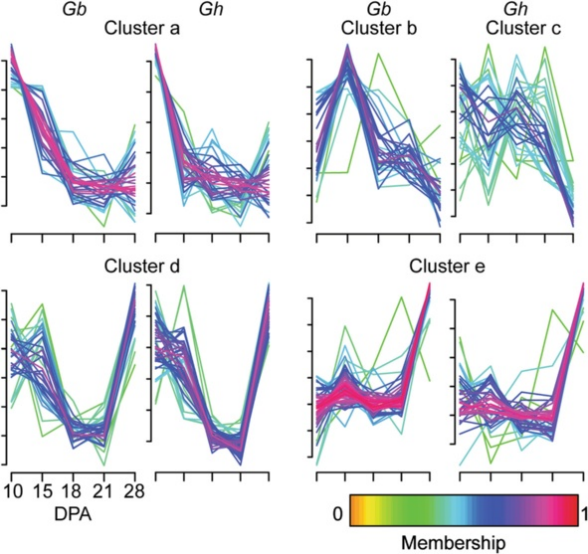
Four clusters of *Gb* and *Gh* fiber metabolites included three that were similar between genotypes. Metabolites with changes in concentration during fiber development (*p* ≤ 0.05) were clustered. The x-axis is as defined for Fig. 2. The y-axis is the scaled imputed mean value of metabolite concentration standardized to mean = 0 and standard deviation = 1. Color coding is as described in Fig. 2

### Differences in the metabolome between *Gh* and *Gb* fibers

The difference in metabolite concentrations between *Gh* and *Gb* fiber was also determined at each DPA analyzed. *Gh* fiber had 105 metabolites with higher concentration than in *Gb* fiber, whereas 70 metabolites were more concentrated in *Gb* fiber (Additional file 3). Both genotypes differentially accumulated carbohydrates and amino acids, including ones associated with the metabolism of glutathione and the cellular control of redox homeostasis [46]. *Gh* fiber had 32 more dipeptides than *Gb* (see further discussion below). *Gb* fibers had higher levels of lipids, including three additional oxylipins that derive from the oxidation of linoleic or linolenic acid and participate in plant stress signaling [42, 57, 58]. *Gb* also had higher levels of six flavonoids (leucocyanidin, naringenin-7-O-glucoside, catechin, epicatechin, gallocatechin and epigallocatechin), whereas *Gh* fiber had higher levels of three other flavonoids (dihydromyricetin, dihydrokaempferol, and kaempferol 3-O-betaglucoside). These flavonoids may be acting as antioxidants or playing a role in modulating auxin signaling [59].

On each DPA, *Gh* fiber had 53–78 metabolites with higher concentration than *Gb* fiber, whereas *Gb* fiber had 21–47 higher concentration metabolites as compared to *Gh* fiber (Fig. 1). There were 23–33 dipeptides that were more highly concentrated on each DPA in *Gh* fiber, with only glycyltryptophan having higher concentration in *Gb* fiber (Additional file 3). The list of metabolites with greatest concentration difference (≥8-fold) in *Gh* as compared to *Gb* fiber showed 12 of 25 cases occurring at 10 DPA, with the list dominated by dipeptides (Table 4). Here, the ≥8-fold threshold was chosen to focus the discussion, and one metabolite is sometimes listed on multiple DPA. More dipeptides in *Gh* fiber contrasted with higher total protein content in *Gb* fibers throughout fiber development (Fig. 4). Overall the data support more active protein turnover in *Gh* fiber. The list of metabolites with ≥8-fold difference in *Gb* as compared to *Gh* fiber was dominated (13 of 20 cases) by antioxidants (including flavonoids, glutathione and ascorbate) at diverse DPA, although 7 of 20 cases occur at 28 DPA (Table 4). The section on ROS management contains additional related discussion.

**Table 4:** Occurrences of ≥ 8-fold metabolite concentration differences between *Gb* and *Gh* fiber. Concentration differences were calculated from data in Additional file 3, which contains the *p*-values. FDR q-values were determined as in Table 1

	Higher concentration in *Gb* fiber					Higher concentration in *Gh* fiber		
DPA^a^	Biochemical	Fold- change	FDR		DPA^a^	Biochemical	Fold-change	FDR
28 DPA	ascorbate	138.27	0.00		10 DPA	serylleucine	38.82	0.00
15 DPA	leucocyanidin	79.89	0.00		10 DPA	dihydrokaempferol	17.02	0.00
21 DPA	ascorbate	50.36	0.04		10 DPA	N-acetylmethionine	16.11	0.00
18 DPA	ascorbate	46.12	0.02		10 DPA	adenosine	12.53	0.00
15 DPA	catechin	30.18	0.00		10 DPA	valylisoleucine	11.81	0.00
10 DPA	gallocatechin	23.37	0.00		10 DPA	histidylleucine	11.53	0.00
10 DPA	glutamate	23.27	0.00		10 DPA	leucylglutamate	11.44	0.00
28 DPA	adenosine 5’-diphosphate (ADP)	22.51	0.00		10 DPA	lysylleucine	11.12	0.00
28 DPA	leucocyanidin	17.02	0.00		10 DPA	threonylleucine	11.10	0.00
10 DPA	leucocyanidin	13.84	0.01		18 DPA	phenethylamine^b^	11.07	0.00
28 DPA	catechin	12.80	0.00		21 DPA	phenethylamine^b^	10.86	0.00
18 DPA	glutathione, reduced (GSH)	12.61	0.00		10 DPA	alanylleucine	10.59	0.00
28 DPA	gallocatechin	12.49	0.00		10 DPA	sucrose	9.27	0.00
15 DPA	gallocatechin	11.40	0.00		10 DPA	serylphenyalanine	9.25	0.00
15 DPA	epicatechin	11.26	0.00		10 DPA	alanylvaline	9.23	0.00
28 DPA	stachyose	10.83	0.00		10 DPA	alanylphenylalanine	8.86	0.00
10 DPA	caffeate	9.31	0.00		15 DPA	histidylleucine	8.85	0.00
21 DPA	glutamate	9.07	0.03		18 DPA	thymidine	8.69	0.00
18 DPA	glutamate	8.83	0.00		10 DPA	glycylleucine	8.61	0.00
28 DPA	glucarate	8.51	0.00		10 DPA	valylleucine	8.60	0.00
					15 DPA	alanylisoleucine	8.38	0.00
					15 DPA	alanylvaline	8.20	0.00
					18 DPA	adenosine	8.19	0.00
					10 DPA	inosine	8.15	0.00
					10 DPA	aspartylleucine	8.00	0.00

^a^DPA at which the high fold change relative to the other fiber genotype was observed; ^b^isobar with 1-phenylethanamine

**Fig. 4:**
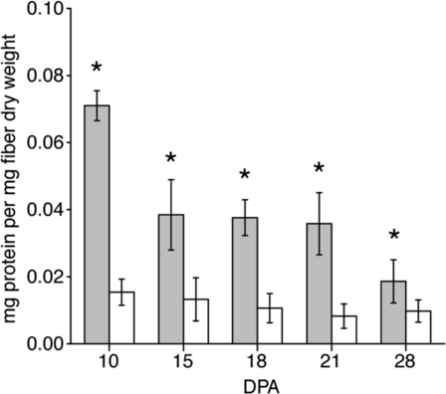
Total protein content in 10 to 28 DPA *Gh* and *Gb* fiber. Total protein was determined by Bradford assay and normalized to the dry weight of *Gb* (grey bars) and *Gh* (white bars) fiber. Mean values ± SD derive from 5 biological replicates at each DPA. Asterisks indicate a significant difference (p ≤ 0.017) between genotypes at each DPA as determined by t-test

### Transitional cell wall remodeling is a distinct developmental stage

The data show that transitional cell wall remodeling is a distinct phase of fiber development that remains relatively stable at both the transcriptional and biochemical level for four days (between 18 to 21 DPA) under these experimental conditions. 

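*FLA17*, which rose between 15 and 18 DPA in both genotypes, was lower again at 21 DPA. *FLA17* (Gorai.013G003200.1), a fasciclin-like protein, went from 0.27 ± 0.0478 to 45.1 ± 38 and 1.71 ± 1.81 RPKM in *Gb* at 15, 18 and 21 DPA and from 0.351 ± 0.0571 to 73.7 ± 23.3 and 3.78 ± 4.43 in *Gh* (SD, n = 3). Its change from 18 to 21 DPA was −3.73 (SE 0.58, adjusted p = 4.0e-05) in *Gb* and −4.30 (SE 0.58, adjusted p = 1.5e-05) in *Gh* on the log2 scale. The lipid transfer protein gene Gorai.005G043900.1 was at 407 ± 253 RPKM in *Gb* at 18 DPA and at 55.4 ± 44.4 at 21 DPA (−2.86 [SE 0.53, adjusted p = 2.4e-04]). *KCS19*, which fell between 15 and 18 DPA, rose again by 21 DPA (1.47 [SE 0.25, adjusted p = 9.0e-05] in *Gb* and 1.69 [SE 0.25, adjusted p = 3.8e-05] in *Gh*). Between 18 and 21 DPA, 444 transcripts were higher and 598 lower in *Gb*, and 197 higher and 506 lower in *Gh*. The median log2 change of all transcripts was above 0 (0.073 in *Gb* and 0.048 in *Gh*), against the balance of these calls. With the libraries of only these 2 groups in the limma fit, 0 transcripts were called in either genotype, with 17468 and 15476 at an unadjusted p under 0.05, and a SAM-type permutation test of the same kind as the authors' called 207 in *Gb* and 643 in *Gh*. Without 1 library, 434 to 1758 were called in *Gb*, the most without the third *Gb* pool of 18 DPA, and 269 to 1108 in *Gh*. Without the first or second *Gb* pool of 18 DPA the changes of Gorai.005G043900.1 (−2.41 and −2.65) and *KCS19* Gorai.011G249200.1 (1.22 and 1.30) in *Gb* did not pass. On the first principal component, which carried 60.7 % of the variance, the *Gb* libraries lay between −25.8 and 23.8 at 18 DPA and at −52.1, −38.1 and −61.4 at 21 DPA, and the *Gh* libraries at 9.8, 24.6 and 24.0 and at −33.9, −14.3 and −43.4.

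**Figure D1:**
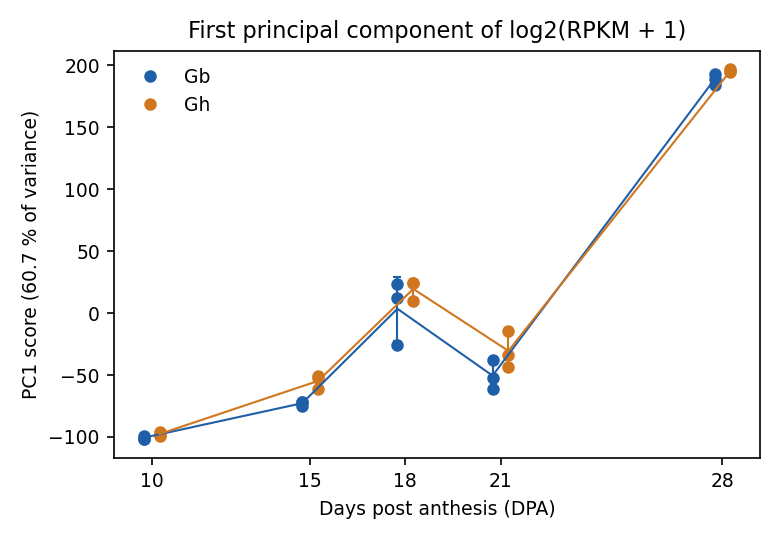
First principal component of log2(RPKM + 1) against DPA, with 1 point per library and lines through the means of *Gb* and *Gh* (error bars, SD of 3 libraries). The component carries 60.7 % of the variance, and in both genotypes all 21 DPA libraries lie below all 18 DPA libraries.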

Only 0 or 2 transcripts and 6 or 8 metabolites changed concentrations between 18 and 21 DPA in *Gb* or *Gh* fiber, in contrast to substantial differences between 15 and 18 DPA and even greater differences between 21 and 28 DPA (Fig. 1). The expression pattern of the gene encoding a small GTPase-family protein (*GhRAC13*) [GenBank S79308.1], which is homologous to Gorai.011G031400.2 and AtRAC2 (At5g45970), confirmed the consistency of these results with known aspects of the transition stage in cotton fiber [60]. In the RNA-Seq data, *GhRAC13* or its ortholog in *Gb* fiber were upregulated between 15 to 21 DPA (Fig. 5a). They were also the most highly expressed RAC homologs at 18 DPA (Additional file 17), consistent with the prior data on *Gh* fiber [34].

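*GhRAC13* (Gorai.011G031400.2), which encodes a small GTPase, was at 5.23 ± 0.417, 26.3 ± 1.2, 99.4 ± 18.9, 50.7 ± 12.1 and 22.7 ± 2.75 RPKM in *Gb* and at 6.51 ± 0.386, 56.9 ± 5.22, 119 ± 6.38, 72.7 ± 21.6 and 21.3 ± 1.24 in *Gh* at 10, 15, 18, 21 and 28 DPA (SD, n = 3). It rose from 10 to 15 DPA by 2.13 (SE 0.16, adjusted p = 7.9e-11) in *Gb* and 2.94 (SE 0.16, adjusted p = 8.5e-14) in *Gh* on the log2 scale, and again from 15 to 18 DPA by 1.86 (SE 0.16, adjusted p = 1.9e-09) and 1.05 (SE 0.16, adjusted p = 7.1e-06). The values at 21 DPA lay lower without passing the test (−0.97 and −0.74), and it fell from 21 to 28 DPA (−1.10 and −1.69). Between the genotypes it was called at 15 DPA, higher in *Gh* (log2 difference −1.08 [SE 0.16, adjusted p = 2.4e-06]). A second *RAC2* homolog, Gorai.010G156700.1, was at 9.24 ± 1.13 RPKM in *Gb* and 7.42 ± 0.309 in *Gh* at 18 DPA. The call in *Gh* from 15 to 18 DPA did not hold without the first *Gh* pool of 15 DPA (0.99), nor that in *Gb* from 21 to 28 DPA without the second *Gb* pool of 21 DPA (−0.94) or after median-ratio scaling (−0.45).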

**Fig. 5:**
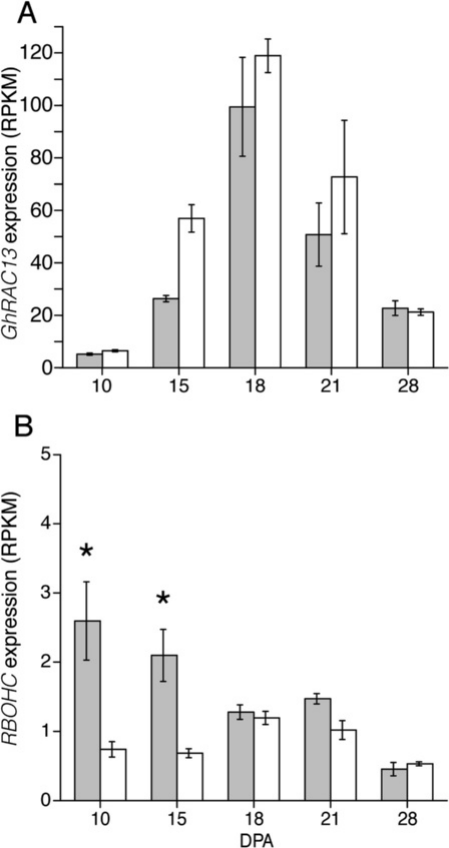
Expression of *GhRAC13* peaks during transitional cell wall remodeling. (**a**) The level of expression of *GhRAC13* (GenBank: S79308.1) is shown for *Gb* (grey bars) and *Gh* (white bars) fiber at 10 to 28 DPA, as derived from the RNA-Seq data. In both fibers, the similar timing of upregulated expression corresponds to the similar timing of the transition stage. (**b**) Expression of an RBOHC homolog (related to Gorai.001G053300.1) that may contribute to the oxidative burst by producing superoxide. Asterisks indicate a significant difference in the cross-genotype comparison (*p* ≤ 1E-4). Error bars are standard deviation

The GhRAC13 protein is thought to regulate the activity of NADPH oxidase, a producer of the H_2_O_2_ signal required to initiate SCW synthesis [60, 61]. Plant Ras/Rho GTPases activate NADPH oxidases, which generate superoxide by transferring electrons from NADPH inside the cell across the membrane and coupling them to molecular oxygen to produce superoxide anion. The superoxide anion is then converted to H_2_O_2_ either spontaneously or by superoxide dismutase [29]. Only one NADPH oxidase transcript had RPKM > 2 (related to Gorai.001G053300 .1). It was more highly expressed in *Gb* at 10 and 15 DPA, but similarly expressed in both genotypes at 18–28 DPA including lower expression after the transition stage (Fig. 5b). This transcript is homologous to RBOHC/RHD2 (E-value = 0, Additional file 17) with a role in Arabidopsis root hair elongation [62]. 

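The *RBOHC* homolog Gorai.001G053300.1 was at 2.59 ± 0.567 RPKM in *Gb* and 0.739 ± 0.112 in *Gh* at 10 DPA (SD, n = 3), a log2 difference of 1.04 (SE 0.09, adjusted p = 4.2e-10). At 15 DPA it was at 2.1 ± 0.375 and 0.683 ± 0.0653 RPKM, with a log2 difference of 0.87 (SE 0.09, adjusted p = 7.4e-09), which is below 2-fold on the log2(RPKM + 1) scale. At 18, 21 and 28 DPA the log2 differences were 0.05, 0.29 and −0.08. From 21 to 28 DPA its values went from 1.47 to 0.452 ± 0.0968 in *Gb* and from 1.02 to 0.53 ± 0.0285 in *Gh*, neither of which reached 2-fold on that scale. The difference at 10 DPA was 0.92 without the third *Gb* pool and 0.94 after median-ratio scaling, below the threshold.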

The activity of NADPH oxidase is influenced by post-translational modifications and calcium [63], which may help to explain its somewhat divergent expression pattern between the genotypes as contrasted with the highly similar *RAC13* expression pattern. The expression of other transcripts potentially involved in the oxidative burst was generally similar between genotypes, except for one additional Arabidopsis *RAC2* homolog that was expressed in *Gh* but not *Gb* fiber (related to Gorai.010G242900.1) (Additional file 18).

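Gorai.010G242900.1, a homolog of *RAC2*, stayed at or below 0.169 ± 0.0282 RPKM in *Gb*, while in *Gh* it was at 11.3 ± 0.957, 3.09 ± 3.09 and 5.03 ± 0.932 RPKM at 18, 21 and 28 DPA (SD, n = 3). The log2 differences between *Gb* and *Gh* were −3.39 (SE 0.25, adjusted p = 2.1e-11), −1.65 and −2.54 on these DPA. It rose in *Gh* between 15 and 18 DPA, by 2.81 (SE 0.25, adjusted p = 4.8e-09). Of all 17 loci related to the oxidative burst, which the study chose on these samples so that they are not independent evidence, 2, 2, 1, 2 and 0 were higher in *Gb* at 10, 15, 18, 21 and 28 DPA and 0, 1, 2, 2 and 1 lower, with the same counts when adjusted over the list alone.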

Curiously Cluster ‘d-transcripts’, which were upregulated during transitional cell wall remodeling, were mirrored by Cluster ‘d-metabolites’ with lower concentrations at 18 and 21 DPA. As reported before for *Gh* fiber [24], the concentrations of glucose and fructose decreased beginning at 18 DPA with a continued decline until 28 DPA in both genotypes (Additional file 3). There were 33 or 46 metabolites in Cluster ‘d-metabolites’ for *Gb* or *Gh* fiber (30 or 25, excluding dipeptides). Nine of these metabolites were held in common between the two genotypes and help to illustrate special features of the transition stage in both *Gh* and *Gb* fiber (Additional file 16). In addition to one amino acid (valine) and a related dipeptide (valylvaline), the seven other common metabolites with lower concentrations were adenine, cytidine, dihydromyricetin, guanosine, histidine, tryptophan, and uridine. Adenine is used to synthesize ATP, NAD, and FAD during respiration, which occurs at a lower rate during transitional cell wall remodeling in *Gh* fiber [24]. Similarly, histidine is a precursor of alpha-keto-glutarate in the TCA cycle, which would be required at lower levels when the respiration rate is reduced. Adenine, cytidine, guanosine, and uridine are precursors of RNA, and their lower concentrations may indicate reduced RNA synthesis during a relatively stable developmental phase with almost no transcriptional change in either fiber genotype. Tryptophan is an amino acid used in the synthesis of auxin and serotonin, which may inhibit auxin activity in plants [64]. Similarly, dihydromyricetin is a flavonoid that mediates ethanol effects on the brain in interaction with γ-aminobutyric acid (GABA) and glutamate [65], both of which are present in Cluster ‘a-metabolites’ with high concentration during elongation of *Gh* and *Gb* cotton fiber. In plants, glutamate is a newly emerging signaling molecule [66] as well as a precursor to ROS scavenging glutathione (see below), whereas GABA modulates the activity of Ca^++^ channels [67]. Therefore, the lower concentrations of tryptophan and dihydromyricetin at 18 to 21 DPA likely signify shifts in intracellular signaling at this distinctive developmental stage.

### *Gh* and *Gb* fiber show similar expression profiles for cellulose synthase (*CESA*), and cellulose-synthase-like (*CSL*) genes

Glycosyltransferases within the cellulose synthase superfamily, including cellulose synthases (*CESA*s) and cellulose-synthase-like transcripts (*CSL*s), are required to produce para-crystalline cellulose fibrils and the polysaccharides in the cell wall matrix [17, 18]. The expression pattern of this gene family is often similar between *Gh* and *Gb* fiber, serving to highlight the logical correlation of gene expression with the similar early fiber elongation rates and timing of the onset of SCW formation in the two genotypes.

*CESA genes: Arabidopsis thaliana* provides a reference point for groups of *CESA* genes in seed plants [17]. The ten Arabidopsis *CESA* genes are grouped into six clades typified by: *AtCESA1* (and including *AtCESA10*)*; AtCESA3; AtCESA4; AtCESA6* (and including *AtCESA2,5,9*); *AtCESA7;* and *AtCESA8*. The synthesis of expanding primary walls (as in growing roots and hypocotyls) requires the activity of AtCESA1, 3, and 6, whereas SCW synthesis (as in xylem tracheary elements and interfascicular fibers) requires the activity of AtCESA4, 7, and 8. For both primary and secondary wall synthesis, a distinct heteromeric cellulose synthesis complex contains at least 18 total CESAs [68]. The fifteen *CESA* loci in the *Gr* genome [47], as compared to 10 *CESA* loci in Arabidopsis, is generally consistent with the comparative gene richness in these two species [69].

Both *Gh* and *Gb* fiber express genes mapping to each of the 15 *Gr CESA* loci (Additional file 17), with remarkable similarity in pattern and magnitude of expression of each isoform. 

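Homologs of the primary wall genes *CESA1*, *CESA3* and *CESA6* were expressed throughout. *CESA1* Gorai.009G009500.1 was at 144 ± 2.29 RPKM in *Gb* and 136 ± 4.13 in *Gh* at 15 DPA and still at 92.6 ± 13.3 and 65.1 ± 8.81 at 28 DPA (SD, n = 3), where it had fallen in *Gh* (log2 change from 21 DPA −1.02 [SE 0.09, adjusted p = 4.0e-10]) and not past the threshold in *Gb* (−0.41). *CESA3* Gorai.003G092600.2 rose from 21 to 28 DPA in both genotypes (1.29 [SE 0.08, adjusted p = 8.0e-14] and 1.17 [SE 0.08, adjusted p = 6.4e-13]), to 9.84 ± 0.478 and 6.31 ± 0.631 RPKM. *CESA6* Gorai.009G255100.1 rose in *Gb* to 23 ± 4.11 RPKM and fell in *Gh* to 4.02 ± 0.928, and the genotypes differed at 28 DPA by 2.26 (SE 0.13, adjusted p = 7.5e-14). Of 9 primary wall loci, 9 had at least 2 RPKM at each DPA in *Gb*, and 8, 8, 9, 9 and 9 in *Gh*. Of 6 secondary wall loci, 2, 2, 5, 3 and 5 had it in *Gb* and 2, 2, 6, 3 and 5 in *Gh* at 10, 15, 18, 21 and 28 DPA. Between genotypes, 1 primary wall locus was called at 28 DPA and none on the other DPA, while 2 secondary wall loci were called lower in *Gb* at 18 DPA. The *CESA* lists hold all the loci that the paper counts in the *Gr* genome, in classes by Arabidopsis homology (the counts were the same when adjusted over the list alone). The change of *CESA6* in *Gb* lay below the threshold without any 1 of 4 libraries (0.90 to 0.99: the first or the third *Gb* pool of 21 DPA, the first or second of 28 DPA), and that of *CESA1* in *Gh* without the second or the third *Gh* pool of 28 DPA (−0.93 for the latter). After median-ratio scaling the falls of *CESA1* and *CESA6* in *Gh* were −0.37 and −0.58 and did not pass.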

There were 10–15 *CESA* loci expressed on the days analyzed here (Fig. 6). As expected, loci homologous to *AtCESA1, 3,* and *6* were expressed during cotton fiber elongation, although the expression of transcripts in the *AtCESA2, 5, 6, 9* clade was low overall. Expression of these ‘primary wall CESAs’ persists through 28 DPA even in *Gh* fiber where elongation had stopped five days earlier. Transcripts homologous to one of the *AtCESA8-like* loci (and Gorai.009G161200.1) are downregulated at 28 DPA in both genotypes, suggesting that an AtCESA8-like CESA may have adopted a novel role in early elongating cotton fiber (Additional file 17).

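The *CESA8*-like transcript Gorai.009G161200.1 was at 13.8 ± 0.269, 9.85 ± 0.204, 7.31 ± 0.192, 7.89 ± 0.641 and 1.14 ± 0.132 RPKM in *Gb* and at 13.8 ± 1.24, 9.88 ± 0.198, 8.83 ± 0.664, 8.86 ± 0.573 and 1.71 ± 0.103 in *Gh* at 10, 15, 18, 21 and 28 DPA (SD, n = 3). It fell from 21 to 28 DPA by 2.05 (SE 0.06, adjusted p = 1.4e-19) and 1.86 (SE 0.06, adjusted p = 9.2e-19) on the log2 scale, more than the median fall of all transcripts at this step. No difference between the genotypes was called on any DPA, and the log2 differences lay between −0.34 and 0.01.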

**Fig. 6:**
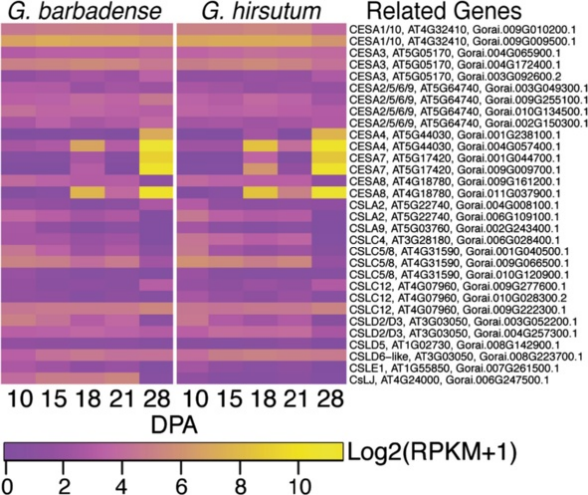
Expression patterns of CESA and CSL genes in *Gb* and *Gh* fibers. Heat map colors correspond to the LOG2 transformed RPKM value plus one for each transcript analyzed. Higher and lower expression levels are shown in yellow or purple, respectively. The data from cotton transcripts are referenced to ‘Related genes’ including the gene name and locus identifier for the most homologous Arabidopsis gene and the transcript identifier for the most homologous *Gr* gene

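The secondary wall genes *CESA4*, *CESA7* and *CESA8* were among the most abundant transcripts at 28 DPA. *CESA7* Gorai.009G009700.1 reached 2749 ± 256 RPKM in *Gb* and 2898 ± 77.3 in *Gh*, *CESA4* Gorai.004G057400.1 2050 ± 222 and 2769 ± 73.6, and *CESA8* Gorai.011G037900.1 1355 ± 158 and 1675 ± 41.2 (SD, n = 3). Their log2 changes from 21 to 28 DPA were 11.20 (SE 0.51, adjusted p = 3.1e-16), 7.95 and 7.06 in *Gb* and 10.26 (SE 0.51, adjusted p = 1.8e-15), 7.93 and 6.79 in *Gh*. At 18 DPA the same transcripts stood at 7.84 ± 8.93, 116 ± 107 and 216 ± 149 RPKM in *Gb* and at 71.1 ± 28.8, 333 ± 105 and 344 ± 92 in *Gh*. Each had risen from 15 DPA in both genotypes, by 2.51, 3.24 and 6.61 in *Gb* and 5.80, 6.05 and 7.59 in *Gh* (largest adjusted p = 1.9e-04). In *Gb* at 18 DPA the third pool lay at −25.8 on the first principal component and the others above 0, and the SD of these transcripts is close to the mean. The rises of *CESA7* and *CESA4* in *Gb* from 15 to 18 DPA did not pass without the first of these pools (1.67 and 2.38), nor that of *CESA4* without the second (2.90). At 18 DPA *CESA7* was higher in *Gh* (log2 difference −3.51 [SE 0.51, adjusted p = 2.0e-06]). Its libraries ranged from 0.911 to 17.9 RPKM in *Gb* and from 38.3 to 92.4 in *Gh*. The SE rests on the spread shared by all 10 groups and understates the spread of these libraries. Of the 6 loci of the list, 5 rose and 1 fell from 21 to 28 DPA in each genotype, with medians of 7.51 in *Gb* and 7.69 in *Gh* (adjusted p = 0.0011 and 0.00068, and 0.4 and 0.28 with an estimated correlation; 0.074 and 0.063 after median-ratio scaling). The counts were the same when adjusted over the list alone. In the 28 DPA libraries the seed storage transcripts, with medians of 15.56 and 14.9 RPKM, were higher as well. Between these libraries, with genotype means removed, the *CESA* loci had slopes of −0.02 to 0.14 on the mean log2 level of the storage transcripts. This argues against RNA that varies with the storage transcripts as the main source of the *CESA* transcripts.

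**Figure D2:**
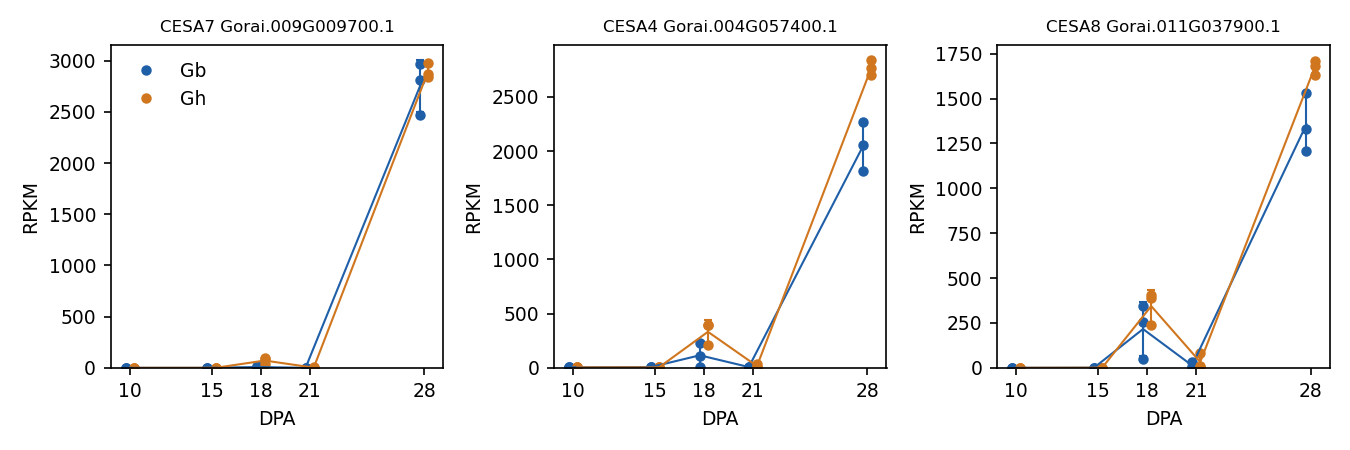
RPKM of *CESA7* (Gorai.009G009700.1), *CESA4* (Gorai.004G057400.1) and *CESA8* (Gorai.011G037900.1) against DPA in *Gb* and *Gh*, with a separate linear axis for each transcript, with 1 point per library and lines through the means (error bars, SD of 3 libraries). Each transcript is higher at 18 than at 21 DPA and highest at 28 DPA, where *CESA7* reaches 2749 and 2898 RPKM.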

The homologs of *AtCESA4, 7,* and *8* were upregulated at 18 and 28 DPA during early and late cell wall thickening (Fig. 6). 

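From 18 to 21 DPA both loci of *CESA7* and 1 locus each of *CESA4* and *CESA8* fell in both genotypes. *CESA7* Gorai.009G009700.1 fell to 0.174 ± 0.151 RPKM in *Gb* and 1.96 ± 2.54 in *Gh* (SD, n = 3), −2.34 (SE 0.51, adjusted p = 9.3e-04) and −4.84 (SE 0.51, adjusted p = 7.4e-07) on the log2 scale, *CESA4* Gorai.004G057400.1 to 7.4 ± 2.01 and 16.1 ± 19 (−3.07 and −4.82), and *CESA8* Gorai.011G037900.1 to 13.4 ± 14.8 and 32.7 ± 45.6 (−4.04 and −4.47). The second locus of *CESA7*, Gorai.001G044700.3, fell by 1.77 and 3.24, and the second of *CESA4*, Gorai.001G238100.1, fell in *Gh* (−2.20 [SE 0.16, adjusted p = 3.1e-09]) and stood at 0.481 ± 0.402 and 0.0334 ± 0.0187 RPKM in *Gb*. The SD at 21 DPA is as large as the mean for several of these, so the level at 21 DPA differed between pools. In *Gb* each of these calls was lost without 1 of several libraries of 18 or 21 DPA, with changes of −2.21 to −3.26 for *CESA4*, −3.43 to −3.84 for *CESA8* and at the largest −2.44 for *CESA7*, and that of *CESA7* was also lost after median-ratio scaling (−2.32). In *Gh* that of *CESA8* was lost without the second or the third pool of 18 DPA or the first or the third of 21 DPA (−3.41 to −4.36), and with only the libraries of 18 and 21 DPA in the limma fit none of the falls given here was called in either genotype.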

Interestingly, these show less expression at 21 DPA, consistent with the relatively static stage of transitional cell wall remodeling and winding layer synthesis between 18 and 21 DPA. All 15 *CESA* loci were expressed at 18 DPA during transitional cell wall remodeling, showing the potential for cellulose synthesis complexes of diverse types to be formed within cotton fiber if all of the transcripts are translated. Expression of many *CESA* loci in multiple clades continued at 28 DPA, even in *Gh* fiber that was no longer elongating.

*CSL genes:* The CESA superfamily includes 9 cellulose-synthase-like (CSL) families in addition to CESAs, inclusive of clades CSLA to CSLH and CSLJ. The CSLs have motifs indicative of ß-glycosyltransferase activity, and some have been proven to participate in synthesis of the hemi-cellulosic cell wall matrix polysaccharides including xyloglucan and mannan [18, 70]. The *Gr* genome has at least 35 *CSL* loci within the CSLA to CSLE, CLSG, and CSLJ families, compared to 31 *CSLs* in Arabidopsis [47]. Both *Gh* and *Gb* fiber express 16 *CSL* genes within four families (CSLA, CSLC, CSLD, CSLE), although the expression of the only CSLE homolog is weak (Additional file 17). 

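Of 16 *CSL* loci, 15, 12, 9, 10 and 6 had at least 2 RPKM in *Gb* and 14, 9, 9, 9 and 5 in *Gh* at 10, 15, 18, 21 and 28 DPA. From 21 to 28 DPA 8 fell and 2 rose in *Gb* and 9 fell and 1 rose in *Gh*, with median log2 changes of −0.89 and −1.12. The list was chosen by the study on these samples and is not independent evidence; the counts were the same when adjusted over the list alone, and the list test did not pass (adjusted p = 0.64 and 0.45). The mannan synthase homolog *CSLA02* Gorai.006G109100.1 was at 12.4 ± 0.517 RPKM in *Gb* and 21.9 ± 0.884 in *Gh* at 10 DPA (SD, n = 3), and fell to 0.15 ± 0.052 and 0.172 ± 0.0302 at 28 DPA (−2.63 and −2.84 from 21 DPA). A second locus, Gorai.004G008100.1, rose in *Gb* to 5.54 ± 0.577 RPKM at 28 DPA (1.61 [SE 0.14, adjusted p = 6.7e-11]) and stood at 1.47 ± 0.302 in *Gh*, a difference between genotypes of 1.41 (SE 0.14, adjusted p = 3.0e-09). The *CSLE1* homolog Gorai.007G261500.1 was at 5.83 ± 0.391 and 4.56 ± 0.391 RPKM at 10 DPA and at 0.116 ± 0.0486 and 0.0336 ± 0.00491 at 28 DPA.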

At least one gene in the CSLA, CSLC, and CSLD, families is expressed relatively strongly from 10 to 21 DPA in elongating fiber of both genotypes. In addition, representatives of the CSLC and CSLD families are expressed strongly at 28 DPA when only *Gb* fiber is continuing to elongate. 

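The transcript Gorai.006G247500.1, annotated by its closest Arabidopsis gene as *CSLG2*, was at 14.4 ± 2.95, 28.1 ± 1.87, 25.1 ± 9.73 and 37.8 ± 2.25 RPKM in *Gb* at 10, 15, 18 and 21 DPA and at 1.74 ± 0.473, 0.48 ± 0.0769, 0.403 ± 0.216 and 0.898 ± 0.238 in *Gh* (SD, n = 3). The log2 differences between *Gb* and *Gh* were 2.49 (SE 0.17, adjusted p = 8.2e-12), 4.30, 4.17 and 4.36 (SE 0.17, adjusted p = 1.5e-16). It fell in *Gb* from 21 to 28 DPA by 4.88 (SE 0.17, adjusted p = 3.0e-18), to 0.32 ± 0.0777 RPKM, and no difference between the genotypes was called at 28 DPA (0.27).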

*Gb* fiber at 10 to 21 DPA expresses a homolog of a fifth CSL family, CSLJ, which exists in many angiosperms (but not Arabidopsis) and has unknown function [70] (Fig. 6).

Arabidopsis CSLC4 (with one cotton fiber homolog) supports the synthesis of the ß-1,4-glucan backbone of xyloglucan [71], which is found within the primary wall of *Gh* and *Gb* fiber [10]. Cotton fiber shows relatively weak expression of a homolog of *AtCSLA2* and even lower expression of an *AtCSLA9* homolog: both of the encoded proteins have ß-1,4-mannan and/or glucomannan synthase activity *in vitro* [72]. Mannan has been detected in extracts of tightly bound cell wall matrix polymers of 6 to 30 DPA *Gh* fiber and mature *Gh* and *Gb* fibers that are still surrounded by a primary wall [25, 73]. Tentatively, it may contribute positively to the ‘elongation’ parameter, or the extent of fiber stretching before breaking [73]. Members of the CSLD family can support the synthesis of cellulose, cellulose-like polymers, and/or mannan. 

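Among the homologs of *CSLD3*, whose product is needed for root hair growth, Gorai.003G052200.1 was at 31.9 ± 0.514 RPKM in *Gb* and 22.7 ± 3.23 in *Gh* at 10 DPA and at 1.07 ± 0.463 and 0.841 ± 0.256 at 28 DPA (SD, n = 3). Its log2 change from 10 to 28 DPA was −4.01 (SE 0.15, adjusted p = 4.9e-18) and −3.69 (SE 0.15, adjusted p = 2.3e-17), and at 15 DPA it was higher in *Gb* (1.36 [SE 0.15, adjusted p = 2.6e-08]). Gorai.008G223700.1 lay between 8.53 ± 0.184 and 22.6 ± 1.66 RPKM in *Gb* and between 15.4 ± 3.33 and 32.2 ± 1.02 in *Gh* from 10 to 28 DPA, with no called change between successive DPA. Gorai.004G257300.1 lay between 7.29 ± 0.997 and 11.7 ± 1.15 in *Gb*, and fell in *Gh* from 21 to 28 DPA (−1.31 [SE 0.10, adjusted p = 6.9e-12]) to 5.37 ± 0.565 RPKM. The *CSLD5* homolog Gorai.008G142900.1 was at most at 2.07 ± 0.973 RPKM. The fall of Gorai.004G257300.1 did not pass after median-ratio scaling (−0.74).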

One cotton gene homologous to *AtCSLD2/3* (two closely related isoforms in Arabidopsis) has strongest expression at 10 DPA in both genotypes, and another is expressed at a low level throughout 10 to 28 DPA. Proteins in the CSL2/3 clade are required for normal root hair growth in diverse plant species [74, 75], and their roles in cotton fiber can be explored in further research.

### Cotton fiber modifies an ancient gene regulatory network to repress lignification

The genetic program for cotton fiber SCW synthesis resembles the ancient hierarchical gene network that regulates the differentiation of sclerenchyma cells [6, 15, 76, 77]. However, unlike those cell types in the plant body, cotton fiber represses hemicellulose, protein, and lignin biosynthesis during SCW synthesis so that cellulose becomes predominant. Our data show that cotton fiber expresses 92 primary loci that are homologous to 45 transcriptional regulators of Arabidopsis sclerenchyma cell differentiation [19, 20] (Additional file 17). Of these, 39 cotton homologs have fold-change ≥2 between 10 to 28 DPA in either *Gh* or *Gb* fiber, and the expression patterns are highly similar in both genotypes (Fig. 7).

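Of 86 loci homologous to regulators of secondary wall formation, 30 were higher and 25 lower at 28 than at 10 DPA in at least 1 genotype. In both genotypes 38 of these 55 were called, none in opposite directions, and for 10 the change differed between the genotypes in the interaction test. Between 21 and 28 DPA, 18 rose and 24 fell in *Gb* and 20 rose and 28 fell in *Gh*, and the list test did not pass (adjusted p = 0.087 and 0.093). Of the 23 loci of NAC, MYB, *KNAT7* and *LIM1* factors among them, 11 rose and 5 fell in *Gb* and 11 rose and 6 fell in *Gh* (adjusted p = 0.00018 and 0.0001; 0.49 and 0.33 with an estimated correlation; 0.074 and 0.055 after median-ratio scaling). These lists were chosen by the study on these samples and are not independent evidence, and their counts were the same when adjusted over the lists alone. *BLH6* Gorai.013G034600.2 rose from 4.94 ± 0.826 to 19.3 ± 1.99 RPKM in *Gb* and from 8.82 ± 0.151 to 20.1 ± 0.691 in *Gh* (SD, n = 3; 1.77 [SE 0.13, adjusted p = 6.7e-12] and 1.10 [SE 0.13, adjusted p = 4.1e-08]). *MYB85* Gorai.006G195700.2 fell by 1.73 (SE 0.10, adjusted p = 2.1e-14) in *Gb* and was also called lower in *Gh* (adjusted p = 1.5e-17). The 28 DPA libraries in which these factors rose also held the seed storage transcripts at medians of 15.56 and 14.9 RPKM. Of all 1864 transcripts higher in both genotypes, 26 (1.4 %) followed the storage transcripts between these libraries with a slope of at least 0.5.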

**Fig. 7:**
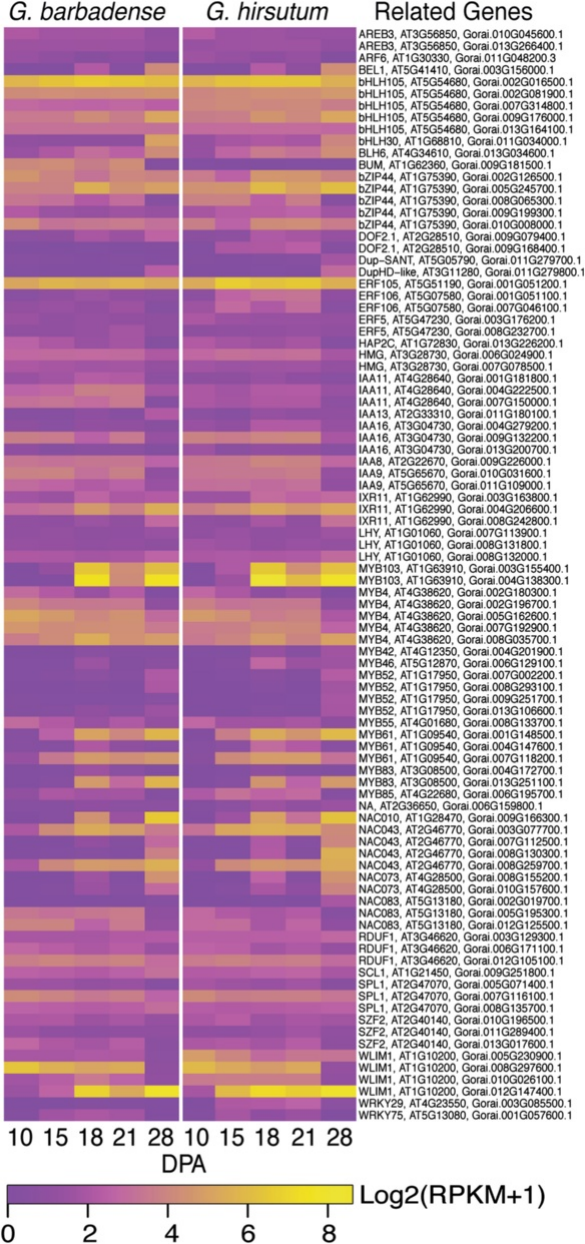
Expression patterns of genes encoding secondary wall related transcription factors in *Gb* and *Gh* fibers. The heat map parameters are explained in the legend of Fig. 6

Our data showed that cotton fiber expresses genes that are highly homologous to Arabidopsis SCW transcriptional regulators named *NST1*, *SND2*, *SND*, *MYB4*, *MYB42*, *MYB46*, *MYB52*, *MYB55*, *MYB61*, *MYB83*, *MYB85*, *MYB103*, *KNAT7*, *VNI2*, myb-like (At3g11280), *BLH6*, and *RDUF1* (Additional file 17). We will draw analogies below to gene/protein functions in Arabidopsis sclerenchyma cells [20, 22, 77], although sequence changes in *Gossypium* may also affect the precise regulatory roles in cotton. The transcriptional network controlling sclerenchyma SCW synthesis is described in hierarchical tiers with higher levels having broader control of SCW differentiation processes [20]. Cotton fiber expresses only one of five ‘Tier 3’ master regulators of SCW synthesis: homologues of *NST1* (*NAC043*) that is active in Arabidopsis stem fibers (but not vessels). In both cotton genotypes, two of four *NST1* homologues were upregulated at 15 DPA, just before transitional cell wall remodeling, and remained highly expressed through 28 DPA (Fig. 7). 

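*NST1* homolog Gorai.008G259700.1 rose from 2.93 ± 0.382 to 16 ± 0.356 RPKM in *Gb* and from 1.3 ± 0.185 to 16.1 ± 1.5 in *Gh* between 10 and 15 DPA (SD, n = 3), 2.12 (SE 0.08, adjusted p = 2.3e-16) and 2.89 (SE 0.08, adjusted p = 2.4e-19) on the log2 scale, and stood at 44.5 ± 2.99 and 40.9 ± 0.44 RPKM at 28 DPA. Gorai.003G077700.1 rose at the same step (2.22 [SE 0.10, adjusted p = 1.8e-14] and 1.99 [SE 0.10, adjusted p = 4.6e-14]), was highest at 18 DPA with 38.5 ± 6.18 and 44.7 ± 0.983 RPKM, and fell from 21 to 28 DPA (−1.29 [SE 0.10, adjusted p = 2.6e-11] and −1.11 [SE 0.10, adjusted p = 4.9e-10]) to 10.4 ± 1.7 and 17.4 ± 1.81 RPKM. Between the genotypes, Gorai.003G077700.1 was called at 10 DPA, higher in *Gh* (−1.17 [SE 0.10, adjusted p = 8.0e-10]). The falls of Gorai.003G077700.1 from 21 to 28 DPA were −0.66 and −0.48 after median-ratio scaling, below the threshold.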

The other two loci were upregulated more strongly in 28 DPA *Gh* fiber than in *Gb*, pointing to potential isoform-specific effects on the extent of SCW thickening. 

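Gorai.008G130300.2 rose from 0.0811 ± 0.0209 to 15.5 ± 0.823 RPKM in *Gb* and from 0.267 ± 0.21 to 54.3 ± 5.99 in *Gh* between 21 and 28 DPA (SD, n = 3), and differed between the genotypes at 28 DPA by −1.74 (SE 0.13, adjusted p = 4.0e-11) on the log2 scale. Gorai.007G112500.1 rose to 6.4 ± 1.38 and 14.9 ± 3.9 RPKM, with a difference of −1.09 (SE 0.22, adjusted p = 1.6e-04). Both were also higher in *Gh* at 18 DPA (−1.92 and −1.04). The interaction of genotype and time from 21 to 28 DPA was −1.53 (SE 0.19, adjusted p = 4.4e-07) for Gorai.008G130300.2 and −0.80 (SE 0.31, adjusted p = 3.8e-02) for Gorai.007G112500.1. For Gorai.007G112500.1 the calls between genotypes were lost at 28 DPA without the first *Gb* or the second *Gh* pool (−0.95 and −0.91) and at 18 DPA without the third *Gb* or the second or the third *Gh* pool (−0.72 to −0.96), and both with a pseudocount of 0.1 (−1.19 and −1.62).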

Other genes, such as a homolog of BLH6 that appears to activate SCW thickening in Arabidopsis stem fibers, may also help to regulate cotton fiber SCW synthesis.

Cotton fiber expresses five of seven ‘Tier 2’ transcription factor targets of NST1, each of which is independently capable of inducing SCW synthesis in Arabidopsis (Fig. 7). 

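*MYB61* homologs rose first. Gorai.001G148500.1 went from 0.291 ± 0.191 to 4.78 ± 1.19 RPKM in *Gb* and from 0.127 ± 0.0534 to 11.4 ± 2.98 in *Gh* between 10 and 15 DPA (SD, n = 3), 2.15 (SE 0.20, adjusted p = 3.1e-09) and 3.43 (SE 0.20, adjusted p = 3.0e-13) on the log2 scale, and Gorai.007G118200.1 by 2.16 and 3.43. The third locus, Gorai.004G147600.1, rose between 15 and 18 DPA (1.65 and 2.16). Between 15 and 18 DPA, *SND3* Gorai.009G166300.1 rose to 20.7 ± 16.4 RPKM in *Gb* and 33 ± 5.08 in *Gh* (3.73 [SE 0.41, adjusted p = 7.7e-08] and 3.51 [SE 0.41, adjusted p = 2.2e-07]), *MYB83* Gorai.013G251100.1 to 26.4 ± 10.1 and 22.9 ± 2.85 (4.28 and 4.07), and the *MYB103* homologs Gorai.003G155400.1 and Gorai.004G138300.1 to 88.1 ± 32.7 and 181 ± 112 RPKM in *Gb* and 89.9 ± 13.5 and 291 ± 34.7 in *Gh* (5.16 and 7.07 in *Gb*, 4.44 and 6.74 in *Gh*). The second *MYB83* locus, Gorai.004G172700.1, was at 2.1 ± 0.692 and 0.857 ± 0.0124 RPKM at 18 DPA. The third *Gb* pool of 18 DPA stood apart from the others of its group, at −25.8 on the first principal component.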

In cotton fiber, *MYB61* was upregulated at 15 DPA like *NST1*, whereas the expression of *SND3 (NAC010), MYB83*, and *MYB103* were strongly upregulated by 18 DPA. 

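*MYB46* Gorai.006G129100.1 rose between 15 and 18 DPA from 0.0615 ± 0.0354 to 1.92 ± 1.19 RPKM in *Gb* and from 0.344 ± 0.135 to 5.81 ± 0.974 in *Gh* (SD, n = 3), by 1.36 (SE 0.27, adjusted p = 1.6e-04) and 2.34 (SE 0.27, adjusted p = 1.7e-07) on the log2 scale. From 18 to 21 DPA it fell in *Gh* (−1.39 [SE 0.27, adjusted p = 5.1e-04]), and in *Gb* it went to 0.193 ± 0.18 RPKM with a change of −1.20 (adjusted p = 1.3e-03), which did not pass. It was higher in *Gh* at 18 DPA (−1.31 [SE 0.27, adjusted p = 2.0e-04]) and 21 DPA (−1.12). The rise in *Gb* was lost without the first or second *Gb* pool of 18 DPA (1.12 and 1.21), and the fall in *Gh* without any 1 library but the second pool of 21 DPA (−1.08 to −1.49) and with only the libraries of 18 and 21 DPA in the limma fit. The difference at 18 DPA was lost without the third *Gb* or second *Gh* pool (−0.91 and −1.20), and that at 21 DPA after median-ratio scaling (−1.07) and without any 1 library but the third *Gh* pool (−0.67 to −1.26).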

The expression of a single locus homologous to *MYB46*, which is redundant in Arabidopsis with *MYB83*, was weakly and transiently upregulated at 18 DPA. At least some homologs of *SND3*, *MYB83*, and *MYB103* showed a high-low-high expression pattern at 18-21-28 DPA, which correlates with the relatively stable phase of transitional cell wall remodeling at 18 to 21 DPA followed by the distinct phase of mainly cellulose synthesis. These transcription factors may interact with different partners to modulate the synthesis of different layers as the cotton fiber thickens, i.e. the thin transitional “winding” layer followed by the thick SCW composed primarily of cellulose.

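*SND3* Gorai.009G166300.1 fell from 18 to 21 DPA to 1.83 ± 1.19 RPKM in *Gb* and 8.01 ± 4.4 in *Gh* (SD, n = 3; −2.62 [SE 0.41, adjusted p = 4.9e-05] and −2.01 [SE 0.41, adjusted p = 8.7e-04]) and rose to 90.3 ± 3.61 and 76.7 ± 7.99 at 28 DPA (5.09 and 3.21). *MYB83* Gorai.013G251100.1 fell by 1.97 and 2.20 and rose by 3.00 and 2.38, to 52.2 ± 3.49 and 25.8 ± 1.44 RPKM. *MYB103* Gorai.003G155400.1 fell by 2.33 and 2.47 to means of 18.5 and 19.3 and rose by 2.03 and 2.15. For the other *MYB103* locus, Gorai.004G138300.1, both steps passed in *Gb* (−3.54 and 3.95), while the changes in *Gh*, −2.51 and 2.09, did not (adjusted p = 4.1e-03 and 3.4e-03) with a level of 66.7 ± 61.9 RPKM at 21 DPA. The falls of both *MYB103* loci in *Gb* (−1.83 to −2.34 and −2.78 to −3.23) and of Gorai.003G155400.1 in *Gh* (−1.93 to −2.43) did not pass without 1 of several libraries, the first and second *Gb* pools of 18 DPA and the third pools of 21 DPA among them, and no fall from 18 to 21 DPA was called with only the libraries of these 2 DPA in the limma fit. Without the third pool of 21 DPA of the same genotype, the rises of Gorai.003G155400.1 did not pass either (1.54 and 1.61).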

In correlation with dominance of cellulose synthesis during SCW thickening, the cotton fiber genotypes analyzed here expressed only five homologs of the 19 ‘Tier 1’ transcription factors (Fig. 7). In Arabidopsis, the ‘Tier 1’ transcription factors control particular SCW processes such as cellulose, hemicellulose, and lignin synthesis [20]. The expression of three *KNAT7 (IXR11)* homologs at variable levels over time in cotton fiber is consistent with the modulation of the amount of secondary wall cellulose, which is important because overly thick walls prevent cotton fibers from drying with the ‘kidney bean’ shape required for yarn spinning [78]. In other plants, *KNAT7* can activate or repress SCW synthesis in different cell types, depending on its protein partners. 

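The *KNAT7* homolog Gorai.004G206600.1 was at 25.9 ± 7.85, 12.7 ± 1.76 and 41.9 ± 2.28 RPKM in *Gb* and at 34.2 ± 1.68, 23.6 ± 1.65 and 37.5 ± 4.22 in *Gh* at 18, 21 and 28 DPA (SD, n = 3). From 21 to 28 DPA it rose in *Gb* (1.66 [SE 0.14, adjusted p = 3.2e-11]), and in *Gh* the change was 0.65 (SE 0.14, adjusted p = 1.1e-04), below 2-fold. The difference between these changes was 1.01 (SE 0.19, adjusted p = 1.3e-04) in the interaction test. It had risen in *Gb* from 15 to 18 DPA (1.46 [SE 0.14, adjusted p = 5.6e-09]), while at 15 DPA it was higher in *Gh* (−1.07 [SE 0.14, adjusted p = 2.3e-07]). Of the other *KNAT7* loci, Gorai.008G242800.1 rose from 21 to 28 DPA in both genotypes (1.78 in *Gb*) to 6.11 ± 1.2 and 8.11 ± 1.96 RPKM, and Gorai.003G163800.1 rose from 15 to 18 DPA (1.24 and 1.36).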

A *Gh* ortholog of *AtKNAT7* (KC200250, related to Gorai.004G206600.1) can modulate the SCW thickness of interfasicular fibers in transgenic Arabidopsis, although the mechanism behind the effect was unclear [79], and this gene was upregulated between 18 to 28 DPA in our data. Other ‘Tier 1’ regulators expressed in cotton fiber include: 2 loci homologous to *SND2* (*NAC073*), both with upregulated expression only at 18 and 28 DPA; and 2–4 loci of *MYB52* with weak expression at 28 DPA. 

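*SND2* homolog Gorai.008G155200.1 rose from 15 to 18 DPA to 2.12 ± 1.83 RPKM in *Gb* and 5.26 ± 1.56 in *Gh* (SD, n = 3; 1.45 [SE 0.27, adjusted p = 7.9e-05] and 2.57 [SE 0.27, adjusted p = 4.4e-08]), fell to 0.0414 ± 0.0426 and 0.345 ± 0.457 at 21 DPA (−1.40 and −2.24) and rose to 21.1 ± 2.29 and 21.5 ± 1.7 at 28 DPA (4.41 and 4.12). Gorai.010G157600.1 moved the same way and reached 6.44 ± 1.12 and 14 ± 1.55 RPKM, higher in *Gh* (−1.02 [SE 0.18, adjusted p = 2.5e-05]). The 4 *MYB52* loci had between 0.527 ± 0.131 (Gorai.009G251700.1) and 4.28 ± 1.07 (Gorai.008G293100.2) RPKM in *Gb* at 28 DPA, and between 2.7 ± 0.242 (Gorai.013G106600.1) and a mean of 3.94 (Gorai.007G002200.1) in *Gh*. All 4 rose from 21 to 28 DPA in *Gh* and 3 in *Gb*. The falls of the *SND2* homologs from 18 to 21 DPA were not called in either genotype with only the libraries of these 2 DPA in the limma fit.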

The roles of SND2 and MYB52 in sclerenchyma cells are not completely clear, although MYB52 may repress lignification or the whole SCW differentiation program [19, 20]. In addition to recognized ‘Tier 1’ regulators, cotton fiber also shows strongly upregulated expression between 15 to 28 DPA of one of four loci homologous to Arabidopsis *LIM1* (*WLIM1*; related to Gorai.012G147400). 

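*LIM1* homolog Gorai.012G147400.1 was at 5.31 ± 0.752, 115 ± 34.9, 38.8 ± 22.3 and 227 ± 29.7 RPKM in *Gb* and at 63.4 ± 14.1, 147 ± 1.07, 102 ± 20.5 and 391 ± 46.6 in *Gh* at 15, 18, 21 and 28 DPA (SD, n = 3). In *Gh* it rose from 10 to 15 DPA (4.07 [SE 0.27, adjusted p = 3.1e-12]) and in *Gb* from 15 to 18 DPA (4.15 [SE 0.27, adjusted p = 3.4e-11]), so that it was higher in *Gh* at 15 DPA (−3.33 [SE 0.27, adjusted p = 9.1e-11]). It rose in both genotypes from 21 to 28 DPA (2.67 and 1.94). At this step Gorai.008G297600.1 fell in both genotypes (−4.52 and −4.13), Gorai.010G026100.1 fell in both (−1.59 and −2.56), and Gorai.005G230900.1 fell in *Gb* (−1.32) and stood at 8.71 ± 1.36 RPKM in *Gh*. The fall of Gorai.005G230900.1 in *Gb* was −0.96 after median-ratio scaling, below the threshold.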

Over-expression in cotton of another *LIM1* homolog [GenBank: JX648310], which is related to Gorai.010G026100.1, resulted in ~20 % thinner fibers with 1.4 % lignin/lignin-like-phenolics compared to 1 % in wild type [80]. Therefore, this gene family may help to control the balance between cellulose and lignin content in cotton fibers.

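No transcript whose closest Arabidopsis gene is *MYB20*, *MYB58*, *MYB63*, *MYB69*, *MYB75*, *MYB79*, *ATHB18*, *BP* or At3g46080 is among the 41556 transcripts of the deposited tables, each of which reaches 2 RPKM in at least 1 group mean. Among the other lignin regulators, *MYB42* Gorai.004G201900.1 was at 0.325 ± 0.274 RPKM in *Gb* and 2.28 ± 0.417 in *Gh* at 28 DPA (SD, n = 3). It rose in *Gh* from 21 to 28 DPA (1.24 [SE 0.11, adjusted p = 1.4e-10]) and was higher in *Gh* than in *Gb* (−1.32 [SE 0.11, adjusted p = 2.0e-10]). *MYB85* Gorai.006G195700.2 was at 0.229 ± 0.0573 and 0.422 ± 0.128 RPKM at 28 DPA, down from 3.09 ± 0.314 and 7.05 ± 0.365 at 21 DPA.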

Corresponding to little or no lignin in the fiber of advanced commercial cotton cultivars [81], the cotton homologs of nine lignin-regulating transcription factors (*MYB20, MYB58, MYB63, MYB69, MYB75, MYB79, ATHB18, BP*, At3g46080) [20] were not expressed at RPKM ≥ 2 (Additional file 17). In contrast, cotton fiber expresses 5 loci homologous to *MYB4*, which is a widely conserved repressor of lignification in angiosperms [22] (Fig. 7). 

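*MYB4* homolog Gorai.008G035700.1 was at 40.1 ± 8.4, 20.1 ± 1.84 and 27.3 ± 4.07 RPKM in *Gb* and at 25.9 ± 1.12, 14.1 ± 2.89 and 31.5 ± 5.28 in *Gh* at 18, 21 and 28 DPA (SD, n = 3). From 21 to 28 DPA it rose in *Gh* (1.11 [SE 0.14, adjusted p = 6.3e-08]), while the change in *Gb* was 0.42 (SE 0.14, adjusted p = 7.4e-03), and the difference between these changes did not pass (−0.69, adjusted p = 5.4e-03). The locus Gorai.007G192900.1 fell in *Gh* (−1.49) to 5.17 ± 1.02 RPKM and stood at 10 ± 0.839 in *Gb* (−0.89). Of the 8 loci of *MYB4* and *VNI2* repressors together, 5 fell and 0 rose in *Gb* and 6 fell and 2 rose in *Gh*. The list was chosen by the study on these samples and is not independent evidence (the same counts when adjusted over the list alone), and the list test did not pass (adjusted p = 0.49 and 0.79). The rise of Gorai.008G035700.1 in *Gh* was lost without the third pool of 21 DPA or that of 28 DPA (0.96 and 0.98), and the fall of Gorai.007G192900.1 after median-ratio scaling (−0.92).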

One of the *MYB4* loci was strongly upregulated at 28 DPA during the synthesis of SCW with little or no lignin, perhaps indicating a specific role for this isoform in repressing SCW lignification in cotton fiber. In addition, cotton fiber expresses homologs of *MYB*-like At3g11280 and *RDUF1*, which repress lignification and/or the whole SCW differentiation program in Arabidopsis [19]. 

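Gorai.011G279800.1, a homolog of the MYB-like gene At3g11280, was at or below 0.0809 ± 0.049 RPKM in all groups from 10 to 21 DPA and at 4.45 ± 1.54 in *Gb* and 6.51 ± 2.54 in *Gh* at 28 DPA (SD, n = 3). The log2 change from 21 to 28 DPA was 2.35 (SE 0.16, adjusted p = 1.2e-12) and 2.80 (SE 0.16, adjusted p = 4.0e-14), and no difference between the genotypes was called at 28 DPA (−0.44).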

In cotton fiber, one locus homologous to At3g11280 was upregulated at 28 DPA, implying that the encoded protein may indeed repress lignification specifically. Conversely, the cotton gene encoding RDUF1-like protein was downregulated at 28 DPA, suggesting that it may act as repressor of SCW cellulose synthesis. Similarly, the transcription of three loci encoding homologs of *VNI2* (*NAC083*), a SCW repressor in Arabidopsis, shows a general pattern of downregulation at 28 DPA when cotton fiber is undergoing massive SCW thickening.

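The 3 loci homologous to *RDUF1*, a RING finger protein, did not pass the test between 21 and 28 DPA. Gorai.012G105100.1 went from 14 ± 0.743 to 7.11 ± 0.291 RPKM in *Gb* and from 11.8 ± 0.507 to 6.73 ± 0.532 in *Gh* (SD, n = 3; −0.89 and −0.73, adjusted p = 4.5e-11 and 1.8e-09), less than 2-fold. Gorai.006G171100.1 had log2 changes of −0.85 and −0.78, and Gorai.003G129300.1 of 0.02 and 0.38.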

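*VNI2* homologs Gorai.005G195300.1 and Gorai.012G125500.1 fell from 21 to 28 DPA in both genotypes. The first went from 10.8 ± 0.576 to 0.83 ± 0.297 RPKM in *Gb* and from 3.77 ± 0.418 to 0.381 ± 0.128 in *Gh* (SD, n = 3), −2.70 (SE 0.10, adjusted p = 1.5e-17) and −1.79 (SE 0.10, adjusted p = 5.2e-14) on the log2 scale, and the second fell by 2.35 and 1.72. The other locus, Gorai.002G019700.1, was nearly absent up to 21 DPA, rose in *Gh* to 2.92 ± 0.576 RPKM at 28 DPA (1.96 [SE 0.06, adjusted p = 5.6e-19]), and stood at 0.446 ± 0.0428 in *Gb*.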

The results show that lignin synthesis in commercial cotton fiber is repressed at the transcriptional level. Consistently, no lignin monomers (p-coumaroyl-, coniferyl-, or sinapyl-alcohols) were found in the fiber metabolome, although monolignols were readily detected even in young tree shoots by similar methods [82] (Additional file 3). Nonetheless, 74 loci homologous to lignification-related structural genes [20, 21] (Additional file 17) were expressed in at least one cotton fiber sample, often at low levels. 

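Of these 74 loci, 45, 41, 41, 42 and 24 had at least 2 RPKM in *Gb* and 40, 40, 45, 47 and 38 in *Gh* at 10, 15, 18, 21 and 28 DPA. From 21 to 28 DPA 11 rose and 29 fell in *Gb* and 13 rose and 23 fell in *Gh*. From 10 to 28 DPA the change differed between the genotypes for 28 of them, lower in *Gb* relative to *Gh* for 22 and higher for 6. An exception to the low levels was the ferulate 5-hydroxylase homolog Gorai.007G197700.1, which acts in the synthesis of syringyl units and was nearly absent before 18 DPA. It rose to 1549 ± 203 RPKM in *Gb* and 921 ± 102 in *Gh* at 28 DPA (SD, n = 3), 10.57 (SE 0.21, adjusted p = 4.8e-23) and 9.76 (SE 0.21, adjusted p = 1.5e-22) on the log2 scale from 21 DPA. Of 7 laccase loci, 2 rose and 1 fell in *Gb* (adjusted p = 0.17) and 4 rose and 2 fell in *Gh* (adjusted p = 0.0088, and 0.055 with an estimated correlation; 0.19 after median-ratio scaling), among them Gorai.007G378200.1 with 66.3 ± 10.3 and 71.8 ± 6.16 RPKM. The lists were chosen by the study on these samples and are not independent evidence, with the same counts when adjusted over each list alone. The seed storage transcripts in the same 28 DPA libraries had medians of 15.56 and 14.9 RPKM. Between these libraries 26 (1.4 %) of the 1864 transcripts higher in both genotypes followed them with a slope of at least 0.5.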

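The cinnamate 4-hydroxylase (C4H) homolog Gorai.011G207000.1 was the most abundant of the loci of phenylalanine ammonia lyase (PAL), C4H and 4-coumarate:CoA ligase (4CL), with 156 ± 5.45 to 342 ± 16.3 RPKM in *Gb* and 442 ± 12.4 to 574 ± 34.2 in *Gh* over the 5 DPA (SD, n = 3), and it was higher in *Gh* at 15, 18 and 21 DPA (−1.21 [SE 0.05, adjusted p = 1.2e-15], −1.49 and −1.35). A second C4H locus, Gorai.013G271700.1, fell from 21 to 28 DPA to 0.474 ± 0.0903 and 1.37 ± 0.197 RPKM (−3.09 and −2.83). The 4CL homolog Gorai.011G053700.1 rose at this step (3.05 [SE 0.13, adjusted p = 9.0e-17] in *Gb* and 2.47 [SE 0.13, adjusted p = 5.9e-15] in *Gh*) to 21.7 ± 1.09 and 9.51 ± 0.853 RPKM, while the homolog Gorai.003G052100.1 fell (−2.41 and −2.14). The PAL homolog Gorai.007G373600.1 was at most at 4.55 ± 3.56 RPKM. Of the 10 loci, 5 fell and 1 rose in *Gb* and 4 fell and 1 rose in *Gh* from 21 to 28 DPA. At 15 DPA 6 were higher and 1 lower in *Gb* (adjusted p = 0.1 for the list, with the same counts when adjusted over the list alone). The study chose these loci on these samples, so they are not independent evidence.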

Transcripts encoding three enzymes needed to convert phenylalanine to p-coumaryl CoA were detected (phenylalanine ammonia lyase, PAL; C4-hydroxylase, C4H; and 4-coumaroyl-CoA-ligase, 4CL, or 4CL-like). However, these enzymes support the synthesis of both lignin monomers and flavanoids [83], which were abundant in the cotton fiber metabolome. The flavonoid branch of the phenylpropanoid pathway is modulated by chalcone synthase (CHS, with 3-5 loci expressed in cotton fiber). 

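Chalcone synthase loci differed between the genotypes. Gorai.006G000200.1 was at 44.9 ± 2.36 to 206 ± 1.35 RPKM in *Gh* and at 0.0801 ± 0.0129 to 8.19 ± 1.04 in *Gb* (SD, n = 3), with log2 differences between *Gb* and *Gh* from −5.75 to −4.50, all called. Gorai.005G035100.1 was at 11 ± 2.09 to 33.9 ± 2.62 RPKM in *Gh* and at most at 0.123 in *Gb*, called on every DPA. At 15 DPA Gorai.011G161200.1 and Gorai.011G161300.1 were higher in *Gb* (1.96 [SE 0.29, adjusted p = 3.2e-06] and 1.72 [SE 0.31, adjusted p = 3.5e-05]), with 35.8 ± 3.21 and 46.8 ± 4.75 RPKM. As a list, the 5 loci were lower in *Gb* at 18 DPA (2 called lower, 0 higher; adjusted p = 0.048, and 0.73 with an estimated correlation) and 21 DPA (3 and 0; adjusted p = 0.035, and 0.75 with an estimated correlation). The loci were chosen by the study on these samples and are not independent evidence, with the same counts when adjusted over the list alone. After median-ratio scaling the list did not pass at 18 and 21 DPA (adjusted p = 0.096 and 0.13), nor at 18 DPA without the third *Gb* pool or the second *Gh* pool (up to 0.065), nor at 21 DPA without the third *Gh* pool (0.13).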

Alternatively hydroxycinnamoyl-CoA shikimate/quinate hydroxycinnamoyl transferase (HCT) controls flux toward lignin. *Gb* fiber had stronger expression of more *HCT* loci as compared to *Gh* fiber, but both genotypes had low expression of only one *HCT* locus at 28 DPA during SCW synthesis (Fig. 8). Therefore, flux toward lignin may be limited during cotton fiber SCW synthesis despite the (overall low) expression of down-stream genes on the lignin branch pathway. 

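At 10 DPA 4 of 5 *HCT* loci were higher in *Gb*. Gorai.011G132100.1 was at 156 ± 26.9 RPKM in *Gb* and 1.26 ± 0.102 in *Gh* (SD, n = 3), Gorai.011G131500.1 at 47.9 ± 8.6 and 0.274 ± 0.0146, Gorai.011G130700.4 at 48.2 ± 3.7 and 6.39 ± 1.01, and Gorai.011G130900.1 at 5.77 ± 0.222 and 0.0721 ± 0.0186, with log2 differences of 6.10 (SE 0.17, adjusted p = 9.6e-20), 5.25, 2.74 and 2.66. The first of these fell in *Gb* at every step but 18 to 21 DPA, to 0.178 ± 0.0871 RPKM at 28 DPA. Gorai.009G122600.1 was at 3.2 ± 0.609 RPKM in *Gb* and 8.47 ± 0.0387 in *Gh* at 28 DPA, higher in *Gh* (−1.18 [SE 0.15, adjusted p = 2.1e-07]). The list was higher in *Gb* at 10, 15 and 21 DPA (adjusted p = 0.0045, 0.022 and 0.0095; 0.61, 0.71 and 0.57 with an estimated correlation), and not at 18 and 28 DPA (adjusted p = 0.12 and 0.92). The study chose these loci on these samples, so they are not independent evidence, and the counts were the same when adjusted over the list alone. The first 4 loci lie close together on 1 chromosome and may share reads.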

The expression patterns of lignin-related structural genes are displayed in Fig. 8 including homologues of: C3-hydroxylase (*C3H*); cinnamoyl-CoA reductase-like (*CCRL*); cinnamyl alcohol dehydrogenase (*CAD* or *CAD-like*); ferulate 5-hydroxylase (*F5H*); caffeoyl-CoA O-methyltransferase (*CCOMT* of *CCOMT*-like); and caffeic acid O-methyltransferase (*COMT* or *COMT*-like). These could be related to the presence of minor amounts of lignin-like phenolics in cotton fiber [28, 80, 81].

**Fig. 8:**
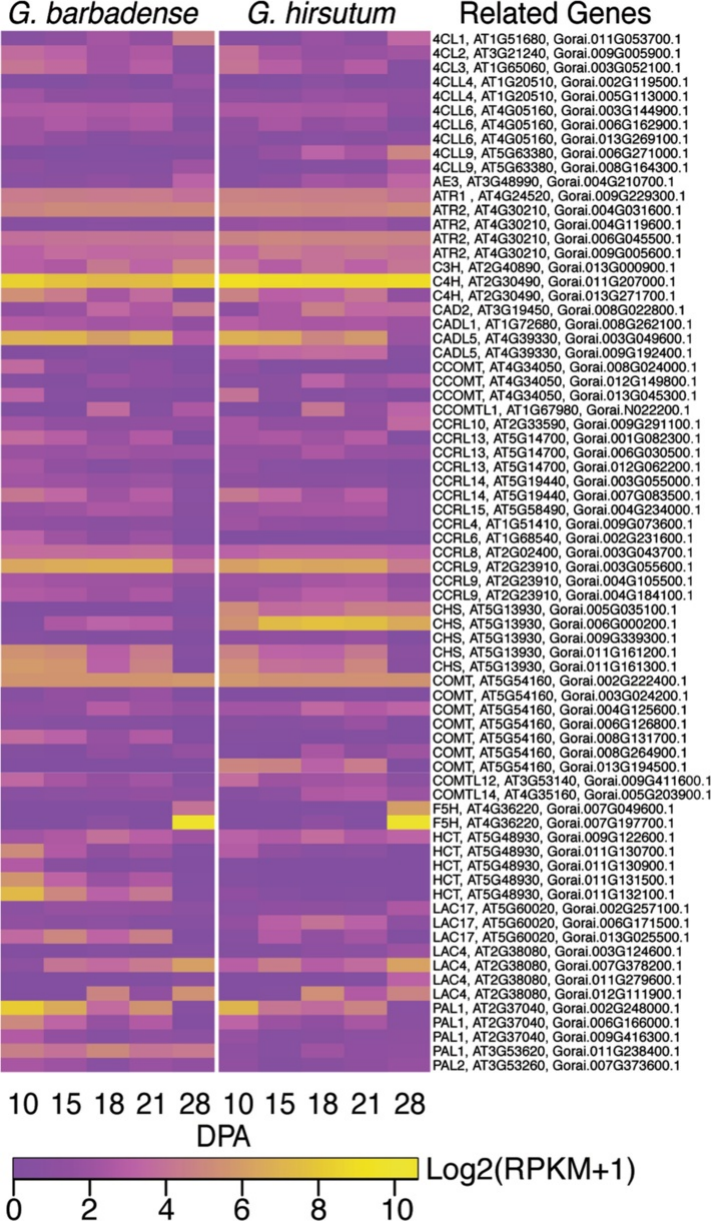
Expression patterns of genes related to lignin biosynthesis in *Gb* and *Gh* fibers. The heat map parameters are explained in the legend of Fig. 6

### Differences in ascorbate synthesis and recycling may enhance ROS management and elongation in *Gb* cotton fiber

Previous indications of the importance of ROS management in cotton fiber development and quality improvement were provided in the introduction. Here, we provide new insights into the genetic and biochemical basis of this effect. The fibers from *Gb* and *Gh* accumulate and manage antioxidants differently, especially at the transition stage and afterwards when increasing ROS levels help to regulate SCW synthesis while elongation in *Gb* fiber also continues. As detailed below, *Gb* fiber has greater capacity to manage ROS, which is consistent with its higher protein levels (as detected in Bradford assay) as contrasted with the higher levels of dipeptides (derived from protein degradation) in *Gh* fiber, as summarized previously.

The heat map of expression levels of genes related to ROS management via the glutathione-ascorbate cycle [84] is shown in Fig. 9, and the combined transcriptomic and metabolomics data are shown in Fig. 10. The relevant specialized cotton fiber metabolites that were detected in this study included gulono-1,4-lactone, ascorbate, dehydroascorbate, nicotinamide adenine dinucleotide (NAD+), and reduced and oxidized glutathione (GSH and GSSG). Relevant cotton fiber transcripts were homologous to genes encoding gulono-1,4-lactone oxidase (GLOase, or GulLO6), APX, monodehydroascorbate reductase (MDHAR or MDAR), DHAR, glutathione disulfide-reductase (GSR, or GR), and glutathione-dependent peroxidase (GPX) (Additional file 17). At neutral pH most ascorbate is in the form of ascorbate(H^−^), a reducing agent/anti-oxidant that readily donates a hydrogen atom/electron to H_2_O_2_, converting it to harmless H_2_O in a reaction modulated by APX. The (often short-lived) monodehydroascorbate product can donate a second electron to yield dehydroascorbate in a non-enzymatic process. Reduced ascorbate can be regenerated by: (a) MDHAR using monodehydroascorbate and NADH cofactor; or (b) DHAR using dehydroascorbate and reduced glutathione cofactor. In addition, reduced glutathione acts as an anti-oxidant through donating an electron to H_2_O_2_ or oxidized biomolecules, followed by formation of dimeric oxidized glutathione, as catalyzed by GPX enzyme activity. A low GSH:GSSG ratio has been used as a metabolic indicator of oxidative stress in plants [85], and GSR enzyme activity maintains the pool of GSH that is available for ROS scavenging and use as a co-factor during replenishment of the ascorbate pool via DHAR activity.

**Fig. 9:**
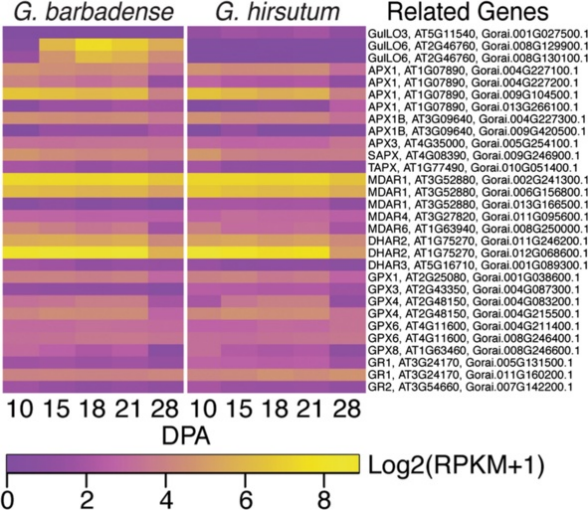
Expression patterns of genes related to ROS management via the glutathione-ascorbate cycle and the glutathione-perioxidase cycle in *Gb* and *Gh* fibers. The heat map parameters are explained in the legend of Fig. 6

**Fig. 10:**
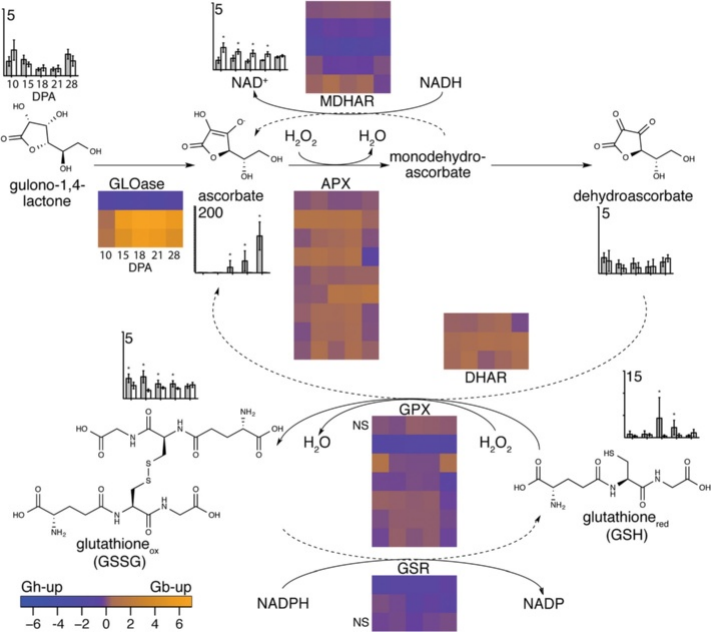
Ratio of transcripts and metabolite levels in the glutathione-ascorbate cycle and the glutathione peroxidase cycle in *Gb* and *Gh* fiber. The pathway is adapted from [93]. Metabolites: Graphs show the level of detected metabolites across DPA in *Gb* (grey bars) and *Gh* (white bars) fiber, with each X-axis tick representing 10, 15, 18, 21, or 28 DPA. The Y-axis shows the scaled imputed means for metabolite concentrations, with the maximum value shown numerically at the top. The detected metabolites are indicated by chemical structures, except for NAD^+^ that was omitted for clarity Oxidized or reduced glutathione are indicated with the subscripts ‘ox’ or ‘red’. Asterisks indicate a significant difference in the cross-genotype comparison (p ≤ 0.05). Ratios of transcripts: The heat maps show the ratio of expression of different loci in *Gb* vs *Gh* fiber, with each DPA represented on the horizontal. Each row represents a different gene, portrayed in the same order for each gene type as in Fig. 9. Enzyme names putatively corresponding to the transcripts are shown adjacent to reaction arrows. Forward or reverse reactions are indicated by solid or dashed lines. All of the transcripts shown had a significantly different expression level between *Gh* and *Gb* fiber on at least one DPA, except where NS is shown in two cases

In contrast to the heat map in Fig. 9 that shows the levels of gene expression in both genotypes, the heat maps in Fig. 10 are ratios of gene expression between *Gb* and *Gh* fiber at each DPA. Only five genes have consistently higher expression in *Gh* fiber (dark purple rows), but these have very low expression in both fiber genotypes. These are homologs of *GLOase* (Gorai.001G027500), *MHDAR* (Gorai.013G166500 and Gorai.006G156800), *GPX* (Gorai.004G087300), and *GSR* (Gorai.005G131500). 

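The *GPX* homolog Gorai.004G087300.1 was lower in *Gb* on every DPA, with 1.45 ± 0.211 RPKM in *Gb* and 4.72 ± 0.389 in *Gh* at 10 DPA (SD, n = 3; log2 difference −1.23 [SE 0.08, adjusted p = 2.9e-12]). The *GLOase* homolog Gorai.001G027500.3 was lower in *Gb* at 10 to 21 DPA (−1.33, −1.88, −1.44 and −1.76), with 3.3 ± 0.0905 RPKM in *Gh* at 21 DPA. The *MDHAR* homolog Gorai.013G166500.1 was lower in *Gb* at 10, 18 and 21 DPA (−1.36, −1.53 and −1.17). The other *MDHAR* homolog, Gorai.006G156800.1, lay between 34.3 ± 0.282 and 74.9 ± 2.46 RPKM in *Gb* and between 47.7 ± 1.86 and 107 ± 5.46 in *Gh*, with log2 differences from −0.50 to −0.29 that did not reach 2-fold (smallest adjusted p = 3.6e-10). Of all 30 loci of ascorbate and ROS management, chosen by the study on these samples and not independent evidence, 3, 3, 4, 5 and 3 were higher in *Gb* and 3, 2, 3, 3 and 1 lower at the 5 DPA, also when adjusted over the list alone, and the list test did not pass (smallest adjusted p = 0.16).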

In following, we emphasize the many other genes with moderate to high expression levels that also have a higher *Gb*:*Gh* expression ratios.

#### Abundance and synthesis of antioxidants

The metabolomics analysis revealed a much higher level of ascorbate in *Gb* fiber at 18 to 28 DPA, with a 138-fold increase at 28 DPA as compared to *Gh* fiber. 

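The *GLOase* homolog Gorai.008G129900.1, whose enzyme makes ascorbate from gulono-1,4-lactone, was at 0.468 ± 0.204, 65.6 ± 7.32, 171 ± 16.3, 114 ± 19.6 and 46.8 ± 5.39 RPKM in *Gb* at 10, 15, 18, 21 and 28 DPA (SD, n = 3). In *Gh* it was listed at 0 in all 3 libraries at 10 DPA and was at 0.128 ± 0.0873, 0.0774 ± 0.0363, 0.0707 ± 0.0516 and 0.00801 ± 0.00725 RPKM after that. The homolog Gorai.008G130100.1 was at 1.6 ± 0.331, 25 ± 2.68, 73.7 ± 5.19, 52.4 ± 8.5 and 19.4 ± 0.806 RPKM in *Gb* and at 0.0647 ± 0.0316, 0.0685 ± 0.0318, 0.129 ± 0.0525, 0.0794 ± 0.0342 and 0.00894 ± 0.00675 in *Gh*. At 15, 18, 21 and 28 DPA the log2 differences were 5.88 (SE 0.11, adjusted p = 9.9e-24), 7.31, 6.73 and 5.56 (SE 0.11, adjusted p = 3.9e-23) for the first and 4.60 (SE 0.09, adjusted p = 5.3e-23), 6.05, 5.62 and 4.34 (SE 0.09, adjusted p = 2.3e-22) for the second. As ratios of mean RPKM, *Gb* exceeded *Gh* by 511, 2203, 1612 and 5850 times for the first and by 365, 572, 660 and 2175 times for the second. The denominators of these ratios lie between 0.00801 and 0.129 RPKM, and 1 *Gh* library was at 0 for the first transcript at 28 DPA, so the ratios at 28 DPA carry little precision. The loci are neighbors on chromosome 8 of *Gr* and may share reads.

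**Figure D3:**
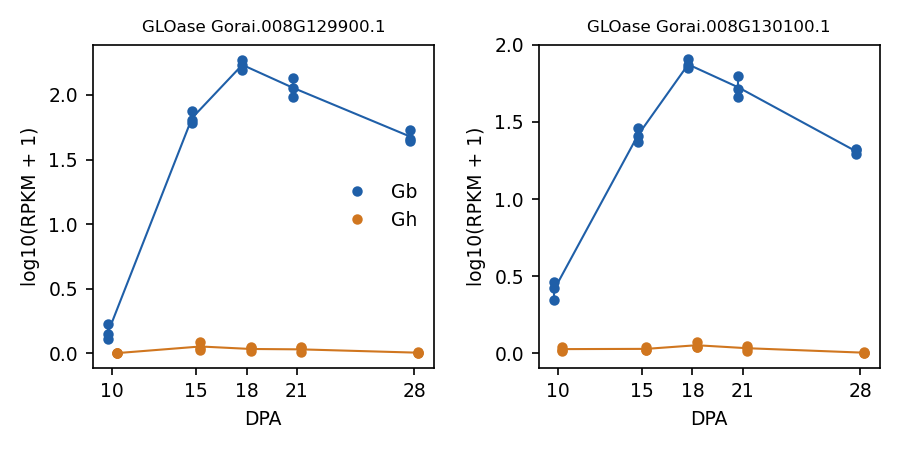
RPKM of the *GLOase* homologs Gorai.008G129900.1 and Gorai.008G130100.1 against DPA in *Gb* and *Gh*, on an axis of log10(RPKM + 1), with 1 point per library and lines through the means (error bars, SD of 3 libraries). *Gb* reaches 171 and 73.7 RPKM at 18 DPA, while the group means of *Gh* stay at or below 0.129.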

*Gb* fiber also expressed two *GLOase* genes at 365-5,385-fold higher level at 15 to 28 DPA (related to Gorai.008G129900 and Gorai.008G130100; both homologs of At2g46760, *AtGUlLO6*). This may be a general attribute of *Gb* accessions, a hypothesis that is supported by our analysis of published microarray data [7]; Additional file 19. In total, our data showed that only three *GLOase* homologs were expressed at RPKM ≥ 2 in cotton fiber. Interestingly, At2g46760 is in a co-expression network (http://atted.jp/cgi-bin/locus.cgi?loc=At2g46760) with the *VND7* transcription factor gene (At1g71930) that initiates SCW synthesis in water-conducting vessels [86] rather than supportive xylem fibers. The GLOase enzyme converts gulono-1,4-lactone into ascorbate, and gulono-1,4-lactone was detected at low similar levels in fibers of both genotypes. At all DPA tested both *Gh* and *Gb* fiber had similar levels of precursors of gulono-1,4-lactone biosynthesis, *myo*-inositol-1-P and *myo*-inositol. Collectively, the data support the possibility that a major difference in *GLOase* gene expression flows into increased GLOase protein and enzyme activity to produce more ascorbate in *Gb* fiber.

*Gb* fiber also had higher levels of one or both forms of glutathione at 10 to 21 DPA as compared to *Gh* fiber. Reduced glutathione was most concentrated at 18 DPA near the onset of cell wall thickening. Correspondingly, the level of glutamate, the precursor for glutathione, was also significantly higher in *Gb* fiber at 10, 18, and 28 DPA. The levels of transcripts homologous to glutathione synthetase or gamma-glutamylcysteine synthetase genes, which encode the enzymes needed for conversion of glutamate to glutathione, were not significantly different between genotypes.

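The glutathione synthetase homolog *GSH2* (Gorai.003G066300.2) was at 5.06 ± 0.306 RPKM in *Gb* and 4.06 ± 0.0634 in *Gh* at 15 DPA (SD, n = 3), and its log2 differences over the 5 DPA lay between −0.15 and 0.26. The gamma-glutamylcysteine synthetase homolog Gorai.006G209400.4 was at 6.54 ± 0.881 and 5.02 ± 0.186 RPKM at 10 DPA, with differences between −0.23 and 0.32. Their smallest adjusted p in limma was 2.2e-04 and 6.2e-05.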

#### Effects of ascorbate on cell elongation

In addition to acting as a general cellular reductant, ascorbate may also contribute to the production of highly reactive hydroxyl radicals in the apoplast. In the presence of copper, ascorbate reduces molecular oxygen to peroxide and Cu^++^ to Cu^+^ resulting in the formation of hydroxyl radicals through a Fenton reaction. The hydroxyl radicals can cleave cell wall polysaccharides such as xyloglucan and pectins, potentially increasing the fluidity of cell wall polymers and enabling cell expansion [87, 88]. This mechanism could operate during the prolonged elongation period of *Gb* fiber when ascorbate levels are high. Proving that ascorbate serves one or both roles during late elongation in *Gb* fiber will be aided by determining the sub-cellular localization of ascorbate and the extent of apoplastic hydroxyl radical production during and after the transition stage.

#### Use and replenishment of ROS scavengers

Both *Gh* and *Gb* fiber expressed numerous genes encoding APX, which mediates the use of ascorbate as a ROS scavenger. The levels of oxidized ascorbate, or dehydroascorbate, were low and similar in 10 to 28 DPA *Gh* and *Gb* fiber, which is consistent with H_2_O_2_ scavenging via ascorbate in both fiber types. 

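Among the ascorbate peroxidase genes, Gorai.004G227200.3 was higher in *Gb* from 10 to 21 DPA, with 12.8 ± 0.549 RPKM against 4.23 ± 0.141 in *Gh* at 15 DPA (SD, n = 3; log2 difference 1.40 [SE 0.08, adjusted p = 6.0e-14]; 1.23, 1.08 and 1.22 at 10, 18 and 21 DPA). Gorai.009G420500.1 was higher in *Gb* at 18, 21 and 28 DPA (1.37 [SE 0.24, adjusted p = 3.2e-05], 1.23 and 1.55) at levels up to 3.08 ± 0.644 RPKM, and Gorai.013G266100.1 at 21 DPA (1.04 [SE 0.12, adjusted p = 3.5e-08]). The most abundant locus, Gorai.009G104500.2, was at 71.1 ± 4.37 and 51.2 ± 1.03 RPKM at 18 DPA, with a difference of 0.46 that did not reach 2-fold. Of 9 loci, 1, 1, 2, 3 and 1 were called higher in *Gb* at 10, 15, 18, 21 and 28 DPA and none lower, with the same counts when adjusted over the list alone. As a list they were higher in *Gb* at 15, 18 and 21 DPA, with median log2 differences of 0.44, 0.44 and 0.51 (adjusted p = 0.012, 0.016 and 0.0066; 0.71, 0.73 and 0.57 with an estimated correlation), and not at 10 and 28 DPA (0.45 and 0.5). The study chose these loci on these samples, so they are not independent evidence. The call of Gorai.004G227200.3 at 18 DPA was lost without the third *Gb* pool (0.99), that of Gorai.009G420500.1 at 21 DPA without the first *Gb* pool (1.13), and that of Gorai.013G266100.1 without the third *Gb* pool (0.96) or after median-ratio scaling (0.99).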

Nine *APX* loci expressed in cotton fiber were homologous to five Arabidopsis *APX* genes, with most of them being more highly expressed in *Gb* fiber. The cellular ascorbate pool can potentially be diminished through the degradation of dehydroascorbate into 2,3-diketogulonate, or the reduced ascorbate pool can be replenished through DHAR and/or MDHAR enzyme activity. DHAR was expressed more strongly in *Gb* fiber, which may indicate its preferential use of the glutathione-dependent DHAR-mediated dehydroascorbate recycling pathway to promote fiber elongation. 

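*DHAR* transcripts had higher means in *Gb* on most DPA, without reaching 2-fold on the log2(RPKM + 1) scale. Gorai.012G068600.1, the most abundant, was at 468 ± 11.6, 359 ± 27.1, 296 ± 6.36, 340 ± 5.54 and 54.5 ± 9.68 RPKM in *Gb* and at 343 ± 32.1, 251 ± 25.4, 171 ± 4.12, 211 ± 17.9 and 29.2 ± 6.18 in *Gh* at 10, 15, 18, 21 and 28 DPA (SD, n = 3). Its log2 differences were 0.45, 0.52, 0.78, 0.69 and 0.88, with the smallest adjusted p = 5.3e-07. Gorai.011G246200.1 had differences between −0.11 and 0.46, and Gorai.001G089300.1 between 0.18 and 0.87. The list of 3 loci did not pass on any DPA (smallest adjusted p = 0.22, none called when adjusted over the list alone), and it was chosen by the study on these samples and is not independent evidence.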

Consistent with this possibility, transgenic plant experiments showed that DHAR enhanced ascorbate content more than MDHAR [89], improved antioxidant capacity, reduced oxidation of lipids, and improved root growth [90].

Both genotypes showed generally similar *GPX* transcript levels, but two of three *GSR* transcripts were higher in *Gh* fiber. This difference may partly account for the 1.4–2.8-fold higher levels of oxidized glutathione in *Gb* from 10 to 21 DPA. 

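Of 7 *GPX* loci, Gorai.004G083200.2 was higher in *Gb* at 10 DPA, with 10.9 ± 0.0309 RPKM against 3.88 ± 0.276 in *Gh* (SD, n = 3; log2 difference 1.29 [SE 0.11, adjusted p = 3.2e-10]), and was not called on the other DPA. Gorai.004G087300.1 was the only one called lower. The list test did not pass on any DPA (smallest adjusted p = 0.5). None of the 3 *GSR* loci was called on any DPA, also when adjusted over the list alone. Their log2 differences between *Gb* and *Gh* were all negative, from −0.90 to −0.10 for Gorai.005G131500.3, from −0.57 to −0.04 for Gorai.011G160200.1 and from −0.20 to −0.16 for Gorai.007G142200.2, and the list test did not pass (smallest adjusted p = 0.16). Gorai.011G160200.1, the most abundant *GSR* transcript, was at 15 ± 0.336 RPKM in *Gb* and 22.8 ± 1.77 in *Gh* at 18 DPA. Both lists were chosen by the study on these samples and are not independent evidence.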

Reduced glutathione was 4.5–12.6-fold higher in *Gb* at 18 and 21 DPA during transitional cell wall remodeling, and the GSH:GSSG ratio was higher in *Gb* fiber (Fig. 11a). Given that a high GSH:GSSG ratio indicates less oxidative stress in plant cells [85], this result is consistent with lower oxidative stress in *Gb* fiber as compared to *Gh* fiber. 

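The alternative oxidase homolog Gorai.005G220500.1 was at 3.82 ± 0.235, 12.9 ± 0.0989, 10.8 ± 1.69, 13 ± 1.84 and 3.35 ± 0.316 RPKM in *Gb* and at 2.8 ± 0.203, 26.1 ± 1.12, 26.1 ± 0.32, 23.4 ± 3.83 and 5.06 ± 0.815 in *Gh* at 10, 15, 18, 21 and 28 DPA (SD, n = 3). At 18 DPA it was lower in *Gb*, with a log2 difference of −1.21 (SE 0.11, adjusted p = 7.6e-10). At 15 and 21 DPA the differences were −0.96 (SE 0.11, adjusted p = 3.3e-08) and −0.80 (adjusted p = 6.5e-07), below 2-fold on the scale of log2(RPKM + 1). It rose in both genotypes between 10 and 15 DPA (1.53 [SE 0.11, adjusted p = 2.8e-11] in *Gb* and 2.83 [SE 0.11, adjusted p = 1.3e-16] in *Gh*) and fell between 21 and 28 DPA (−1.68 and −2.01).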

*Gb* fiber also had significantly lower levels of alternative oxidase transcript (related to Gorai.005G220500.1 and At5g64210/*AOX2*) at 15 and 18 DPA (with the same trend observed at 21 DPA) (Fig. 11b). *AOX* is induced during stress to attenuate ROS accumulation and energy production by bypassing the electron transport chain [91], and higher *AOX* levels are correlated with low fiber quality in the *im* cotton fiber mutant [92]. Higher oxidative stress in the fiber of *Gh* cv Deltapine 90 may be one explanation for its lower quality as compared to the fiber of *Gb* cv Phytogen 800.

**Fig. 11:**
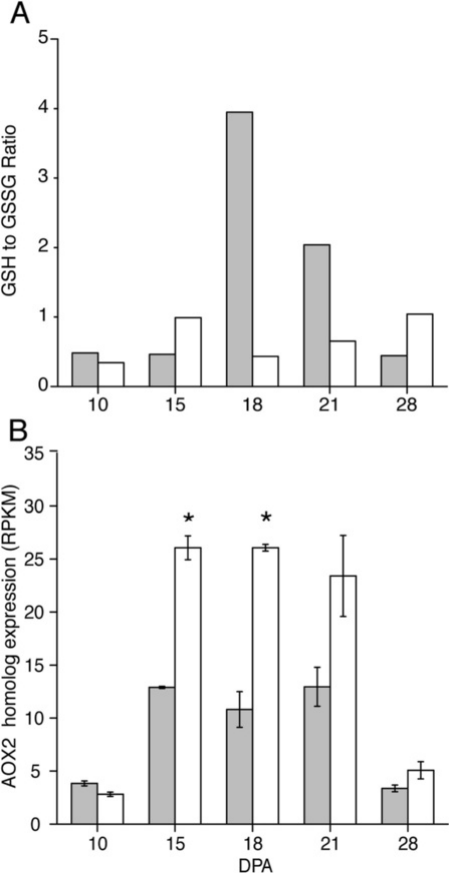
Metabolomic and transcriptomic evidence that transition-stage *Gh* fiber experiences more oxidative stress than *Gb* fiber. **a**) The ratio of reduced glutathione (GSH) to oxidized glutathione (GSSG) in *Gb* (grey bars) and *Gh* (white bars) fiber. The ratio is based on the scaled imputed mean for both metabolites. **b**) The expression level (RPKM) of a putative alternative oxidase (*AOX*) gene in *Gh* (white bars) and *Gb* (grey bars) fiber as derived from RNA-Seq data. The homologous protein in Arabidopsis (AOX2, At5G64210) attenuates ROS production during respiration [91], and the related *Gr* transcript is Gorai.005G220500.1. Asterisks indicate significant differences between genotypes at a given DPA. Error bars are standard deviation

#### Molecular and biochemical supports for increasing cotton fiber length

Our transcriptomic and metabolomic data support the prediction that it will be possible to generate longer fibers in *Gh* and other short fibered cotton (such as *G. arboreum* grown in Asia) through use of breeding or biotechnology strategies to enhance the levels of ascorbate in fiber, to use ascorbate for ROS scavenging via APX, and to recycle dehydroascorbate via DHAR. Over-expression of chloroplast-targeted *APX* provided preliminary indications of an approximately 10 % increase in *Gh* fiber length, while over-expression of *GR* had no effect compared to wild type [33]. Consistently, *Gb* fiber did not show any upregulation of *GR* gene expression in the RNA-Seq data. Our data reveal genes encoding particular isoforms of GLOase, MDHAR, APX, DHAR, and GPX that could be over-expressed to increase the quality of *Gh* fiber (indicated by orange colors assigned to higher *Gb/Gh* gene expression ratios in Fig. 10). In particular, we predict that over-expression of the *GLOase* genes that are uniquely and strongly expressed in *Gb* fiber (related to Gorai.008G129900 and Gorai.008G130100) will improve the length of *Gh* fiber. Higher expression of rat *GLOase* increased ascorbate levels in plants [93]. It may also be beneficial to increase the metabolic flux to gulono-1,4-lactone at the same time so that GLOase does not become substrate limited. Although we did not detect the alternative ascorbate precursor, L-Galactono-1,4-lactone, or any of its upstream metabolites [93] in 10 to 28 DPA cotton fiber, generating flux through this pathway might confer advantages in cotton fiber as well.

To identify other transcripts that might contribute to the sustained elongation of *Gb* fibers, we compared the intersection of three gene sets. The first gene set included *Gb* transcripts with ≥ 2-fold higher or similar expression level in the 28/21 DPA comparison, denoting continued expression during late-stage elongation in the fiber of *Gb* cv Phytogen 800. (Similar expression level was defined as < 2-fold change, or *Gb* 28/21 DPA ratio ≥ 0.5.) The second gene set included *Gh* transcripts with 21/28 DPA expression ratio of ≥ 2-fold, denoting a substantial decline in 28 DPA *Gh* fibers that were no longer elongating. The third gene set included transcripts that were expressed in either genotype at 10 DPA during early high-rate elongation, implying an assumption in this analysis that late-stage elongation in *Gb* fibers was mechanistically similar to early elongation. This assumption was supported by prior data showing that *Gb* fiber had a longer period of plasmodesmatal closure at the fiber foot as compared to *Gh* fiber. The resulting symplastic isolation is thought to increase the turgor pressure that contributes to fast elongation [94].

These three data sets overlapped by 1,288 transcripts (Fig. 12). 

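The intersection holds transcripts that fell at least 2-fold in *Gh* and rose, or fell by no more than 2-fold, in *Gb*. The genes named next are among the 10 loci of the set with the largest difference between *Gb* and *Gh* at 28 DPA. *OCT3* (Gorai.013G146100.1), an organic cation transporter, was at 21.9 RPKM in *Gb* and 0.367 in *Gh* at 28 DPA, the clathrin light chain gene Gorai.010G255300.2 at 22.4 and 0.663, and *sks5* (Gorai.009G189900.1), a SKU5-like protein, at 33.4 and 1.86 (means, n = 3). The oxygenase gene Gorai.006G071700.1 was at 24.4 RPKM in *Gb* and listed at 0 in *Gh*. With a ratio of 28 to 21 DPA of at least 0.5 in *Gb* (25932 transcripts), a ratio of 21 to 28 DPA of at least 2 in *Gh* (15334) and a mean of at least 2 RPKM at 10 DPA in either genotype, 2554 transcripts from 1505 loci were in the intersection. Of these, 2436 were lower at 28 than at 21 DPA in *Gh* at an adjusted p of at most 0.001 in limma, and 267 were called higher in *Gb* than in *Gh* at 28 DPA. For 985 the change from 21 to 28 DPA differed between the genotypes in the interaction test at an adjusted p of at most 0.001, for 283 of them by at least 1 on the log2 scale. The set was chosen on these libraries for a difference in this change, so these counts are not independent evidence. After median-ratio scaling the intersection held 1473 transcripts, of which 461 were in both. With 18 DPA in place of 21 DPA, 1599 of the 2554 were again in it.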

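*TIP1;3* (Gorai.013G265400.1), an aquaporin of the vacuole membrane, was at 88.5 ± 6.7 RPKM in *Gb* and 4.54 ± 0.315 in *Gh* at 28 DPA (SD, n = 3), a log2 difference of 4.01 (SE 0.09, adjusted p = 2.5e-21). Its change from 21 to 28 DPA was −0.35 in *Gb* and −4.55 (SE 0.09, adjusted p = 5.3e-23) in *Gh*. *UGT73B4* (Gorai.002G227900.1), a UDP-glycosyltransferase, was at 26.7 ± 1.97 and 0.515 ± 0.087 RPKM at 28 DPA (4.19 [SE 0.09, adjusted p = 5.5e-22]), with changes of 0.62 and −2.74 (SE 0.09, adjusted p = 7.9e-19). The pectate lyase homolog Gorai.011G161900.1 rose in *Gb* from 3.14 ± 3.53 to 110 ± 17.3 RPKM (5.09 [SE 0.60, adjusted p = 2.8e-08]) and was at 2.93 ± 0.166 and 3.64 ± 1.23 in *Gh*, a difference at 28 DPA of 4.61 (SE 0.60, adjusted p = 4.8e-07), and it is not in the intersection, since its mean in *Gh* did not halve from 21 to 28 DPA. The polygalacturonase-like gene Gorai.008G274700.1 was at 11.6 ± 0.622 and 1.51 ± 0.51 RPKM (2.35 [SE 0.18, adjusted p = 2.8e-11]) and is in it, though not without the third *Gb* pool of 21 DPA or with 18 DPA in place of 21 DPA. The interaction of genotype and time from 21 to 28 DPA was 4.20 (SE 0.13, adjusted p = 4.6e-18) for *TIP1;3*, 3.35 (SE 0.13, adjusted p = 2.4e-16) for *UGT73B4* and 4.88 (SE 0.86, adjusted p = 5.4e-05) for Gorai.011G161900.1.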

Of this subset, the transcripts most highly expressed in 28 DPA *Gb* fibers relative to 28 DPA *Gh* fibers include ones that encode proteins that can logically support continued elongation: a tonoplast intrinsic protein/aquaporin (AtTIP1;3-like); a pectin (pectate) lyase (At1G04680-like); and a UDP-glycosyltransferase (AtUGT73B4-like) (Additional file 20). For each of these highlighted cases (and others not discussed here), there is no other primary transcript mapping to the same Arabidopsis gene identifier in this Venn intersection set, supporting the possibility that the implicated functions and/or protein isoforms may support prolonged fiber elongation.

**Fig. 12:**
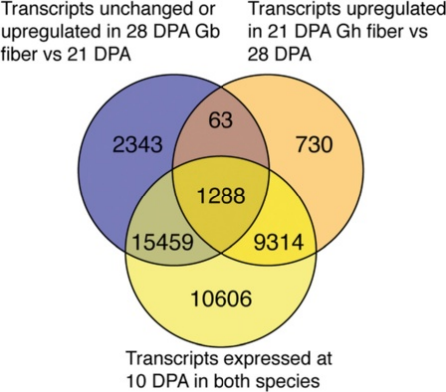
Venn diagram implicating transcripts that may contribute to the extended elongation period of *Gb* fibers. The three transcript sets compared were: (1) upregulated or unchanged from 21 to 28 DPA in *Gb* fibers; (2) downregulated from 21 to 28 DPA in *Gh* fibers; and (3) expressed in both genotypes at 10 DPA during early high-rate elongation. The 1,288 transcripts held in common may support the continued elongation of *Gb* fiber

The aquaporin gene is homologous to water-transporting *AtTIP1;3* (in the Tonoplast Intrinsic Sub-family of aquaporins). This protein localizes to the vacuole and, together with AtTIP5;1, is required for normal Arabidopsis pollen tube growth [95, 96]. The aquaporin gene family in cotton is predicted to be important for the generation of turgor pressure to drive fiber elongation [97]. The pectin lyase is homologous to polygalacturonanase At3g48950, within a complex 67-member Arabidopsis gene family [98]. Pectin degradation may facilitate cell wall loosening and continuing fiber elongation [99]. For example, a pectin lyase with peak expression in 10 DPA *Gh* fiber positively regulates fiber elongation [100]. Arabidopsis UGT73B4 can glycosylate the flavanol anti-oxidant quercetin, which is expected to increase its solubility and stability [101]. A cotton UGT73B4-like protein may function similarly to support the role of flavonoids in ROS management. Related GO biological processes overrepresented in this dataset include: water transport, hydrogen peroxide catabolic process, and cell redox homeostasis (Additional file 21).

The metabolite data also revealed differences in 28 DPA *Gb* fiber that could support prolonged elongation. Of metabolites with ≥10-fold concentration difference across DPA, 11 of 29 were more concentrated in 28 DPA *Gb* fiber, as compared to 21 DPA, whereas 5 of 23 were more concentrated in 28 DPA *Gh* fiber (Additional file 15). The upregulated metabolites at 28 DPA in both genotypes, including raffinose, were discussed previously. The five unique metabolites that were upregulated between 21 to 28 DPA in *Gb* fiber were adenosine, guanosine 3’-monophosphate (3’-GMP), galactinol, stachyose, and phosphoethanolamine. Metabolites that were strongly upregulated (8–138 fold) in 28 DPA *Gb* vs *Gh* fiber included adenosine 5’-diphosphate (ADP), three flavonoids (leucocyanidin, catechin, gallocatechin), stachyose, glucarate, and ascorbate (Table 4). Phosphoethanolamine is a precursor for synthesis of the phospholipids required to support continuing fiber elongation. In addition to ascorbate and flavonoids, galactinol and raffinose can scavenge free radicals [102]. Stachyose is also within the family of ‘raffinose oligosaccharides’ and may play a similar role in ROS remediation in cotton fiber. These oligosaccharides may also act as osmolytes to increase turgor pressure during a prolonged elongation period [55]. Glucarate (or D-glucaro-1,4-lactone) is able to protect biomolecules, such as lipids and proteins, against oxidative damage by ROS, including H_2_O_2_ [103]. In summary, several ways of looking at the data implicate enhanced ROS management as a key feature supporting the prolonged elongation and greater final length of the fiber of *Gb* cv Phytogen 800 as compared to *Gh* cv Deltapine 90.

## Conclusions

Deep transcriptomic and metabolomic analyses provided unparalleled insights into similarities and differences of fiber development in two genotypes of commercial allotetraploid cotton with well-characterized fiber development profiles. The implications of this rich data set can be experimentally tested in numerous ways. As examples, the expression levels of putatively important transcripts can be manipulated, including analysis of the presence and activity of the encoded proteins. Attempts can be made to change the metabolome of short-fibered cotton to be more like this cultivar of *Gb* fiber. Cotton diversity panels can be analyzed to look for repetitive correlations between useful fiber traits and particular genes and metabolites implicated by our data.

The specific stages analyzed in this study included primary wall synthesis to support high-rate elongation, transitional cell wall remodeling, and secondary wall thickening via mainly cellulose synthesis. During high rate elongation at 10 DPA, the transcriptomes and metabolomes of the fibers of both genotypes were complex with about 88 % of the transcripts and 95 % of the metabolites analyzed in this study being detected. Transitional cell wall remodeling was a discrete, relatively stable developmental stage lasting at least four days (18 to 21 DPA). Transcription factors associated with secondary wall synthesis in sclerenchyma cells began to be expressed then and persisted until 28 DPA when cellulose synthesis dominates. However, numerous transcripts encoding lignification activators were missing, whereas transcripts encoding a lignin repressor were present at 28 DPA. Correspondingly, the monolignol precursors of lignin were not detected in the cotton fiber metabolome. Therefore, commercial cotton fiber is white, soft, and absorbent due to the repression of lignification at the transcriptional level.

The data consistently supported a greater capacity for managing ROS in long cotton fiber, which correlated with higher protein levels and less protein degradation in the *Gb* cultivar as compared to the *Gh* cultivar we analyzed. The data showed a greatly increased level of ascorbate during the late elongation phase of the fiber in *Gb* cv Phytogen 800, and transcriptional clues suggested this is likely due to the activity of particular GLOase isoforms. In ongoing experiments, we are testing our prediction that enhanced ascorbate biosynthesis and recycling contributes to the extended elongation period and longer final length of *Gb* fiber either through general ROS management, by indirect modification of cell wall polysaccharides, or both. Further mining of the data will point to many fruitful avenues for future experimentation on the genetic and biochemical regulators of cotton fiber morphogenesis and quality.

## Methods

### Plant growth

The cotton cultivars used in this study were *Gossypium hirsutum* cv Deltapine 90 and *Gossypium barbadense* cv Phytogen 800. Plants were grown in parallel at the North Carolina State University Phytotron in a controlled greenhouse with a 26 °C/22 °C day/night temperature cycle. Under these well-controlled conditions, the plants developed vigorously with similar vegetative growth. The temporal progression of fiber development was repeatable between growing cycles. As needed, 1000 W metal halide lights were used to supplement day length to approximately 12 h a day. Plants (one per 6-L pot) were potted in a 2:1 (v/v) mixture of washed and sterilized gravel (# 16, construction grade) and Redi-earth Plug and Seedling Mix (#F1153; Sun Gro Horticulture Canada; based on the original “Cornell Mix”, [104]. Plants were watered twice daily with a solution containing macro- and micronutrients [105]. Fourteen plants of each cotton genotype were arranged in 4 rows of 7 plants each on wheeled carts holding one plant from each genotype. The carts were rotated once per week to equalize exposure of each plant to light on the edges of the plant block. Samples combined into one RNA pool were selected from positions distributed throughout the plant block.

### Fiber sampling

Flowers were tagged upon opening, and fiber for each DPA sampled (10, 15, 18, 21, and 28 DPA) was collected from a 1st position boll between nodes 10 and 16 (low to middle on the plant) between September and January. Bolls were primarily collected from 12:00-4:00 pm to minimize potential expression variability associated with time of day. All bolls included in the samples had diameter in a range previously established as typical for that DPA (data not shown), indicating normal growth of the fruits containing the assayed fibers. Within 5 min after the boll was harvested, bolls were cut open with a razor blade and cotton seed and fiber were frozen in liquid nitrogen. The samples were gently ground under nitrogen in a mortar and pestle until the developing seeds and fibers had separated, then seeds were removed with forceps. The remaining cotton fiber was then ground to a fine powder and stored at −80 °C until RNA and metabolite extraction.

### Overview of the statistical and gene identifier framework

Methods for statistical analysis are described in pertinent sections below. In the data interpretations, we generally highlighted significant differences defined for: (a) transcriptomics, q-values ≤ 0.001 and fold changes ≥ 2; and (b) metabolomics, *p*-values ≤ 0.05 and q-values ≤ 0.1, which indicates that ≤10 % of the discoveries called significant are possibly false positives. The q-values associated with *p*-values ≤ 0.05 in the metabolomics data are often considerably lower than 0.1 and both values are available in the supporting data. Arabidopsis gene identifiers, names and associated information are available at TAIR (http://www.arabidopsis.org/), and *Gr* gene identifiers and associated information are available at (www.phytozome.net). The heat maps and discussion generally relate only to primary transcripts (designated as such by read abundance in *Gr*, [47]), but data for all transcripts from one locus are available in the additional files.

### Transcriptomics

As detailed below, the transcriptome from each of 10 samples (5 DPA × 2 genotypes) was derived from three cDNA sequencing libraries, and each library contained RNA from the fiber of three bolls collected from different plants. Therefore, the transcriptome of each sample cumulatively represents fiber from three biological replicates inclusive of nine bolls from nine different plants. As described in detail below, > 2 billion reads were compiled from 37–97 M reads from each of 30 libraries (3 libraries × 5 DPA × 2 genotypes).

#### RNA extraction and quality control

RNA was extracted from 100–250 μl volumes of ground cotton fiber using a kit (Sigma Spectrum Total Plant RNA Kit; Sigma-Aldrich, www.sigmaaldrich.com) per the manufacturer’s instructions for protocol A and including an on-column DNAse digestion (Sigma DNase70 Kit; Sigma-Aldrich, www.sigmaaldrich.com). RNA quality was first assessed by spectrophotometry (Nanodrop; Thermo Scientific, www.thermoscientific.com) to ensure that all samples had a 260/280 absorbance between 2.0–2.2. Prior to library preparation RNA pool quality was assessed on the Agilent bioanalyzer (www.agilent.com).

#### Library preparation

For each sample, three cDNA libraries were prepared fee-for-service by the Genomic Sciences Laboratory at North Carolina State University (research.ncsu.edu/gsl/) using the Illumina TruSeq RNA sample prep kit v2 (www.illumina.com). Total RNA (1 μg) was purified using poly-T oligo-attached magnetic beads to isolate poly-A containing mRNA. The mRNA was chemically fragmented using divalent cations and fragments were reverse transcribed into first strand cDNA using random primers. Second strand synthesis was carried out using DNA Polymerase I and RNaseH. Ends were repaired on the double-stranded cDNA to convert overhangs into blunt ends, 3’ ends were adenylated, and adapters with indexes for multiplexing were ligated. The library was amplified with a PCR reaction and then small fragments were removed (AmpureXP beads; www.beckmancoulter.com). The final library was quantified on the Agilent Bioanalyzer High Sensitivity DNA Chip; (www.agilent.com) prior to pooling.

#### Sequencing

Six libraries per timepoint (3 per genotype) were pooled at equimolar concentration, denatured, diluted with hybridization buffer, and clustered at 9.5pM concentration via cBot in one lane of an Illumina TruSeq PE v3 flowcell. A PhiX v3 control library spike-in was included in the lane to monitor clustering and error rate during sequencing. The flowcell was sequenced on a HiSeq2000 instrument with TruSeq SBS v3-HS chemistry (Illumina; www.illumina.com) following the manufacturer’s instructions for 2 ×100 bp reads with single indexing.

#### Mapping reference and annotation

To generate a mapping reference, we combined information from *Gr* (D genome) and *Ga* (A genome) cotton, representative of the diploid ancestral genomes of modern tetraploid cotton. *Gr* transcripts were obtained from the D genome resource at PHYTOZOME (http://www.phytozome.net/) [47], and the assembled *Ga* ESTs were described in [48]. The *Gr* genome contains 37,505 protein coding genes and 77,267 annotated protein coding transcripts. Blastn was used to identify redundant sequences between the *Gr* transcripts and the *Ga* ESTs, and all sequences with ≥ E-10 match to a *Gr* transcript were omitted from the *Ga* contig assemblies in order to give priority to *Gr* genome information. A total of 98,807 cotton fiber transcripts generated in the current study were mapped to the reference, with 98 % of them matching *Gr* sequences. Note that this does not indicate an allelic expression bias. Instead it indicates our use of the *Gr* genome resources for further analysis whenever possible. This is a valid approach as indicated by only 1.8 % average amino acid difference between A and D protein orthologs [106].

Annotation information, including gene IDs for Arabidopsis homologs, was adopted from the cotton D genome resource at www.phytozome.net. These annotations were validated using Blastp against the TAIR peptide database (updated 12/14/2010). Of the RNA-Seq reads that we analyzed further (RPKM ≥ 2), only 2,106 of 41,566 reads (5 %) mapped uniquely to the *Ga* EST assemblies (NCBI Transcriptome Shotgun Archive (TSA) accession number GBYK00000000), and these were annotated if possible using Blastx against TAIR with 1E-5 cut-off. Additional sequence annotation and KEGG (www.genome.jp) reference pathway mapping was performed using Blast2GO version 2.7.2 (www.blast2go.com) [107]. Blastx was used to compare sequences against the NCBI non-redundant database with an expectation value cut-off of 1E-10 for sequences mapping to the *Gr* reference and 1E-4 for A genome contig assemblies. GO annotation was performed using Blast2GO default settings (1E-5) and was refined using the Blast2GO ANNEX tool.

#### Quantification of raw reads

Raw reads from the two genotypes of cotton fiber were mapped to the reference set using Burrows-Wheeler Aligner (BWA version 0.6.2; http://bio-bwa.sourceforge.net/) allowing for a maximum of 4 % mismatches. Sequence reads mapping to the reference were counted through BEDTOOLS (version 2.16.2; https://github.com/arq5x/bedtools2) after file format conversion using SAMTOOLS (version 0.1.18; http://samtools.sourceforge.net/). For normalization of read counts, RPKM values were calculated on the three replicates of each sample as: number of mapped reads per gene divided by total mapped reads and transcript size, followed by multiplication by 1 million. RPKM values for each gene were averaged from replicates for further analysis.

#### Differential gene expression

Differential gene expression was compared in a pair-wise manner within and between fiber genotypes. For *Gh* and *Gb* fiber, successive DPA were compared and the 10 vs 28 DPA comparison was included to emphasize the contrast between primary and secondary wall synthesis. For the between genotype comparisons, the data from the same DPA were compared in *Gh* vs *Gb* fiber. For differential gene expression, three biological replicates per sample were then subject to statistical tests, using the samWrapper package (DEGseq version 2.6; http://bioconductor.org/packages/release/bioc/html/DEGseq.html) in R (www.**r**-project.org) followed by multiple correction (FDR ≤ 0.001). The computational analysis of differential gene expression was performed in a Linux environment at TACC (Texas Advanced Computation Center) at University of Texas at Austin.

### Metabolomics

Five biological samples of 100 mg ground fiber were processed for each DPA. For 44 of the 50 samples, the same material used for sequencing was also used for metabolomic analysis (Metabolon Inc., Durham NC; www.metabolon.com). In a few cases, additional fiber was collected for metabolomics: 2 *Gb* bolls at 10 DPA and 1 boll each for *Gb* and *Gh* fiber at 18 and 21 DPA. Normalization was based on fiber dry weight, with a ratio of 15 μl extraction solvent per 1 mg. Protein was not used for data normalization due to the decline in total protein content (analyzed by Bradford assay) during fiber development and the higher protein level in *Gb* fiber (Fig. 4). Due to the approximately two-fold increase in the fiber weight per unit length ratio in both *Gh* and *Gb* fiber between 21 and 28 DPA [10], the 28 DPA samples were presumed to have less cytoplasmic contribution to the metabolite pool. Therefore, in the 28 DPA samples and within the 2-fold range, metabolite increases may be under-estimated and metabolite decreases may be over-estimated in terms of actual cytoplasmic concentration.

An automated sample preparation process was used (MicroLab STAR® system; hamiltonrobotics.com). For quality control, recovery standards were added prior to the first step in an aqueous and organic extraction process designed to remove proteins while maximizing recovery of small molecules. The resulting extract of each sample was divided into two aliquots for analysis by Liquid and Gas chromatography/mass spectrometry (GC/MS; LC/MS; LC/MS^2^). Residual organic solvent was evaporated (TurboVap®/Zymark; www.perkinelmer.com), and then each sample was frozen and dried under vacuum. The LC/MS and GC/MS methods were described previously [108, 109]. For GC/MS the column was 5 % phenyl and the temperature was ramped from 40° to 300 °C over 16 min. LC/MS and GC/MS data were automatically matched to a library of chemical standards as described in [110]. Compounds were identified as described previously [111, 112], but for our analysis a chemical library based on approximately 3000 standards was used. Normalization for instrument inter-day tuning differences, data scaling, and imputation of missing values were performed as described in [113].

### Analysis using R ver 3.1.1

Overrepresentation of KEGG pathways was calculated using the R function phyper and the family-wise error rate and false discovery rates were calculated using the R function p.adjust. Heat maps were produced on transcripts with RPKM ≥ 2 in either fiber genotype using the R function heat map.2 in the gplots package version 2.14.2 [114]. Due to display size limitations, alternative transcripts (as referenced to the *Gr* genome; www.phytozome.net; [47] were omitted from the heat map datasets, with the exception of the respiratory oxidative burst genes. This omission was done after checking that the correlation between primary and secondary transcripts from the same locus was ≥0.73 and that the annotations at Phytozome were identical. The only exception to this high correlation rule was for an alternative transcript related to chalcone synthase that was expressed in *Gh* fiber (R = 0.99 compared to the primary transcript), but the corresponding locus had essentially no expression in *Gb* fiber (RPKM < 0.14). Plots were generated using the R function barplot in the gplots package. Cluster analysis was done using the R package Mfuzz [49]. The optimal fuzzifier values were calculated for each set of transcripts and metabolites using the function mestimate. Potential optimal cluster numbers were estimated using the minimum centroid distance with the function dmin. Venn diagrams were drawn using the package VennDiagram [115].

### Availability of supporting data

The raw sequencing data supporting the results of this article have been deposited to the NCBI sequence read archive (http://www.ncbi.nlm.nih.gov/sra/) under accession SRP049330 and bioproject archive (http://www.ncbi.nlm.nih.gov/bioproject/) PRJNA263926. The contig assemblies from *G. arboreum* were deposited in the NCBI Transcriptome Shotgun Archive (TSA) (http://www.ncbi.nlm.nih.gov/genbank/tsa) under accession GBYK00000000. The processed data sets supporting the results of this article are included within the article and its additional files.

## Additional files

Additional file 1:
***Gb*** **Transcriptome data.** Transcript levels (RPKM) for *Gb* fiber at 10, 15, 18, 21, and 28 DPA. Additional file 2:
***Gh*** **Transcriptome data.** Transcript levels (RPKM) for *Gh* fiber at 10, 15, 18, 21, and 28 DPA. Additional file 3:
**Metabolome data.** Metabolite levels and the results of pair-wise statistical comparisons for *Gb* and *Gh* fiber at 10, 15, 18, 21, and 28 DPA. Additional file 4:
**KEGG pathway enrichment_Metabolites.** Overrepresented KEGG pathways in the fiber metabolome. Additional file 5:
**Blast2GO sequence annotation.** Top NCBI BLASTX hits for reference sequences with RPKM ≥ 2. Additional file 6:
**Blast2GO KEGG pathway mapping.** Predicted KEGG pathways and enzyme codes for reference sequences with RPKM ≥ 2. Additional file 7:
**KEGG pathway enrichment_Transcripts.** Overrepresented KEGG pathways as inferred from the combined fiber transcriptome from *Gb* and *Gh* fiber. Additional file 8:
**GO Biological Processes 28 vs 21 DPA.** Gene Ontology biological processes that are overrepresented in 28 DPA transcripts compared to 21 DPA in *Gb* or *Gh* fiber. Additional file 9:
***Gb*** **differentially expressed genes across DPA.** Transcripts differentially expressed for pairwise comparisons of *Gb* fiber at 10, 15, 18, 21, and 28 DPA. Additional file 10:
***Gh*** **differentially expressed genes across DPA.** Transcripts differentially expressed for pairwise comparisons of *Gh* fiber at 10, 15, 18, 21, and 28 DPA. Additional file 11:
**Transcript clusters.** The six transcript clusters in *Gb* or *Gh* fiber and the overrepresented GO biological processes associated with each cluster. Additional file 12:
***Gb*** **differentially expressed genes across genotypes.** Transcripts more highly expressed in *Gb* fiber compared to *Gh* fiber at 10, 15, 18, 21, and 28 DPA. Additional file 13:
***Gh*** **differentially expressed genes across genotypes.** Transcripts more highly expressed in *Gh* fiber compared to *Gb* fiber at 10, 15, 18, 21, and 28 DPA. Additional file 14:
**Cross-genotype GO Biological Processes enrichment.** Gene Ontology biological processes overrepresented in transcripts differentially expressed between *Gb* and *Gh* fiber. Additional file 15:
**High concentration and high change metabolites.** Tables of the most concentrated metabolites in *Gb* or *Gh* fiber and those with a 10 fold or greater change between 10 and 28 DPA. Additional file 16:
**Metabolite clusters.** Lists of metabolites in each of the four metabolite clusters found in *Gb* or *Gh* fiber. Additional file 17:
**TAIR blastp.** Homology and annotation information derived from TAIR Blastp for transcripts displayed in the heat maps and graphs. Additional file 18:
**Transcripts associated with respiratory oxidative burst.** Heat map of transcripts encoding Rho-like GTPases (RAC), respiratory burst oxidase homologs (RBOH), and copper and manganese superoxide dismutase (CSD, MSD). Additional file 19:
**Comparing RNA-Seq and Microarray Data.**
Additional file 20:
**Transcripts for extended elongation.** A list of 1288 transcripts that potentially contribute to extended elongation in *Gb* fiber at 28 DPA. Additional file 21:
**Extended elongation GO Biological Processes.** Gene Ontology biological processes overrepresented in the 1288 transcripts correlated with extended elongation in *Gb* fiber at 28 DPA.

# Supplementary material for: Metabolomic and transcriptomic insights into how cotton fiber transitions to secondary wall synthesis, represses lignification, and prolongs elongation
**Source:** BMC Genomics. 2015 Jun 27;16(1):477. doi: 10.1186/s12864-015-1708-9
**Supplement:** Additional file 19: — Comparing RNA-Seq and Microarray Data.

Additional File 19

Comparing RNA-Seq and Microarray Data

Metabolomic and transcriptomic insights into how cotton fiber transitions to secondary wall synthesis, represses lignification, and prolongs elongation

John R. Tuttle, Gyoungju Nah, Mary V. Duke, Danny C. Alexander, Xueying Guan, Qingxin Song, Z. Jeffrey Chen, Brian E. Scheffler, Candace H. Haigler

To explore whether the gene encoding gulono-1,4-lactone oxidase (called GulLO6 or GLOase) was up-regulated in other *Gh/Gb* cotton fiber comparisons, we analyzed published microarray data. Previously, gene expression in another pair of cultivars, *Gh* cv TM-1 and *Gb* cv Hai7124, was compared at similar days post anthesis (DPA) using a microarray platform [1]. The data from the prior study are available under NCBI GEO accessions GPL2610, GPL8569, and GSE18028.

As a basis for our search, we used 288 differentially expressed genes at 10 or 28 DPA that were highlighted in the main text of Tuttle et al. describing the RNA-Seq data. We checked the correspondence of these 288 genes with 415 genes that were called differentially expressed at 10 or 25 DPA in the published microarray paper [Table S1 of reference 1]. Note that in the microarray study [1] only 10 and 25 DPA data were used to evaluate differential expression, although data were available in the primary data files for 10, 15, 20, and 25 DPA as shown in Figure S1. The time-points of 25 and 28 DPA are likely to represent similar physiological times in fiber development (secondary wall cellulose synthesis stage, with continuing elongation only in *Gb* fiber) despite the differences in growing conditions in the two studies. The similar patterns of gene expression shown in Figure S1 below support the similar timing of fiber development in the two studies.

Blastn was used to match the relevant *G. raimondii* transcript identifiers (Additional file 17) with the most homologous microarray probes. E-values are displayed in Table S1 below. Sequences for the subset of genes implicated as being differentially expressed by RNA-Seq were downloaded from Phytozome and compared to the microarray probe sequences using blastn (1E-5 cut-off) to obtain microarray probe IDs with high homology to *G. raimondii* transcripts. To produce the comparative heatmap (Figure S1), *Gh/Gb* untransformed microarray ratios from [1] were downloaded from NCBI GEO accession number GSE18028, averaged, and log2 transformed for comparison to log2 transformed RPKM ratios derived from the RNA-Seq data in Tuttle et al. Table S1 below shows the raw data used to produce the heat map.

Five microarray probes were homologous to the same *G. raimondii* identifiers as differentially expressed genes in the subset of the RNA-Seq data used in this comparison. Based on high E-values as compared to Arabidopsis genes (Additional File 17), these are expected to encoded enzymes involved in synthesis of xyloglucan (CSLC4, cellulose-synthase-like C4), lignin (HCT, hydroxycinnamoyl-coA/Shikimate hydroxycinnamoyl-transferase), flavonoids (CHS, chalcone synthase), and ascorbate (GulLO6/GLOase). The *Gh/Gb* expression ratios had similar patterns in the RNA-Seq and the microarray data for each comparison. Specifically, *Gh* fiber had higher expression of *CSLC4* and two *CHS* isoforms, whereas *Gb* fiber had higher expression of *HCT* early in fiber development and *GulLO6* (GLOase) later in fiber development.

The authors of [1] did not discuss the *GulLO6* (GLOase) gene expression data in their manuscript, probably because the expression difference between the cultivars was significant but relatively low, as may often happen due to the lower dynamic range of microarray signals as

compared to RNA-Seq. Alternatively, the expression bias in *Gb* cv Hai7124 as compared to *Gh* cv TM-1 might be of lesser magnitude than in the two cultivars compared in Tuttle et al. The important point is that two independent comparisons showed up-regulated *GulLO6* (*GLOase*) gene expression in *Gb* cotton fiber. The similar expression patterns shown for the other genes in the heat map (Figure S1) supports the general reliability of the RNA-Seq data.

Reference

[1] Chen X, Guo W, Liu B, Zhang Y, Song X, Cheng Y, Zhang L, Zhang T: **Molecular mechanisms of fiber differential development between *G. barbadense* and *G. hirsutum* revealed by genetical genomics.** *PLOS ONE* 2012, 7(1):DOI:10.1371/journal.pone.0030056.

Table S1. Comparison of a sub-set of genes from the RNA-Seq experiment in Tuttle et al with a published microarray experiment on another pairwise comparison of *Gh* and *Gb* cultivars [1].

RNA-Seq Sub-set of Differentially Expressed Genes							Homologous GPL2610 Microarray Differentially Expressed Genes					E-value
REFERENCE ID	TAIR LOCUS	10 DPA	15 DPA	20 DPA	28 DPA	GENE NAME	GPL2610 ID	10 DPA	15 DPA	20 DPA	25 DPA	
Gorai.006G028400.1	AT3G28180	1.84	1.20	1.33	0.09	CSLC4	CM043G11	0.62	0.40	-0.02	0.56	0
Gorai.006G028400.2	AT3G28180	1.85	1.15	1.26	0.05	CSLC4	CM043G11	0.62	0.40	-0.02	0.56	0
Gorai.006G028400.3	AT3G28180	1.83	1.17	1.23	0.07	CSLC4	CM043G11	0.62	0.40	-0.02	0.56	0
Gorai.011G130700.1	AT5G48930	-2.30	-1.39	-1.06	-0.03	HCT	CM048C05	-2.06	-0.23	0.02	0.33	0
Gorai.011G130700.2	AT5G48930	-2.72	-1.72	-1.25	0.00	HCT	CM048C05	-2.06	-0.23	0.02	0.33	0
Gorai.011G130700.3	AT5G48930	-2.20	-1.35	-1.12	0.00	HCT	CM048C05	-2.06	-0.23	0.02	0.33	0
Gorai.011G130700.4	AT5G48930	-2.74	-1.74	-1.32	-0.03	HCT	CM048C05	-2.06	-0.23	0.02	0.33	0
Gorai.011G130700.5	AT5G48930	-2.75	-1.76	-1.26	-0.03	HCT	CM048C05	-2.06	-0.23	0.02	0.33	0
Gorai.011G130900.1	AT5G48930	-2.66	-0.79	-0.47	-0.01	HCT	CM048C05	-2.06	-0.23	0.02	0.33	5E-154
Gorai.011G131500.1	AT5G48930	-5.26	-3.23	-2.54	-0.10	HCT	CM048C05	-2.06	-0.23	0.02	0.33	0
Gorai.011G132100.1	AT5G48930	-6.11	-4.52	-3.92	-0.23	HCT	CM048C05	-2.06	-0.23	0.02	0.33	0
Gorai.006G000200.1	AT5G13930	5.41	4.90	4.53	5.75	CHS	CM067B03	1.78	2.60	1.83	1.04	5E-125
Gorai.006G000200.2	AT5G13930	5.14	4.93	4.45	5.46	CHS	CM067B03	1.78	2.60	1.83	1.04	2E-113
Gorai.005G035100.1	AT5G13930	5.05	3.42	4.35	4.30	CHS	CM100D01	1.29	1.84	1.69	1.18	0
Gorai.008G129900.1	AT2G46760	-0.55	-5.88	-6.75	-5.57	GulLO6	CM047E10	-0.18	-1.26	-0.61	-0.92	0
Gorai.008G130100.1	AT2G46760	-1.29	-4.61	-5.63	-4.34	GulLO6	CM047E10	-0.18	-1.26	-0.61	-0.92	0

Gh/Gb expression ratios are shown.

RNA-Seq values are LOG2(*Gh* RPKM+1/*Gb* RPKM+1)

GPL2610 values are LOG2(*Gh/Gb* Lowess-normalized microarray signal intensities from NCBI GEO accession GSE18028)

E-values are for blastn (E-value $\leq 1E-5$) comparisons of *G. raimondii* reference sequences against microarray probe sequences.

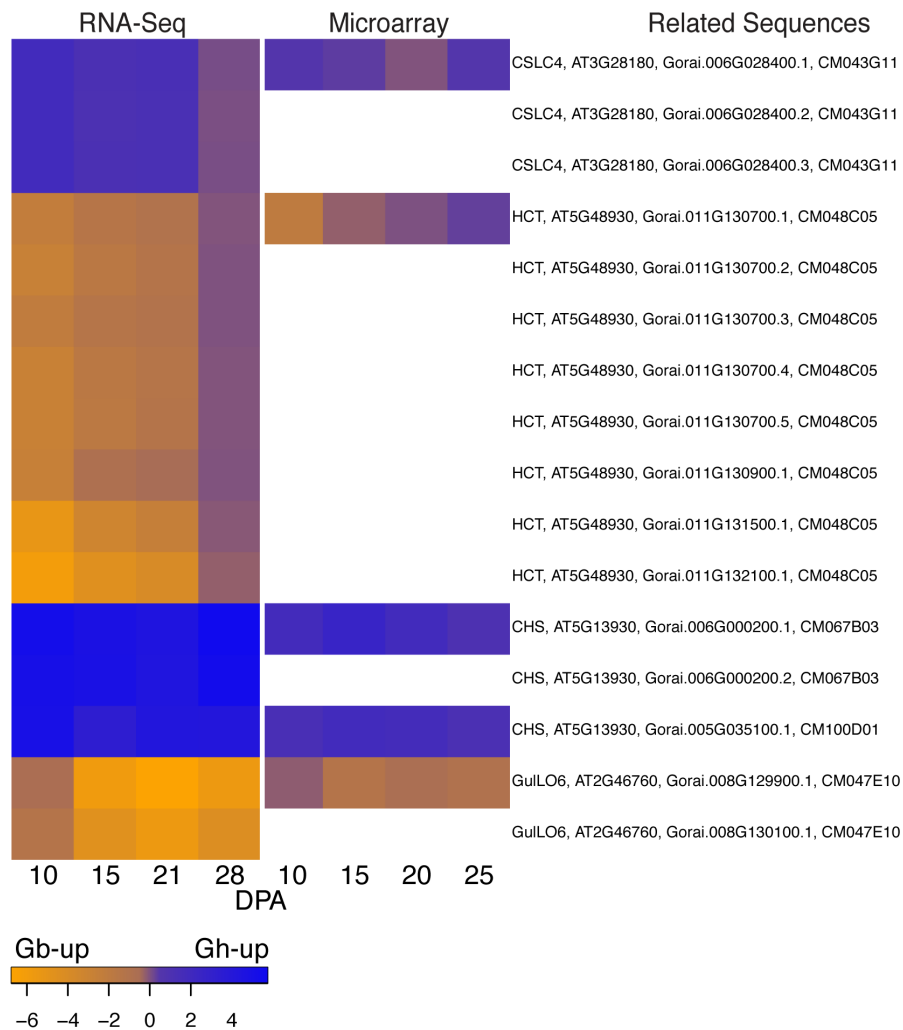

Figure S1. Heat Map showing that the expression of *GulLO6* (*GLOase*) is up-regulated in a published microarray experiment comparing two other cultivars of *Gh* and *Gb* cotton [1]. This heat map shows the ratios of *Gh/Gb* gene expression for selected genes that arose through the comparative strategy described above, including *GulLO6* (*GLOase*). Higher expression in *Gb* and *Gh* cotton fiber is indicated by orange and blue, respectively. The values used to create the heatmap were log2-transformed *Gh/Gb* ratios of average RPKM plus one (RNA-Seq) or Lowess-normalized *Gh/Gb* signal intensity ratios (microarray) (see Table S1). The related sequences include the gene name and identifier number for the Arabidopsis homolog, the *G. raimondii* transcript identifier homologous to the *Gh* and *Gb* sequences, and the ‘CM’ identifiers of the probes on the GPL2610 array.

How the deposited data were processed for this re-analysis (not part of the article)

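RNA from developing fiber of *Gb* and *Gh* was sequenced at 10, 15, 18, 21 and 28 DPA, with 3 libraries for each of the 10 groups of genotype and DPA and 30 libraries in all. Each library held RNA of fiber pooled from 3 plants, and the 6 libraries of each DPA were sequenced together in 1 lane, so that lane and DPA cannot be told apart. The authors aligned the reads with BWA to the transcripts of *Gr* together with contigs of *Ga*, counted them per transcript with bedtools (version 2.17.0 in the sample labels), and expressed the counts as RPKM. The authors' deposited tables hold these RPKM values for 41556 transcripts and no counts, so no interval that needs read counts was computed, and what depth limits is not known per library. The lowest correlation of log2(RPKM + 1) between replicates was 0.976 and the median 0.994. The sums of RPKM per library ranged from 616458 to 658202. Further tables deposited by the authors give, for each comparison, a linear ratio of the group means of RPKM and a q-value, which the authors made with the SAM procedure of DEGseq, and list the transcripts that passed. That ratio was checked to equal the ratio of the group means of the deposited RPKM. These tables were used only for counts named as the authors'. The authors' deposited table of transcripts lower in *Gh* at 28 than at 21 DPA is a copy of their table of those that were higher, and it was not used.

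The values were analysed as log2(RPKM + 1). One linear model with a mean for each of the 10 groups was fitted to all 30 libraries with limma 3.58.1 in R 4.3.3, with moderated variances that follow the mean level (3.87 prior degrees of freedom), and p-values were adjusted by the Benjamini-Hochberg method within each comparison. The model takes 1 variance per transcript for all 10 groups, so differences in spread between groups were not modelled. A transcript was called at an adjusted p of at most 0.001 and a 2-fold change on the log2(RPKM + 1) scale, where the paper states the same FDR and a 2-fold change. All 41556 transcripts were tested, since each has a mean of at least 2 RPKM in at least 1 group. There were 15 comparisons of 2 groups, 3 interactions of genotype and time, and an F test over the 5 DPA in each genotype. The pool numbers do not pair the libraries, since the residuals of pools with the same number had a mean correlation of 0.007 and those of pools with different numbers −0.004, so pool number was a factor only in an alternative. Fuzzy c-means clustering used the 6 centres of the paper. Tables were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

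Gene lists were tested in 7 comparisons with camera from limma at a preset correlation of 0.01 between the genes of a list, with 1 transcript per locus, the one with the highest mean RPKM, and adjustment over 48 lists, and a list passed at an adjusted p of at most 0.05. Camera compares a list with all other loci. The lists have 4 sources. Those of *CSL*, secondary wall transcription factors, lignin related genes, the oxidative burst and ascorbate and ROS management, with parts of these, were chosen by the study on these samples, so that their direction is not independent evidence, while the *CESA* lists hold all the loci that the paper counts in the *Gr* genome. The others are pathways by homology, homologs of Arabidopsis loci, and families by the words of the annotation, where the actins include actin-related proteins. Another 4 lists of 75 Arabidopsis loci mark embryo and seed storage, photosynthetic, lignifying and dividing tissue. The thresholds, the lists, the alternatives other than those named as added, and the rule for the transcripts named in the text were set before the data were examined. The rule takes every transcript that the paper names, the 10 loci with the largest rise and the 10 with the largest fall at 28 against 21 DPA in each genotype and between the genotypes on each DPA (called, with a mean of at least 10 RPKM in the higher group, no overlap between libraries and an Arabidopsis gene name), and for each list the 2 members with the largest called change and the 2 with the highest mean. Part of these values stand in the paper's tables and had been seen. The rule named 338 transcripts, 17 of which the paper also names, and homologs that the paper names only by their Arabidopsis gene were taken too. The seed storage transcripts and the transcripts that follow them were named after their values were seen.

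The procedures were tested on simulated data. With 100 transcripts raised or lowered 2.5-fold between the *Gb* groups of 21 and 28 DPA, limma called 96 and the SAM-type test 88, at 4-fold 99 and 97, and no unchanged transcript was called by either. The lowered transcripts were drawn only from those of higher level. With no change built in, limma called 0 of 41556 transcripts. The simulated noise of a transcript had the same spread in all groups, which is what the limma model assumes. The real groups differ in spread, so these simulations do not test how often unchanged transcripts are called where spreads differ. Camera called 0 of 40 unchanged lists and a list of 20 members shifted by 0.8 on the log2 scale. The simulated noise was independent between transcripts, so this does not test the preset correlation between the genes of a list. Clustering recovered 100 % of 6000 simulated profiles.

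The alternatives were pseudocounts of 0.1 and 0.5, no filter (void here, since all transcripts pass the filter), a mean of at least 2 RPKM over all 30 libraries, median-ratio scaling, quantile normalization, pool number as a block, an adjusted p of at most 0.05, no fold threshold, the fold as a ratio of mean RPKM, only the libraries of the 2 groups compared, a SAM-type permutation test over 20 label assignments, each library left out in turn, and for the lists an estimated correlation and all transcripts in place of 1 per locus. Counts of expressed transcripts were also made per locus, and clusters with 5 and 7 centres. The use of 18 DPA in place of 21 DPA and of 21 in place of 18 DPA was added after the data were seen. The metabolite values of the supplement were used for 1 test of the order of 18 and 21 DPA. Metabolite results, ascorbate assays, fiber measurements and results from other studies have no expression files and were not analysed here.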

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

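The tests chosen after the result was seen are those of a lane difference, of a shared change of scale, of RNA from seed tissue, and of the interactions with genotype and DPA means removed. The others were planned.

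The change over time differed between *Gb* and *Gh* for 2863 transcripts from 21 to 28 DPA, 632 from 15 to 18 DPA and 3262 from 10 to 28 DPA in limma's test of the interaction of genotype and time, and these counts are given here because the difference itself passed a test. When the genotype labels were regrouped 100 times, 7 regroupings, the real one included, gave as many from 21 to 28 DPA (highest of the others 8197) and 8 from 15 to 18 DPA (3654), so that this test alone does not exclude chance. From 10 to 28 DPA only the real one, 1 of 100, did (2843). This test cannot decide for that count either. Genotype differences stay in the regrouped data, and not all possible regroupings were drawn. Regroupings that call several times the real count point to a structure of the samples, since genotype and DPA differences stay in the regrouped data. With genotype and DPA means removed first, a test chosen after the result was seen, only the real grouping, 1 of 100 in each case, gave as many, with 87, 61 and 36 as the highest of the others. This argues against chance for the 3 counts, but for each of them it rests on this later test alone.

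The transcripts whose change from 21 to 28 DPA differed between the genotypes include the 10 given here, as *Gb* change minus *Gh* change. It was 4.90 for *MES3* (Gorai.008G026500.1, a methyl esterase), which fell in *Gh* by 5.58, 3.36 for the thaumatin-like gene Gorai.009G205200.1, 1.67 for *EXPA8* (Gorai.009G293500.1), 1.58 for *IAA30* (Gorai.007G117700.1) and 1.01 for *KNAT7* (Gorai.004G206600.1). It was −3.40 for the terpene synthase gene *TPS21* (Gorai.009G428400.1), −2.21 for *MYB60* (Gorai.013G196800.1), −1.95 for *GPAT3* (Gorai.010G045500.1), −1.57 for *KCS19* (Gorai.011G249200.1), and −1.39 for *EXPA4* (Gorai.003G131000.1). The largest adjusted p of these 10 was 7.5e-04. *KCS19* was near 0 RPKM in both genotypes at 28 DPA, so its value partly restates its higher level in *Gb* at 21 DPA. The values of −1.17 and −1.28 for the *GLOase* homologs Gorai.008G129900.1 and Gorai.008G130100.1 restate the fall in *Gb* and show no difference in time course, since in *Gh* both were near 0 already at 21 DPA (0.0707 and 0.0794 RPKM), where the log2(RPKM + 1) scale has no room for a fall.

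The 21 DPA libraries lay nearer to those of 15 DPA than the 18 DPA libraries did: on the line from the mean at 15 DPA to that at 28 DPA, taken as 0 and 1, the *Gb* libraries were at 0.28 ± 0.10 at 18 DPA and 0.08 ± 0.04 at 21 DPA and the *Gh* libraries at 0.28 ± 0.03 and 0.10 ± 0.05 (SD, n = 3). A lane difference cannot be told apart from one of DPA, since each DPA had its own lane, and the Pearson r across transcripts of −0.72 in *Gb* and −0.71 in *Gh* between the change from 18 to 21 DPA and that from 15 to 28 DPA restates these positions and excludes nothing. An exchange of 18 and 21 DPA fiber before it was divided for RNA and metabolites, or of libraries after it, cannot be told apart from the real order: the *Gb* metabolites were at 0.17 ± 0.07 at 18 DPA and 0.26 ± 0.12 at 21 DPA (SD, n = 5), a difference of 0.09 (exact permutation test, two-sided, p = 0.2, 206 metabolites) that is within the spread, and in *Gh* the difference from ratios of group means was 0.12, without replicates. The paper reports that glucose and fructose declined from 18 DPA through 28 DPA in both genotypes and that all bolls had diameters typical of their DPA, which goes with the labels of the fiber and does not bear on an exchange of libraries. A passing rise of wall genes at 18 DPA may also be biological, as a difference of sampling time that was not tested.

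More transcripts were lower than higher at 28 DPA, 76 % of those called in *Gb* and 77.9 % in *Gh*. The 100 highest transcripts of 28 DPA took 38.7 % of the RPKM in *Gb* and 39.2 % in *Gh*, against 16.7 % in each at 21 DPA, and without them the median change was −0.14 in *Gb* (pairs of libraries from −0.16 to −0.11) and −0.11 in *Gh* (from −0.13 to −0.09). This is less than the median change with them and still below 0, so their larger share cannot be told apart from a fall of most other transcripts. After median-ratio scaling 47.5 % of the calls were lower in *Gb* and 50.1 % in *Gh*, but this scaling sets the median change near 0 and so fixes the outcome. A change of scale shared by all transcripts, as a change in RNA content or in the authors' scaling would give, therefore cannot be told apart from the biological explanation, a general fall of transcript levels as the fiber ages, and RPKM values cannot test it.

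The embryo and seed storage transcripts, which the paper does not discuss, had medians of 15.56 RPKM in *Gb* and 14.9 in *Gh* at 28 DPA and medians of at most 0.01 on the earlier DPA. At 28 DPA *CRC* Gorai.004G057200.1 was at 346 and 114 RPKM, *PAP85* Gorai.006G241000.1 at 294 and 190 and *AT2S3* Gorai.002G083200.1 at 116 and 41. Some members were present earlier. *OLE1* Gorai.001G051400.1 was at 0.698 RPKM in *Gb* and 5.24 in *Gh* at 18 DPA, and at 0.03 and 0.99 at 21 DPA. The same *AT2S3* transcript was at 1.3 and 0.17 in *Gh* on these DPA. The oleosin gene Gorai.011G094900.1 lay between 2.33 and 4.25 RPKM from 10 to 21 DPA. Of 12 transcripts, 10 were higher at 28 than at 21 DPA in each genotype. Over the 6 libraries of 28 DPA, with genotype means removed, pairs of them had a median correlation of 0.94 (66 pairs, lowest −0.17) and a median SD of 1.15, against 0.094 for all transcripts, which is consistent with RNA of seed tissue in varying amounts, though the paper states that the seeds were removed with forceps, and storage gene expression in the fiber was not tested. As the main source, RNA that varies with the storage transcripts is argued against for the secondary wall *CESA* transcripts, whose median slope on the storage transcripts was 0.07 (−0.02 to 0.14). The same holds for most of the 1864 transcripts higher in both genotypes, of which 26 (1.4 %) had a slope of at least 0.5. These 26 include members of the 12 storage transcripts themselves, such as *OLE1*, which enter the mean that the slope is taken on. Among those outside the 12 were *BETA-TIP*, *ATPXG1*, *FAD2*, *AGP30* and *LTP12*.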

How the results depend on the processing

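The use of 18 DPA in place of 21 DPA and of 21 in place of 18 DPA was chosen after the data were seen, and all other alternatives were planned. Of 639 values of 42 results under an alternative, 542 stayed within 1.5 times the count reported, or, for the share of transcripts in the same pattern, within its confidence interval, and 97 moved. The 2 results with none that moved were the transcripts changing over DPA in *Gb* (36938, range 28358 to 37113) and in *Gh* (37050, range 28378 to 37094). For counts of calls these labels compare totals only, so the balance of higher and lower calls can turn without a move. At 28 against 21 DPA, 76 % of the calls in *Gb* and 77.9 % in *Gh* were lower, and 47.5 % and 50.1 % after median-ratio scaling. Calls of the named transcripts kept their direction in all alternatives run and were lost in 709 of 14795 cases without 1 library, 202 of 2459 after median-ratio scaling, 335 of 2468 with only the 2 groups compared, 38 of 2468 with a pseudocount of 0.1 and 7 of 2468 with pool number as a block. List tests were lost in 4 and gained in 9 of 2016 cases without 1 library, and of 336 cases each they were lost in 14 and gained in 7 after median-ratio scaling, in 1 and 4 with a pseudocount of 0.1, in 1 and 63 with all transcripts and in 37 and 0 with an estimated correlation, and none changed with pool number as a block. With 18 DPA in place of 21 DPA, 1 of 96 list tests was lost. Where a count moved, the cause was not tested unless stated. Comparisons are given in the order 15 against 10, 18 against 15, 21 against 18, 28 against 21 and 28 against 10 DPA, and 10, 15, 18, 21 and 28 DPA between genotypes. With a pseudocount of 0.1, 2893, 4447, 1910 and 18203 transcripts were called in *Gb* and 4812, 3966, 1067 and 17430 in *Gh* at the first 4 steps, 4645, 5556, 5238, 5277 and 5440 between genotypes, and 4977 in the interaction from 10 to 28 DPA, and 5 lists at 10 DPA and 2 at 28 DPA passed between genotypes. With no fold threshold, which by construction admits smaller changes, 11721, 13308, 5025, 31338 and 33541 were called in *Gb*, 16535, 11259, 3049, 30999 and 33183 in *Gh*, 15225, 17545, 15470, 16399 and 14678 between genotypes, and 9332, 2117 and 10854 in the interactions from 21 to 28, 15 to 18 and 10 to 28 DPA. At an adjusted p of at most 0.05 the interaction from 15 to 18 DPA had 973. With the ratio of mean RPKM as the fold, 3040, 4523, 1990 and 18463 were called in *Gb*, 4892, 4149, 1288 and 17863 in *Gh* and 4828, 5731, 5459, 5502 and 5406 between genotypes. With only the 2 groups compared, limma called 515 in *Gb* at 18 against 15 DPA, and 0 in *Gb* and 0 in *Gh* at 21 against 18 DPA, where 17468 and 15476 had an unadjusted p under 0.05 and the SAM-type test called 207 in *Gb* and 643 in *Gh*. With 21 in place of 18 DPA, 230 were called in *Gb* and 369 in *Gh* against 15 DPA, and 26 in the interaction. With 18 in place of 21 DPA, 8886 were called in *Gb* and 8776 in *Gh* at 28 DPA. Camera with an estimated correlation passed 0 lists in all 7 comparisons, with 5 and 8 lists at an unadjusted p under 0.05 at 28 against 21 DPA in *Gb* and *Gh* and 1, 2, 2, 2 and 1 between genotypes. With all transcripts, which counts a locus several times, 16 lists passed in *Gb* at 28 against 21 DPA and 14, 12, 15, 17 and 10 between genotypes. Counted by locus, 15684, 14402, 13781, 14343 and 11331 were expressed in *Gb* at the 5 DPA and 17844 on any, 15408, 14479, 14424, 14914 and 11535 in *Gh* and 18066 on any, and 19816 in either. The extended set held 985 with an interaction at an adjusted p of at most 0.001, 283 of them with a difference of at least 1 on the log2 scale, and 1473 after median-ratio scaling. With 5 and 7 centres, 61.4 % and 51.1 % of transcripts were in the same pattern in both genotypes. Without 1 library, 434 to 1758 were called in *Gb* at 21 against 18 DPA (434, 503 and 1758 without the first, second and the third pool of 18 DPA, 508 without the third of 21 DPA) and 269 to 1108 in *Gh* (341 and 461 without the second and the third pool of 18 DPA, 377, 1108 and 269 without the first, second and the third of 21 DPA). Between genotypes, 2 to 6 lists passed at 18 DPA (2 without the third *Gb* pool) and 1 to 2 at 28 DPA (2 without the third *Gb* or the first *Gh* pool). With pool number as a block, 1046 in *Gb* and 716 in *Gh* were called at 21 against 18 DPA. Leaving out the filter removes or adds no transcript and gives no test. The tables give no counts, so what depth limits is unknown.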

Differences from the paper's values

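None of the tests in this part was chosen after the result was seen, except the use of another DPA for the extended elongation set. Calls used the paper's FDR of at most 0.001 and a 2-fold change on the log2(RPKM + 1) scale, which at low RPKM asks for more than a 2-fold ratio of mean RPKM, and of the alternatives set before the data were examined those that reach the paper's value are named.

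Between 18 and 21 DPA the paper reports 0 transcripts for *Gb*, and here 1042 were called. With only the 2 groups compared limma called 0 as well (17468 at an unadjusted p under 0.05), and all other alternatives differ from the paper, among them 207 by the SAM-type test. For *Gh* the paper reports 2 and here 703 were called. No alternative comes within 1.5 times the paper's value, with 0 for only the 2 groups compared and 643 for the SAM-type test. In the authors' deposited table for *Gb*, 11 transcripts are listed as higher and 1 as lower at 21 DPA, 0 of them at 2-fold.

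The paper gives about 670 transcripts higher at 18 than at 15 DPA in *Gb* (Fig. 1, read by eye), against 1348 here. No alternative comes within 1.5 times the paper's value, and the lowest was 319 with only the 2 groups compared. The authors' deposited table holds 668 at 2-fold, of which 513 were called here. For transcripts lower at 15 than at 10 DPA in *Gh* the paper gives about 2500 (Fig. 1, read by eye), against 1662. Pseudocounts of 0.1 (2730) and 0.5 (2185), an adjusted p of at most 0.05 (1683), the ratio of mean RPKM (2827) and the SAM-type test (1684) no longer differ, nor do the fits without the first (1674) or second (1689) *Gh* pool of 10 DPA or the first of 15 DPA (1813). The other alternatives still differ. The authors' deposited table holds 2520 at 2-fold, of which 1597 were called here.

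At 10 DPA the paper gives about 2000 transcripts higher in *Gb* (Fig. 1, read by eye), against 1296 here. Pseudocounts of 0.1 (2193) and 0.5 (1672), an adjusted p of at most 0.05 (1353), the ratio of mean RPKM (2287) and the fit without the first *Gb* pool (1443) no longer differ, and the others do. The authors' deposited table holds 1852 at 2-fold, of which 1195 were called here. For transcripts higher in *Gh* at 10 DPA it gives about 2400 (Fig. 1, read by eye), against 1537, and pseudocounts of 0.1 (2452) and 0.5 (1969), the ratio of mean RPKM (2541) and the fit without the third *Gb* pool (1626) no longer differ, while the others do. For these the authors' deposited table holds 2215 at 2-fold, of which 1472 were called here.

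The paper reports that 14 % of the changing transcripts of each genotype change at least 2-fold, against 37.5 % in *Gb* and 37.5 % in *Gh* here. No alternative reaches it, and the lowest were 30.6 % and 31.7 % with quantile normalization. The authors' deposited tables for *Gb* hold 3334 transcripts higher and 11586 lower at 2-fold at 28 against 21 DPA alone. Against 37927 transcripts expressed in *Gb*, this is already a larger share than 14 %, so the authors' own calls do not give that share either. The paper reports 1288 transcripts in the extended elongation set, against 2554 here. An interaction at an adjusted p of at most 0.001 as a further condition (985) and median-ratio scaling (1473) no longer differ. With a difference of at least 1 on the log2 scale as well, the rule for a call here, 283 of the 985 remain, which differs. So do 2 RPKM in both genotypes at 10 DPA (1950), a decline in *Gh* at an adjusted p of at most 0.001 (2436) and the fits without 1 library (2385 to 2813). The paper names the pectin lyase of this set as At1G04680-like and also as a homolog of At3g48950. Here the At3g48950 homolog Gorai.008G274700.1 is in the set and the At1G04680 homolog Gorai.011G161900.1 is not, with means of 2.93 and 3.64 RPKM in *Gh* at 21 and 28 DPA. With 18 DPA in place of 21 DPA, an alternative chosen after the values were seen, Gorai.011G161900.1 is in the set, and 1 of the other transcripts that the paper names for it, Gorai.008G274700.1, is dropped, while *TIP1;3* and *UGT73B4* stay. No other setting brings Gorai.011G161900.1 in, and Gorai.008G274700.1 is also dropped without the third *Gb* pool of 21 DPA.

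Some statements on single genes also differ. The paper describes a pair of *NST1* homologs that rise at 15 DPA as staying high through 28 DPA. Of these, Gorai.003G077700.1 was lower at 28 than at 21 DPA, with a log2 change of −1.29 in *Gb* and −1.11 in *Gh* (−0.66 and −0.48 after median-ratio scaling, where neither is called), while the log2 changes of Gorai.008G259700.1 were 0.88 and 0.96 without a call. The paper describes 1 *MYB4* locus as rising strongly at 28 DPA. Of the 5 loci, Gorai.008G035700.1 had the highest log2 change from 21 DPA, 1.11 in *Gh* (called) and 0.42 in *Gb* (not called). The paper describes the *RDUF1*-like gene as falling at 28 DPA. Here no locus was called by limma, with −0.89 in *Gb* and −0.73 in *Gh* for Gorai.012G105100.1 (adjusted p = 4.5e-11 and 1.8e-09) and −0.85 and −0.78 for Gorai.006G171100.1 (adjusted p = 1.2e-07 and 5.3e-07). At 15 DPA the paper describes the *RBOHC* homolog as higher and the *AOX2* homolog as lower in *Gb*. The differences here, 0.87 for Gorai.001G053300.1 (adjusted p = 7.4e-09) and −0.96 for Gorai.005G220500.1 (adjusted p = 3.3e-08), have these directions and miss 2-fold on the log2(RPKM + 1) scale. With the ratio of mean RPKM as the fold, the *RBOHC* homolog, the *AOX2* homolog, *RDUF1*-like Gorai.006G171100.1 in *Gb* and *RDUF1*-like Gorai.006G171100.1 in *Gh* pass.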

Other observations

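All counts and values in this part come from planned tests.

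Lists of very long chain fatty acid and hormone synthesis did not pass at 28 against 21 DPA, though more of their loci fell than rose. Of 20 ketoacyl-CoA synthase loci 1 rose and 12 fell in *Gb* and 1 and 11 in *Gh* (adjusted p = 0.087 and 0.23 by camera). *CER6* Gorai.002G218500.1 went from 1117 ± 59.8 to 101 ± 23.8 RPKM in *Gb* and from 1037 ± 91.2 to 132 ± 6.78 in *Gh* (SD, n = 3). Of 4 brassinosteroid synthesis loci 0 rose and 4 fell in *Gb* and 0 and 3 in *Gh* (adjusted p = 0.087 and 0.16), with *DET2* Gorai.012G111500.1 at −3.18 and −2.98 on the log2 scale. Of 8 ethylene synthesis loci 0 rose and 6 fell in *Gb* and 0 and 7 in *Gh* (adjusted p = 0.38 and 0.4), with *ACO4* Gorai.001G096200.1 at −3.27 and −3.05. After median-ratio scaling the ketoacyl-CoA synthases passed in *Gb* (adjusted p = 0.017) and brassinosteroid synthesis in both genotypes (0.017 and 0.043), and the medians kept their sign.

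Flavonoid, lipid transfer and pectin genes moved both ways. Of 17 flavonoid enzyme loci 2 rose and 9 fell in *Gb* and 2 and 11 in *Gh* (adjusted p = 0.75 and 0.35), and *BAN* Gorai.009G175500.2 was at −3.91 and −3.80 while the flavonoid 3'-hydroxylase gene Gorai.007G194700.2 was at 4.93 and 3.97. Of 53 lipid transfer protein loci 7 rose and 21 fell in *Gb* and 8 and 26 in *Gh* (adjusted p = 0.67 and 0.45), and Gorai.005G043900.1 went from 55.4 ± 44.4 to 5478 ± 261 RPKM in *Gb* and from 415 ± 203 to 5492 ± 201 in *Gh* (SD, n = 3). In *Gh*, after median-ratio scaling, the flavonoid enzymes (adjusted p = 0.043) and the lipid transfer proteins (0.015) passed as lower. Of 65 loci of pectin modifying enzymes 10 rose and 26 fell in *Gb* and 9 and 26 in *Gh* (adjusted p = 0.64 and 0.89), and in *Gb* the test pointed up although the median was −0.58 and the mean −0.7.

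Among pathways chosen by homology, linoleic acid metabolism passed as higher. Of 28 loci 9 rose and 4 fell in *Gb* and 9 and 6 in *Gh* (adjusted p = 0.0049 and 0.0022, but 0.097 and 0.055 with an estimated correlation and 0.074 and 0.086 after median-ratio scaling). Of 18 steroid biosynthesis loci 1 rose and 4 fell in *Gb* and 1 and 9 in *Gh*, which passed as lower in *Gh* only (adjusted p = 0.025, 0.57 with an estimated correlation, against 0.79 in *Gb*). The interaction of genotype and time was called in 5 of these loci, with the *Gb* change minus the *Gh* change above 0 in each. At 10 DPA the steroid loci were lower in *Gb* (0 higher and 7 lower, adjusted p = 0.0045, 0.86 with an estimated correlation). Of 31 terpenoid backbone loci 1 rose and 9 fell in *Gb* and 0 and 9 in *Gh* (adjusted p = 0.31 and 0.45), with *HMG1* Gorai.005G215500.1 at −2.71 and −1.82. Sulfur metabolism (1 rose and 5 fell in *Gb* and 2 and 7 in *Gh* of 27; adjusted p = 0.63 and 0.81), porphyrin and chlorophyll metabolism (5 rose and 10 fell in *Gb* and 6 and 8 in *Gh* of 45; adjusted p = 0.64 and 0.4) and N-glycan biosynthesis (0 rose and 0 fell in *Gb* and 0 and 1 in *Gh* of 20; adjusted p = 0.94 and 0.89) did not pass.

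Cytoskeleton and wall loosening lists did not pass. Of 45 tubulin loci 4 rose and 11 fell in *Gb* and 4 and 13 in *Gh* (adjusted p = 0.78 and 0.79), of 46 actin loci 2 rose and 12 fell in *Gb* and 2 and 12 in *Gh* (adjusted p = 0.64 and 0.51), and of 24 xyloglucan endotransglucosylase loci 3 rose and 9 fell in *Gb* and 1 and 9 in *Gh* (adjusted p = 0.46 and 0.95), and in *Gb* the medians of these lists (−0.27, −0.34 and −0.38) were above 0 after median-ratio scaling. Of 11 loci of sucrose synthases and invertases 4 rose and 3 fell in *Gb* and 4 and 3 in *Gh*, and the list passed as higher in *Gh* (adjusted p = 0.034, 0.29 with an estimated correlation and 0.43 after median-ratio scaling) and not in *Gb* (0.21, with a median of −0.74 and a mean of 0.35). The L-galactose route of ascorbate synthesis (1 rose and 1 fell in *Gb* and 1 and 2 in *Gh* of 14; adjusted p = 0.96 and 0.89) did not pass. From the lists chosen by the study on these samples *GLOase* (0 rose and 2 fell in *Gb* and 0 and 0 in *Gh* of 3; adjusted p = 0.64 and 0.98) and *MDHAR* (0 rose and 1 fell in *Gb* and 0 and 1 in *Gh* of 5; adjusted p = 0.29 and 0.21) did not pass, nor did primary wall *CESA* (adjusted p = 0.18 and 0.89).

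Markers of other tissues were read as medians of RPKM over loci. Dividing cells (3 of 19 Arabidopsis loci matched, 4 cotton loci) were at 3.12 in *Gb* and 1.75 in *Gh* at 10 DPA and 0.25 and 0.18 at 28 DPA, with 6.7 as the highest group mean of a locus. Photosynthetic tissue (10 of 28, 11 cotton loci) was between 0.75 and 1.92 in all groups, with a highest mean of 23.6. Lignifying xylem (3 of 11, 11 cotton loci, 4 of which are the *NST1* homologs that the study also lists) was at 0.19 in *Gb* and 0.62 in *Gh* at 10 DPA, at 4.1 and 18.28 at 18 DPA, at 0.77 and 4.47 at 21 DPA and at 6.4 and 14.88 at 28 DPA, with a highest mean of 234.1. For embryo and seed storage, 6 of 17 were matched.

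Other splits of the samples were counted for each comparison of transcripts and lists. For transcripts changing over DPA, 1 of 100 regroupings, the real one, gave as many as the real 36938 in *Gb* (highest of the others 26765) and 1 of 100 as many as 37050 in *Gh* (24175), which argues against chance. Comparisons of 3 against 3 libraries have 10 splits, too few for a share under 0.05. The highest of the others was 0 beside real counts of 1713, 2570, 1042, 11888 and 16053 in *Gb*, 0 beside 3056, 2332, 11368 and 15540 in *Gh* and 4 beside 703, and between genotypes 0 beside 2833, 3035 and 3147, 1 beside 3369 at 15 DPA and 18 beside 2782 at 28 DPA. Each real split was the 1 that gave as many. For gene lists, the highest of the others was 10 beside 8 in *Gb* at 28 against 21 DPA (8 splits gave as many), 11 beside 12 in *Gh* (1), and between genotypes 8 beside 3 (4), 5 beside 3 (5), 10 beside 4 (5), 11 beside 6 (6) and 3 beside 1 (10).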
